# Chromosome conformation maps in fission yeast reveal cell cycle dependent sub nuclear structure

**DOI:** 10.1093/nar/gku965

**Published:** 2014-10-23

**Authors:** Ralph S. Grand, Tatyana Pichugina, Lutz R. Gehlen, M. Beatrix Jones, Peter Tsai, Jane R. Allison, Robert Martienssen, Justin M. O'Sullivan

## Abstract

Successful progression through the cell cycle requires spatial and temporal regulation of gene transcript levels and the number, positions and condensation levels of chromosomes. Here we present a high resolution survey of genome interactions in *Schizosaccharomyces pombe* using synchronized cells to investigate cell cycle dependent changes in genome organization and transcription. Cell cycle dependent interactions were captured between and within *S. pombe* chromosomes. Known features of genome organization (e.g. the clustering of telomeres and retrotransposon long terminal repeats (LTRs)) were observed throughout the cell cycle. There were clear correlations between transcript levels and chromosomal interactions between genes, consistent with a role for interactions in transcriptional regulation at specific stages of the cell cycle. *In silico* reconstructions of the chromosome organization within the *S. pombe* nuclei were made by polymer modeling. These models suggest that groups of genes with high and low, or differentially regulated transcript levels have preferred positions within the *S. pombe* nucleus. We conclude that the *S. pombe* nucleus is spatially divided into functional sub-nuclear domains that correlate with gene activity. The observation that chromosomal interactions are maintained even when chromosomes are fully condensed in M phase implicates genome organization in epigenetic inheritance and bookmarking.

## INTRODUCTION

The spatial and temporal organization of the genome are increasingly recognized as key contributors to genome maintenance and gene regulation in both prokaryotes and eukaryotes (1–5). High resolution microscopy and proximity based ligation techniques are beginning to reveal how genomes are organized in three-dimensional (3D) space and how this organization relates to genome function (1,6–12). In particular observations that: (i) eukaryotic chromosomes exist in territories (13); (ii) topologically associated domains (TADs) form within chromosomes (12,14,15); (iii) transcription and replication factories form within nuclei (e.g. (16)); and (iv) highly transcribed genes associate in space (8), are thought to be important for the translation of the genotype into the cell's phenotype.

The 3D organization of a genome is the sum of the interplay between the biophysical characteristics of the DNA polymer, DNA packaging and the nuclear processes that are occurring at any specific moment in time. DNA replication and cell growth are key factors that affect the 3D organization of the genome. Cell growth proceeds in an ordered manner through a regulated cycle consisting of the gap 1 (G1), synthesis (S), gap 2 (G2) and mitotic (M) phases. The complexity of cell cycle regulation and large genome sizes make it difficult to interrogate the relationship between genome spatial organization and function through the metazoan cell cycle. Despite this, Naumova *et al.* succeeded in interrogating the intrachromosomal organization, focusing on the mitotic phase structures, of particular chromosomes in human HeLaS3, K562 and primary human foreskin fibroblast cells (12). They observed high levels of correlation between the intrachromosomal organization patterns for early G1, mid G1 and S phase chromosomes (12) and found that mitotic chromosomes maintain few of the structural features that define interphase chromosomes.

The small size of the fission yeast genome and the ability to manipulate the cell cycle makes *Schizosaccharomyces pombe* amenable to studies into the relationship between spatial and functional genome organization through the cell cycle (17–19). In addition, *S. pombe* shares many mammalian features including linear chromosomes, constitutive pericentromeric and telomeric heterochromatin, and cell division by medial fission. As for higher eukaryotes, chromosomal territories and associations among highly transcribed genes have been observed in unsynchronized populations of *S. pombe* cells (8). Moreover, there is increasing evidence that the spatial organization of the *S. pombe* genome is linked with transcriptional activity (1–5). However, it is known that heterochromatin formation (20), and clustering of telomeres, centromeres, mating type loci (21,22) and gene transcript levels fluctuate throughout the *S. pombe* cell cycle (23,24). Therefore, the use of asynchronous cells in studies of *S. pombe* genome organization means that the role cell cycle-specific variations in the 3D arrangement of the genome plays in gene regulation remains unresolved (8).

Here we present the first high resolution analyses of 3D genome organization for populations of fission yeast cells synchronized in the G1, G2 and mitotic anaphase (hereafter M phase), allowing us to infer dynamic connections between and within chromosomes through the cell cycle. Moreover, specific subsets of these interactions are correlated with waves of transcriptional activity between the cell cycle phases. Polymer models of the genome organization in the G1 and G2 cell cycle phases demonstrate that these correlations extend to sub-nuclear localization. Collectively, our results implicate genome organization in epigenetic inheritance and bookmarking.

## MATERIALS AND METHODS

### Strains, growth conditions and synchronization

*Schizosaccharomyces pombe* strains MY291 (h- lue1 cdc10–129), MY284 (h- lue1 cdc25–220) and MY286 (h- lue1 nuc2–663) (Supplementary Table S1) were recovered from −80°C on YES (25) (2% agar) plates (26°C, 4 days). YES medium (12 ml) starter cultures were inoculated and incubated (26°C, 200 rpm) until the OD_595_ measured ∼0.8 (∼24 h). Synchronization cultures (125 ml EMM2 (25), in baffled flasks) were inoculated with starter culture to an OD_595_ = ∼0.05 and incubated (26°C, 120 rpm). Cultures were grown for four generations (OD_595_ ∼0.8) before synchronization was induced by the addition of pre-warmed EMM2 medium (125 ml, 46°C), instantly raising the temperature of the culture to the restrictive temperature (36°C). Cultures were incubated in a hot water bath (36°C, 140 rpm, for 4 h) to complete synchronization. Cells for synchronization efficiency analysis were harvested from cultures before induction and following synchronization (1 ml, 4000 rpm, 2 min), and snap frozen (dry ice/ethanol (100%) bath).

### Synchronization efficiency

Cells collected during synchronization were thawed, washed once with ice-cold 1% phosphate buffered saline (PBS) (500 μl, 4000 rpm, 2 min) and suspended in PBS (100 μl). Cells were stained with calcofluor white (1g/l with 10% Potassium Hydroxide) and 4',6-diamidino-2-phenylindole (DAPI) (25 mg/ml) and photographs were taken of each sample before and following synchronization using a fluorescence microscope (ZEISS, HBO 100 Axiostart plus). The level of cell cycle phase synchronization was calculated for the G1 and G2 phases by comparing the proportion of cells that had a septum, in >200 cells, in the synchronized cell populations compared to the corresponding pre-synchronized populations (Supplementary Figures S1 and Table S2). The estimation of >80% synchronization for M phase cells was based on the observation of characteristic traits described for cultures undergoing a *nuc2* arrest (26); increased septation index (from ∼16% to ∼50%), highly condensed chromosomes, and the presence of enucleate cells, following DAPI staining.

### Chromatin isolation for Genome Conformation Capture

Chromatin isolation and Genome Conformation Capture (GCC) were performed as in (5,9), with modifications; Following synchronization, cultures (200 ml) were cross-linked, washed and suspended in FA-lysis buffer. Aliquots containing ∼9.5 × 10^8^ cells were made up to a volume of 330 μl with FA-lysis buffer and the cell walls were digested with T20 Zymolyase (70 μl at 75mg/ml; 35°C, 40 min with periodic inversion) before heat inactivation (60°C, 5 min). Acid washed glass beads (500 μl) were added to each sample before disruption in a Geno/Grinder (−20°C; 1750 rpm, 2 × 30 s on 60 s off; SPEX^®^ SamplePrep 2010). Glass beads were removed by the centrifugation of chromatin through a pin hole into a clean tube (2000 rpm, 1 min). Chromatin was pelleted (13 000 rpm, 15 min, 4°C), washed with FA-lysis buffer, suspended in chromatin digestion buffer and stored (−80°C).

Each chromatin sample was aliquoted into 10 sets of 9.5 × 10^7^ cells. Samples were digested with AseI (100U, New England Biolabs, 37°C, 2 h). A ligation control (sees below and Supplementary Table S3) was added to the AseI digested chromatin, samples were diluted (∼20-fold) and ligated with T4 DNA ligase (20U, Invitrogen). Following ligation, cross-links, protein and RNA were removed. pUC19 plasmid (27.4 pg/2ml) was added as a sequence library preparation ligation control before phenol:chloroform (1:1) extraction and column purification. Three micrograms of each GCC library was sent for paired-end sequencing (50 bp, BGI China).

### Production of external ligation controls for GCC library preparation

External ligation controls were produced (5) with an AseI restriction enzyme site at one end (Supplementary Table S3) from the *Escherichia coli* genome, Lambda phage genome and pRS426 plasmid (5). The digested polymerase chain reaction products (9.5 × 10^7^ copies) were introduced into the GCC samples (i.e*. E. coli*: G1 phase, pRS426: G2 phase, Lambda: M phase) prior to the ligation step of the GCC protocol. Following sequencing, only one ligation event was detected between the pRS426 ligation control and an AseI fragment in one of the G2 phase biological replicate. 

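A DNA product amplified from the pRS426 plasmid was added to the digested chromatin of the G2 phase samples before ligation, so a read pair that joins it to a nuclear AseI fragment records a ligation between molecules that were not cross-linked. In the tables analysed here, which pool both biological replicates of a phase, the pRS426 control was joined to nuclear fragments by 3 counts in G2 phase, in 3 pairs of 1 count each. No pair reached the cut-off of 3 reads.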

A number of ligation events were also detected between the *S. pombe* genome and the pUC19 control (G1 phase: 14, G2 phase: 7, and M phase: 2), indicating that intermolecular ligation events occurred during preparation for sequencing at the BGI.

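The pUC19 plasmid was joined to nuclear fragments by 2 counts in the pooled G1 phase table, 5 counts in the G2 phase table and 0 counts in the M phase table, and the largest count of any such pair was 1. Counts between pUC19 and the pRS426 control numbered 4 in G1 phase, 16 in G2 phase and 2 in M phase, although that control was added to G2 phase samples alone. Reads assigned to the pRS426 control therefore need not come from the product added to a sample. The same may hold for its 3 counts with nuclear fragments in G2 phase. The source of these reads was not tested. Beside these, the tables hold 2056860, 2196581 and 2119634 counts between non-adjacent nuclear fragments in G1, G2 and M phase.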

### Network assembly

GCC networks were constructed from 50 bp paired-end Illumina Genome Analyzer sequence reads using the Topography suite v1.19 (9). Topography uses the Short Oligonucleotide Alignment Program (SOAP) algorithm (27) to position Paired-End (PE) tags and single ends which contain a AseI restriction enzyme site onto the *S. pombe* (*S. pombe* genome supplementary file) reference genome, with the inclusion of the pUC19 (SYNPUC19CV), *E. coli*, pRS426 and Lambda phage ligation control sequences. No mismatches or unassigned bases (N) were allowed during positioning.

Significant interactions were defined as those that occurred at levels above the false detection rate (FDR) cut-off value (see below). Unless explicitly stated, all bioinformatics analysis was performed on significant (≥FDR cut-off), uniquely positioned, non-adjacent (only interactions between restriction fragments that were not adjacent to each other in the linear sequence) interactions data using in house Perl and Python scripts. Except where indicated, statistical analyses were performed using R and Venn-diagrams were drawn with the Vennerable package (28).

### FDR cut-off calculations

Random ligation events can occur during the two ligation steps in the GCC protocol: (i) the ligation of the cross-linked fragments; and (ii) linker addition during preparation for sequencing. We employed two methods for the identification of significant interactions: (i) a statistical method that calculates a FDR cut-off as in (9); and (ii) the external ligation controls during the GCC library preparation allowed us to measure the rates of intermolecular ligation events. Only one intermolecular ligation event was detected and was at a frequency below the calculated FDR cut-off. Therefore, we determined our significance cut-off to be ≥3 using the statistical method described in (9).

### Collector's curve

Collector's curves are a form of rarefaction curve that plots the cumulative number of species recorded as a function of sampling effort. Here we used the collector's curve to test if we had sampled the interactions to saturation. Collector's curves were generated using the total interaction datasets (including non-significant interactions) for G1, G2 and M phases of the *S. pombe* cell cycle (5). An artificial interaction was added to each interaction dataset (e.g*.* G1, G2 or M phase) at the frequency of the calculated FDR cut-off. Increasing fractions (i.e. 10%, 20%, 30% …100%) of the modified total interaction sets were independently randomly sampled. This was repeated 100× for each modified total interaction set. For each random dataset, interactions that were sampled more frequently than the artificial interaction were considered significant (random-significant). We then plotted the percentage (average across the 100 replicates) of the significant captured interactions that were identified in the random-significant populations (Supplementary Figure S2). The collector's curves indicated that, despite the high correlation between biological replicates, the interaction network was not sampled to saturation.

### Network sampling

To ensure that the results observed were not due to an under sampled network we compared the number of significant interactions detected with those derived from randomly generated networks. The total interaction datasets (including non-significant interactions) for each cell cycle phase: G1, G2 and M, were divided into individual interactions according to the detected interaction frequency and pooled. One thousand random networks, that contained the same number of interactions as the initial input file, were generated for each cell cycle phase from both a non-reducing and reducing pool of interactions (i.e. sampling with and without replacement, respectively). The number of significant interactions in each random data file was determined using the same cut-off calculated for the real data (see FDR cut-off). Random significant interactions for the three cell cycle phases were compared to determine the number of interactions specific to each cell cycle phase and shared by different phases. A Chi-square test was then used to determine whether there was a significant difference between the expected (i.e. the average number of interactions found to be specific or shared from the 1000 random data files) and observed (i.e. the real data). The results indicate that the detected network is significantly different from a random distribution.

### RNA extraction

For RNA extraction, cells were harvested from 12 ml of each synchronized cell culture prior to cross-linking (4000 rpm, 2 min, RT), washed with 5 ml of AE buffer (50-mM Sodium Acetate, 10-mM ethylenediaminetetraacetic acid, pH 5.3) and suspended in AE buffer (400 μl). Cell suspensions were transferred to tubes containing an equal volume of phenol/chloroform/isoamyl alcohol (24/24/1 Ambion) and 400 μl of acid washed glass beads (Invitrogen). Tubes were transferred to a chilled block (−20°C) in a Geno/Grinder (SPEX sample prep 2010) and the cells were lysed (1750 rpm, 8 × 30 s on 60 s off). Lysis was completed by a freeze thaw (−80°C, ∼15 min) before centrifugation (14 500 rpm, 5 min, 4°C). The aqueous phase was extracted 3× with an equal volume of phenol/chloroform/isoamyl alcohol. RNA was isolated by precipitation with one-tenth volume ammonium acetate (5 M) and two volumes of 100% ethanol at −80°C (>30 min/overnight) before centrifugation (14 500 rpm, 10 min, 4°C). RNA was washed with 70% ethanol (350 μl; 14 500 rpm, 5 min, 4°C) and air dried (37°C, ∼15 min). RNA pellets were suspended in RNASecure (80 μl; Ambion) and dissolved by heating (60°C, 10 min). RNA concentration was determined by Nano-Drop (ACTGene ASP-3700) and 2 μg of each sample visually inspected following electrophoresis through a 1% (w/v) agarose gel. RNA was stored at −80°C before RNA sequencing (BGI China, 90-bp paired-end RNA sequencing analysis).

### Transcriptome analysis

RNA sequences (90 bp) were quality assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). To maximize the quality of the sequence reads, 10 bp was trimmed off either end of the sequences using fastx_trimmer (http://hannonlab.cshl.edu/fastx_toolkit/index.html) resulting in final sequence lengths of 70 bp.

The identification of differentially expressed genes was performed using cufflinks (29) to analyze the trimmed RNA sequences as a time course. Briefly, trimmed RNA-seq reads were aligned to the *S. pombe* reference genome (ASM294v2) using Tophat version 2.0.7 (http://tophat.cbcb.umd.edu/) without providing the *S. pombe* Gene Transfer Format (GTF) file. This allowed for novel transcript discovery. Aligned reads were assembled for differential expression analysis using cufflinks version 2.0.2 (http://cufflinks.cbcb.umd.edu/) and merged using cuffmerge (http://cufflinks.cbcb.umd.edu/manual.html#cuffmerge) with an ‘assemblies’ file containing the transcripts.gtf output files from cufflinks for the two biological replicates of each cell cycle phase in the order G1–G2–M–G1. Finally, differential expression analysis was performed using the merged.gtf output file from cuffmerge, the —T operator, and the accepted_hits.bam output files from tophat in the time series order G1–G2–M–G1.

The raw transcript levels for genes in individual biological replicates were highly correlated (*R*_2_ > 0.91). For downstream analyses, transcription datasets were divided into: (i) genomic regions that were in the top and bottom 5% of transcript levels in each cell cycle phase (Supplementary Table S4 and Supplementary File 4); and (ii) genomic regions whose transcript levels were differentially regulated during the three cell cycle transitions (G1 → G2, G2 → M, and M → G1) (Supplementary Table S5; Supplementary Files 4 and 5). Except where indicated, statistical analyses were performed in R (28). Venn-diagrams were drawn using the Vennerable package available for R.

### Gene ontology analysis

The AmiGO Term Enrichment online resource (http://amigo.geneontology.org/cgi-bin/amigo/term_enrichment) was used to determine if particular gene sets were enriched in Gene ontology terms within Pombase. We used a maximum *P*-value of 0.05 and required a minimum of two gene products for enrichment.

### Chromosome distribution of genes with high, low and differential transcript levels

The chromosomal distribution of genes with high, low and differential transcript levels was determined by calculating the central position (base pair) for each gene and using this to assign the genes along each chromosome into 50 000-bp bins (5). For the genes with high and low transcript levels the number of genes per bin was graphed (Supplementary Figure S3), while for the differentially expressed genes the average fold change in expression per bin was plotted (Supplementary Figure S4). To test whether gene sets had a non-random chromosomal distribution, one-sample Kolmogorov–Smirnov tests were performed using the genes central positions along each chromosome and significant results are displayed as *P*-values.

### Loop lengths of interactions within chromosomes

The loop length (bp) between interacting fragments was calculated for significant uniquely positioned intrachromosomal interactions detected at each cell cycle phase. Where two interacting fragments were located on the same chromosome, defined by coordinates Fn_start_ – Fn_end_; the loop length (*L*) was defined as:

}{}\begin{equation*} {L} = |{\rm F}2_{{\rm start}} - {\rm F}1_{{\rm end}} | \end{equation*}

where interacting fragments were ordered so that F1_end_ < F2 _start_.

Loop length frequencies were plotted as histograms with bin widths of 100 or 10 000 bp.

### Determination of genome colocalization levels

We determined whether retrotransposon long terminal repeat (LTR) elements and genes with high, low and differential transcript levels were connected with themselves (colocalized) at a level different from random. The frequency of interactions that occurred between the genomic regions (i.e. colocalization) was calculated from the GCC interaction networks. Sets of random loci of the same number and length (bp) as the set of loci of interest were generated by randomly selecting a start coordinate for each locus within the set and then adding the length (bp) of the original locus of interest to obtain the end coordinate. Two populations of random sets were generated: (i) the conserved random (CR) sets conserved the number of loci per chromosome. This ensured that significant results were not due to the specific linear or spatial organization of an individual chromosome(s); and (ii) the random (R) sets where loci were randomly selected across the entire genome, with chromosome selection determined at a frequency that was relative to the chromosome lengths. One thousand random datasets were generated for the CR and R methods. The colocalization frequencies for the sets of randomly selected loci were determined in the GCC interaction networks. *P*-values were calculated as the number of times the colocalization frequencies of the original data were higher or lower than the randomly generated datasets. Colocalization frequencies were only considered significant if they were significant by both CR and R methods. The relative proportions of inter- and long versus short (<50 kb) distance intrachromosomal interactions that occurred for colocalizing regions were also determined. Colocalization figures use a per test significance level of 5%. This leads to acceptable expected FDRs ranging from 7–14% (not detected were excluded from this calculation).

### Coarse-grained polymer modeling

G1 and G2 phase chromosomes were modeled as coarse-grained flexible chromatin fibers using a Monte Carlo approach. Spatial constraints governing the nuclear size (30), and biological constraints restricting the telomere (21) and nucleolus positioning and centromere colocalization with the spindle pole body (SPB) (21,31,32) were based on microscopic observations (33). Models with the nucleolus diametrically opposite the SPB represent ≥45% of the population that has been previously observed microscopically (31). Subsets (10%) of the captured interactions for the G1 and G2 phase genomes were incorporated as attractive forces. Three model types were generated: confined, constrained and interactions. The confined model included the spatial constraints and nucleolar excluded volume. The constrained model included the spatial and biological constraints. In addition to the spatial and biological constraints, the interactions model also included captured uniquely positioned, significant, non-adjacent interactions from the GCC data. Sets of interactions for inclusion in the interactions model were randomly selected with a probability proportional to their frequency of capture in the GCC experiment. Full details for the algorithm are available in Supplementary Methods.

### Density distribution function

To calculate the DDF the set of elements of interest was mapped onto the chromosome granules. For each granule identified as containing the element of interest, the coordinates were extracted from each genome structure generated for a given set of conditions (i.e. stage of the cell cycle and restrained polymer model: confined, constrained or interactions). This allowed the evaluation of the effects of the different model constraints on the density distribution. In addition, an interactions control DDF was calculated from the interactions models using a randomly selected set containing an equal number of granules as the set of elements of interest.

Pairwise distances between mapped granules were calculated for each particular structure. The DDF value for given intervals (*R, R* + *dr*) was calculated as

}{}\begin{equation*} DDF(R,R + dR) = \frac{{n(R,R + dR)/v(R,R + dR)}}{{N/V}} \end{equation*}

Where *n*(*R, R* + *dR*) is number of granules pairs separated by the distance (*R, R* + *dR*); *v*(*R, R* + *dR*) is volume of spherical layer within the nucleus; in the cases where the spherical layer overlapped the nuclear border the volume was corrected according to (33). *N*/*V* is the overall density of granules, where *N* is the total number of granules of interest and *V* is the volume of nucleus. DDFs were calculated for each individual structure within the ensemble of structures for each model and the mean DDF presented.

Statistical comparisons of DDFs were performed according to (33). Briefly, the area between the DDF curve and a density ratio of 1 was calculated for each condition. To exclude effects due to short range linear clustering within the chromosomes, the area between the DDF curve and a density ratio of 1 was calculated starting from the distance equal to three granule diameters (90 nm for G1 type models, 180 nm for the G2 type models). Two-tailed unpaired *t*-tests were performed to determine the significance of the difference between the means in pairwise comparisons.

### Relative LTR and gene density maps

To assess the preferred positions of LTRs and genes across the nucleus, we calculated their relative density maps. The relative density maps show the proportion of granules containing element of interest at the given point within the nucleus, averaged across an ensemble of structures.

G1 and G2 phase *S. pombe* nuclei display rotational symmetry with respect to the SPB-nucleolus axis. Thus, external restraints (i.e. centromere, telomere and nucleolus positions) and chromosome interactions are equally fulfilled if the whole genome conformation is rotated around the SPB-nucleolus axis by an arbitrary angle. Therefore, the 3D structure can be projected onto a two-dimensional (2D) map. This approach has been used for structural analyses of the *Saccharomyces cerevisiae* genome structure (33–35).

Using the approach, the positions of the elements of interest, within the 3D structure, present as an array of points in a 2D plane. Once mapped onto the 2D plane, we were able to calculate the density of these points across the nuclear space. Briefly, we mapped the array of points onto a 2D rectangular grid according to (32). The density of the elements of interest was calculated according to:

}{}\begin{equation*} {\rm Density} = \frac{{{\rm Frequency}(z_{{\rm pixel}} ,r_{{\rm pixel}} )}}{{\pi \Delta _z \left( {(r_{{\rm pixel}} + \Delta _r )^2 - r_{{\rm pixel}}^2 } \right)}} \end{equation*}

}{}\begin{equation*} \begin{array}{*{20}l} {{\rm Frequency}(z_{{\rm pixel}} ,r_{{\rm pixel}} )} \\ { = \frac{1}{{N_{{\rm structures}} }}\sum\limits_{{\rm Structures}} {\sum\limits_{{\rm Granules}} {\frac{1}{{2\pi \sigma ^2 }}{\rm exp}} } } \\ {\left( { - \frac{{(z_{{\rm pixel}} - z_{{\rm granule}} )^2 + (r_{{\rm pixel}} - r_{{\rm granule}} )^2 }}{{2\sigma }}} \right)} \\ \end{array} \end{equation*}

Here Δ_z and Δ_r are the grid size in the z and r directions respectively. *z*_granule_ is the projection of the granule onto the SPB-nucleolus axis; and *r*_granule_ is the radial distance between the granule and axis of symmetry; *z*_pixel_ and *r*_pixel_ are pixel grid coordinates; *σ* is the granule size; *N*_structures_ is the number of structures in the ensemble. For the G1 and G2 density plots *σ* was set to the radius of granules (i.e*.* 15 or 45 nm, respectively).

The nuclear space was represented as a 2D grid consisting of: G1 (266 × 266) pixels; and G2 (342 × 342) pixels, with a grid size equal to }{}$\Delta _z = \Delta _r = 10\;{\rm nm}$. 2D maps were calculated for elements of interest extracted from ensemble of structures generated under each set of conditions.

To exclude the effect of general genome compaction due to the model restraints, the density of elements of interest was normalized by total chromosome density:

}{}\begin{equation*} {\rm Relative}\;{\rm {\rm Density}}({\rm Element}) = \frac{{{\rm Density}({\rm Element})}}{{{\rm Density}({\rm total}) + Dempf}} \end{equation*}

Here ‘Density(total)’ is the density of the whole genome granule set and *Dempf* is a small adjustment, which negates a discrete noise in the zones of low absolute density—nuclear periphery. The value of *Dempf* was chosen as the density of one granule at the nuclear periphery *r* = *R*_nucleus_. In the density maps obtained in our study the majority of the nuclear area has an absolute density 5× higher than *Dempf*, so the influence of *Dempf* on the relative density can be neglected for most pixels.

## RESULTS

### The genome organization of *S. pombe* changes throughout the cell cycle

To determine how genome organization changes through the cell cycle, we used three cell division cycle (*cdc*) mutants: *cdc10–129*, *cdc25–22* and *nuc2–663* that block *S. pombe* cells in the G1, G2 and Mitotic anaphase stages of the cell cycle, respectively. We chose to use these temperature sensitive mutants for synchronization because: (i) we could obtain mutants in the same genetic background; (ii) the temperature shift was identical for all strains; (iii) these mutations are well characterized (17,26,36); (iv) a single method can be used to isolate cells in the three phases; and (v) we could obtain high levels of synchronization.

Cultures of *S. pombe* strains MY291 (*h- lue1 cdc10–129*), MY284 (*h- lue1 cdc25–220*) and MY286 (*h- lue1 nuc2–663*) were synchronized in G1, G2 and M phase by shifting to a restrictive temperature (‘Materials and Methods’ section). The levels of synchronization were >95%, >95% and >80% for the G1, G2 and M phase cultures, respectively (see Supplementary Figure S1 for representative images of the synchronized cells). The isogenic strains used in this study responded similarly to the identical, instantaneous temperature shift, but it remains possible that some of the observed differences in the captured interactions were indirect consequences of the mutations used to arrest the cell cycle. While we cannot exclude this possibility, we interpret the conservation of a core interaction set common to all three strains (see below) as evidence that allele-specific effects were rare.

Chromosomal interactions were captured by GCC (9). 

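GCC digests cross-linked chromatin with the restriction enzyme AseI, ligates the fragments that are held together, and sequences the joined DNA from both ends. The libraries came from 6 cultures, 2 biological replicates for each of the 3 phases, held at 36°C for 4 h to arrest a temperature-sensitive cdc10 strain in G1 phase, a cdc25 strain in G2 phase and a nuc2 strain in M phase. The authors positioned the read ends on the genome with Topography, without mismatches, and deposited the number of read pairs that join each pair of AseI fragments, without normalization and without the significance cut-off. These numbers are called counts here. For each phase 1 table was analysed, in which both biological replicates are pooled, so the spread between replicates could not be computed. A difference between phases is therefore a difference between 3 pooled tables, each from another strain, and the intervals given (95%, Wilson) cover counting error only, since sequenced copies of a molecule are not told apart. Every pair is listed in both directions with equal counts and was used 1 time. The tables hold 2089241 counts in 88181 pairs for G1 phase, 2242839 counts in 75958 pairs for G2 phase and 2146119 counts in 64095 pairs for M phase. Of these, 23459, 38664 and 16251 counts joined adjacent nuclear fragments and were left out, and the counts between non-adjacent nuclear fragments, in 84482, 71656 and 59578 pairs, form the network used here. A pair with at least 3 counts in a phase was called significant, after the cut-off of the paper. Pairs with 1 count made up 60646, 49866 and 45009 of the pairs of G1, G2 and M phase. Coordinates are 1-based and follow the tables, whose chromosomes end at base 5572983 (chromosome I), 4509021 (chromosome II) and 2452883 (chromosome III). The reference genome is 5579133, 4539804 and 2452883 bp long on these chromosomes, so no coordinate was converted. The sequence of each fragment was read from the reference genome after matching by AseI ends. The annotation of each fragment is the one deposited with the counts.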

The chromosomal interactions that were captured for the independent biological replicates for each of the G1, G2 and M phases of the cell cycle were highly correlated (Supplementary Figure S5A–C). 

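The tables analysed here include read ends placed on repeated sequence and do not mark the pairs in which both fragments were uniquely positioned, so this filter was not applied to the values given with the results that follow. Each fragment was instead searched for repeated sequence. Of the 9461 nuclear fragments matched to the reference genome, 8721 (92.2%) contain no 50 bp stretch that occurs elsewhere, and these are called repeat-free. Pairs of 2 repeat-free fragments held 2580 counts in G1 phase (0.125% of the network), 8132 in G2 phase (0.370%) and 2917 in M phase (0.138%). Pairs of fragments that both contain repeated sequence held 94.2%, 95.2% and 96.4% of the counts of G1, G2 and M phase. The tables thus hold mainly pairs with repeated sequence. The paper reports 767 inter- and 4986 intrachromosomal interactions of uniquely positioned fragments over the 3 phases. Here, pairs of 2 repeat-free fragments gave 115, 770 and 86 significant interactions in G1, G2 and M phase. These numbers argue against the tables being a network of all positioned pairs. A further table for each phase was not used here. A pair is said to share repeated sequence when the fragment at 1 end, or a neighbour of it, shares a 50 bp stretch with the fragment at the other end. Such pairs held 93.5% of the counts in G1 phase, 94.6% in G2 phase and 95.9% in M phase. The 10 pairs with the most counts held 31.7%, 28.8% and 32.2% of the counts, and pairs with an rDNA fragment held 41.5%, 37.0% and 39.9%. 3 nuclear fragments without a match in the reference genome, with 0.799%, 0.837% and 0.919% of the counts, were left out wherever repeated sequence was considered.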

All subsequent analyses were performed on captured interactions in which both of the interacting fragments map to a unique position (hereafter termed ‘uniquely positioned’) within the *S. pombe* reference genome (ASM294v2), unless otherwise stated.

Consistent with other studies (8,9,12), the majority (∼80% in G1 and ∼90% in G2 and M phases) of the captured interactions were intrachromosomal (Figure 1A). This supports the existence of chromosome territories in *S. pombe* throughout the cell cycle (8,37). Moreover, the captured interactions were highly similar between the G1 and G2 phases (Supplementary Figure S5D). By contrast, there was poor correlation between the interactions in the G2 and M or M and G1 phases (Supplementary Figure S5E and SF, respectively). This agrees with previous observations of a loss of correlation for intrachromosomal interactions between the G1 and M phases in HelaS3 cells (12).

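Over all pairs in the tables, in which nearly all counts involve a fragment with repeated sequence, 15106 significant non-adjacent interactions were found in G1 phase, 13831 in G2 phase and 9669 in M phase. Of these, 4612 (30.5%, interval 29.8 to 31.3%) were intrachromosomal in G1 phase, 4549 (32.9%, 32.1 to 33.7%) in G2 phase and 3616 (37.4%, 36.4 to 38.4%) in M phase. The intrachromosomal share in G1 phase minus that in G2 phase was -2.36 percentage points (p = 1.7e-05, two-sided Fisher's exact test on numbers of interactions), and the difference between G2 and M phase was -4.51 percentage points (p = 1.01e-12, same test). Between G1 and M phase the difference was -6.87 percentage points (p = 6.98e-29, same exact test). The share depended most on whether interactions or reads were counted. Weighted by reads, 69.3% of the counts of significant interactions were intrachromosomal in G1 phase, 68.0% in G2 phase and 68.7% in M phase, and G1 phase then had the largest share. Among significant interactions that share repeated sequence the intrachromosomal share was 42.7%, 44.0% and 42.5% in G1, G2 and M phase, and among those that do not it was 20.7%, 23.0% and 26.2%. For 2 repeat-free fragments it was 37.4% of 115 interactions in G1 phase, 34.9% of 770 in G2 phase and 30.2% of 86 in M phase, differences that were not detectable at this depth (p = 0.603, 0.405 and 0.298 for G1 with G2, G2 with M and G1 with M phase, Fisher's exact test). Of all counts between 2 repeat-free fragments, 36.05%, 38.11% and 37.33% were intrachromosomal in G1, G2 and M phase. Chromosomes I, II and III have 45.33%, 37.25% and 17.42% of the repeat-free fragments, so random joining alone would give a large intrachromosomal share. The repeat-free shares were not tested against random joining. The paper takes an intrachromosomal majority in its uniquely positioned set as support for chromosome territories throughout the cell cycle.

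**Figure D1:**
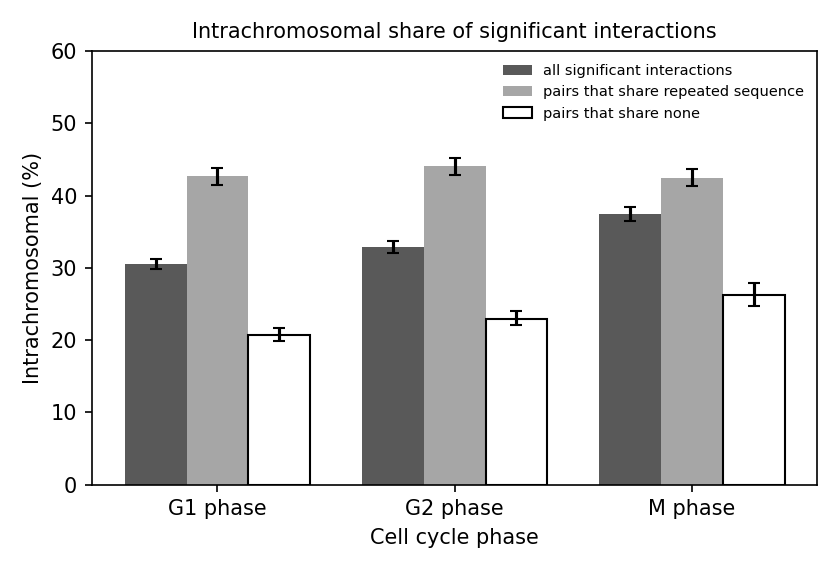
Intrachromosomal share (y axis, percent of significant non-adjacent interactions) in G1, G2 and M phase (x axis), with bars for all significant interactions, for those that share repeated sequence and for those that do not, and error bars for 95% Wilson intervals. The share of all significant interactions rises from 30.5% in G1 phase to 37.4% in M phase.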

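Over the 18840 pairs significant in G1 phase or G2 phase, repeats included, the squared Pearson correlation of the counts of the 2 phases was 0.993. It is a correlation across pairs of fragments, which are not independent replicates, and no p-value is given. The value rests on the pairs with the most counts. It was 0.938 without the 10 pairs with the most reads in either phase, 0.735 on the scale of log2(reads + 1), and 0.39 as a squared Spearman correlation, which moved it most among the alternatives set before the data were examined. Over the 11677 of these pairs that do not share repeated sequence it was 0.382.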

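Computed in the same way, the squared correlation was 0.993 between G2 and M phase, over 15634 pairs, and 0.999 between G1 and M phase, over 16439 pairs. On the scale of log2(reads + 1) it was 0.709 and 0.784 for these comparisons, and as a squared Spearman correlation 0.419 and 0.501. When pairs that share repeated sequence were left out it was 0.234 between G2 and M phase (8375 pairs) and 0.379 between G1 and M phase (9187 pairs). For 2 repeat-free fragments, G1 and G2 phase had a squared correlation of 0.425 over 806 pairs, G2 and M phase 0.209 over 821 pairs, and G1 and M phase 0.377 over 179 pairs.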

**Figure 1.**
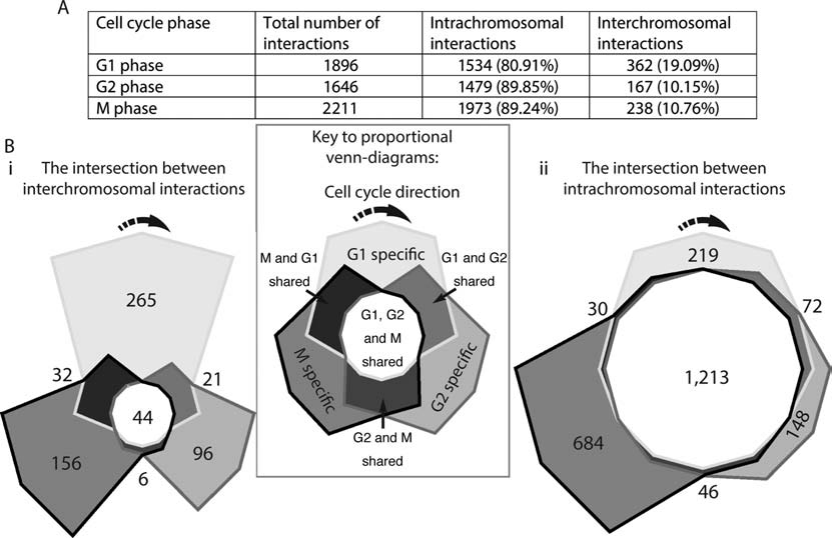
Genome interactions change throughout the *Schizosaccharomyces pombe* cell cycle. (**A**) Significant captured interactions between non-adjacent uniquely positioned restriction fragments were tabulated according to whether they were inter- or intrachromosomal (‘Materials and Methods’ section). Most interactions were intrachromosomal, especially following replication and entry into the G2 and M phases. Intersections between the (**Bi**) inter- and (**Bii**) intrachromosomal interactions captured in the three cell cycle phases were calculated and plotted as proportional Venn-diagrams in which the area reflects the number of interactions. (**Bi**) The majority of captured interchromosomal interactions were specific to one cell cycle phase. (**Bii**) By contrast, the majority of captured intrachromosomal interactions were shared among the three cell cycle phases.

The intersections between the captured inter- and intrachromosomal interactions from the three cell cycle phases were calculated and plotted as Venn-diagrams in which the area of each segment is proportional to the number of interactions (Figure 1B(i) and (ii), respectively). 

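With repeats included, the numbers of significant interchromosomal interactions were 10494 in G1 phase, 9282 in G2 phase and 6053 in M phase, 25829 when the phases are added. The intrachromosomal interactions of the 3 phases added to 12777. Counting each pair of fragments 1 time, there were 13859 different interchromosomal and 5882 different intrachromosomal interactions. A cut-off of at least 5 reads left 14898 inter- and 9309 intrachromosomal interactions over the phases, and a cut-off of at least 2 reads gave 42184 and 18011.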

There were a total of 767 inter- and 4986 intrachromosomal interactions captured in the three stages of the cell cycle (Figure 1A). Therefore, the inter- and intrachromosomal interaction Venn-diagrams have been drawn on different scales and polygons have been used to enable the visualization of small areas which occur at the intersections of the interaction profiles.

The Venn-diagrams for the inter- and intrachromosomal interactions have dramatically different shapes. This difference in shape is predominantly due to the relative contributions of the interactions that were shared by all three cell cycle phases (compare the central segments of Figure 1B(i) and (ii)). 

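Over all pairs in the tables, 2963 of the 5882 intrachromosomal interactions (50.4%, interval 49.1 to 51.6%) were significant in all 3 phases. Of the 13859 interchromosomal interactions, 4471 (32.3%, interval 31.5 to 33.0%) were. Among the alternatives set before the data were examined, the requirement set on the other phases moved these shares most. When an interaction past the cut-off in any phase needed only 1 read in the others, 76.7% of intrachromosomal and 67.5% of interchromosomal interactions were shared by all phases. Without pairs that share repeated sequence the shares were 15.2% and 12.3%, and for 2 repeat-free fragments 2.4% of 292 intrachromosomal and 2.31% of 563 interchromosomal interactions.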

Interactions between chromosomes were predominantly cell cycle specific, with the largest number forming in G1 phase (Figure 1B(i)). 

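Among the interchromosomal interactions, 3281 (23.7%) were significant only in G1 phase, 2462 (17.8%) only in G2 phase and 617 (4.45%) only in M phase. A further 2063 were shared by G1 and G2 phase but not M phase, and 679 by G1 and M phase but not G2 phase. With G2 and M phase drawn down to the 2056860 reads of G1 phase, the numbers specific to a phase were 3482, 2229 and 601. For 2 repeat-free fragments they were 23 in G1 phase, 446 in G2 phase and 37 in M phase, so that G2 phase then had the most. G2 phase also holds the most repeat-free counts (8132, against 2580 in G1 phase and 2917 in M phase).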

M phase chromosomes had the largest number of phase-specific intrachromosomal interactions, with a clear increase in the number of interactions with loop lengths of ≤5 kb (Supplementary Figure S6). 

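With repeats included, 14.0% of the intrachromosomal interactions were significant only in G1 phase, 14.3% only in G2 phase and 4.83% only in M phase. For 2 repeat-free fragments, with 292 interactions, the shares were 3.77% (11 interactions), 78.8% (230) and 4.11% (12), so that G2 phase then had the most and M phase no longer the fewest. G2 phase also holds the most repeat-free counts. Loops of 200 bp to 5 kb made up 177 of 4612 significant intrachromosomal interactions in G1 phase (3.84%, interval 3.32 to 4.43%), 182 of 4549 in G2 phase (4%, 3.47 to 4.61%) and 179 of 3616 in M phase (4.95%, 4.29 to 5.71%). The share was higher in M phase than in G1 phase (p = 0.0162, two-sided Fisher's exact test) and in G2 phase (p = 0.0395), while the numbers of such loops differed little. Neither difference passed the exact test at a cut-off of at least 5 reads (p = 0.328 and 0.492). Loops of 200 bp to 10 kb made up 6.44%, 6.59% and 8.1% of the intrachromosomal interactions of G1, G2 and M phase, the alternative that moved the shares most among those that keep the repeats. Without pairs that share repeated sequence, loops of 200 bp to 5 kb numbered 24, 25 and 26, which is 1.39%, 1.49% and 3.33% of the intrachromosomal interactions left in each phase. The M phase share was then higher than that of G1 phase (p = 0.00292, Fisher's exact test) and of G2 phase (p = 0.00561).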

We interpret the increased proportion of intrachromosomal:interchromosomal interactions in the G2 and M phase-specific interactions as reflecting contacts between replicated chromatids in G2 on the one hand, and further compaction of the mitotic anaphase chromosomes on the other. Comparisons of the distributions of captured interactions with randomly generated interaction sets, prepared using both reducing and non-reducing sampling (‘Materials and Methods’ section), confirmed that the differences in the intersections that we observed are not due to network under sampling (Supplementary Figure S2 and Table S6).

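To ask whether samples of a common network would give as many phase-specific interactions, the reads of the 3 phases were pooled and dealt out again at the depth of each phase, 1000 times, and the interactions past the cut-off in a single phase were counted. In G1 phase 4107 interactions were phase specific against a mean of 2131 in the random networks (range 1991 to 2257), a ratio of 1.93. In G2 phase 3302 were phase specific against a mean of 2522 (2354 to 2665), a ratio of 1.31. In M phase there were fewer than in the random networks, 901 against a mean of 2302 (2189 to 2429), a ratio of 0.392. Each number lay outside all random networks (two-sided permutation p = 0.002, the smallest that 1000 networks can give). Pairs that do not share repeated sequence held 116514, 100081 and 66434 counts, a difference between phases that these networks do not keep. Dealt out at their own depth, such pairs gave ratios of 1.103 in G1 phase (3868 interactions), 1.295 in G2 phase (3056) and 0.683 in M phase (566), with p = 0.002 each (permutation). For 2 repeat-free fragments the ratio was 1.16 in G2 phase (676 interactions, p = 0.002, permutation), while G1 phase (34 interactions, ratio 1.12, p = 0.528) and M phase (49 interactions, ratio 1.17, p = 0.234) did not differ from the random networks.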

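Each chromosome was divided into windows of 500 kb, and the significant interactions with both fragments inside a window were counted, repeats included. Chromosome III from 1 to 500000 ranked first in every phase, with 353 interactions in G1 phase, 326 in G2 phase and 234 in M phase. The last window of chromosome III, from 2000001 to 2452883, had 208, 185 and 160, and the window from 1000001 to 1500000, which holds the centromere, had 177, 188 and 170. Without pairs that share repeated sequence, the first window had 215, 185 and 109 significant interactions and the last 95, 67 and 52, which ranked first and second among all windows in each phase. Both windows hold rDNA, whose contacts with repeat-free fragments stay in this setting. Over all chromosomes these contacts numbered 66919, 51401 and 29958 counts in G1, G2 and M phase. How far they account for the ranking was not tested.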

Two-dimensional heat maps of interactions captured between unique and repetitive sequences on each chromosome (Supplementary Figure S7) revealed preliminary evidence for TADs along each chromosome, similar to those observed in metazoans (14,15). 

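On chromosome II the window with the most significant interactions was 1 to 500000 in G1 phase (135) and in G2 phase (143), and 1500001 to 2000000, which holds the centromere, in M phase (125). Pairs that share repeated sequence held 97.1% of the counts within the first of these windows in G1 phase and 94.7% in G2 phase, and 99.3% of those within the second in M phase. Without these pairs the window from 1 to 500000 had the most significant interactions of chromosome II in every phase, 39 in G1 phase, 45 in G2 phase and 33 in M phase, against 14 in the centromere window in M phase.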

One domain was found on chromosome II while at least two such domains were located towards the ends of chromosome III. These domains contained interactions within and between unique and repetitive elements, which are highly enriched on chromosome III. 

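On chromosome III, 246 of 1765 fragments contain a repeated 50 bp stretch and 86.1% are repeat-free, against 93.9% on chromosome I and 93.2% on chromosome II. Inside chromosome III from 1 to 500000, where 72 of 365 fragments contain repeated sequence, pairs that share repeated sequence held 99.1%, 99.3% and 99.3% of the counts of G1, G2 and M phase. For chromosome III from 2000001 to 2452883, with 58 such fragments among 345, the shares were 96.9%, 97.4% and 97.3%.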

Interestingly, the TAD-like domains on chromosome III were adjacent to the rDNA repeats on the left and right arms of chromosome III. 

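The intrachromosomal interactions over 50 kb with the most counts join the rDNA at the left and right ends of chromosome III. The fragment from 12510 to 20895 and the fragment from 2443227 to 2451634, both annotated as rRNA, were joined by 179520 counts in G1 phase (8.73% of the network), 165288 in G2 phase (7.52%) and 185994 in M phase (8.77%). The rRNA fragment from 1640 to 10025 was joined to the same right-end fragment by 178728, 165298 and 185914 counts, and the fragments from 20896 to 22149 and from 2441973 to 2443226 by 22289, 22243 and 24310 counts. All share repeated sequence, and a read end in such sequence is not tied to a particular rDNA copy.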

Being located next to the largest repeat arrays in the *S. pombe* genome may help explain the observation that these chromosome III TAD-like domains did not disappear during M phase unlike human TADs (12).

### Long terminal repeats contribute to cell cycle-specific genome organization and gene expression

In contrast to intrachromosomal interactions, interchromosomal interactions reflect clustering of elements from different chromosomes. For example, the colocalization of telomeres and centromeres is well known from microscopic studies in *S. pombe* (38). 

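Counts between the terminal 50 kb of the chromosomes were summed over significant interactions, repeats included. The left end of chromosome I and the left end of chromosome II were joined by 73583 counts in G1 phase (3.58% of the network), 75373 in G2 phase (3.43%) and 78023 in M phase (3.68%), more than any of 1000 random pairs of 50 kb windows on different chromosomes, which are not matched for repeated sequence. The ends of chromosome I were joined to each other by 64180, 64821 and 60935 counts, and those of chromosome II by 32923, 35279 and 31428 counts. The ends of chromosome III, which carry the rDNA, had between 3 and 259 counts with any end of chromosome I or II in any phase. Over the 12 pairs of ends of different chromosomes, the median percentile among random windows was 98.9 in G1 phase, 98.7 in G2 phase and 96.3 in M phase, and with the terminal 100 kb it was 90.4 in M phase. In M phase 7 of the 12 pairs were at or above the 95th percentile. The interchromosomal interaction with the most counts in every phase joined fragments inside these ends, chromosome I from 43368 to 47592 and chromosome II from 23580 to 27804, with 14532, 14873 and 15937 counts. Both are annotated with coding sequence and lie in sequence duplicated between the chromosomes. Pairs that share repeated sequence held 98.6%, 98.9% and 99.2% of all counts between ends of different chromosomes in G1, G2 and M phase.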

Consistent with this, we detected inter- and intrachromosomal colocalization between the two sub-telomeric domains on Chromosomes I and II (Supplementary Figure S7). 

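Interactions spanning over 95% of a chromosome were counted among the significant intrachromosomal interactions, repeats included. Positions drawn evenly along a chromosome would give 0.25%. Fragments with repeated sequence are not spread evenly: they are 23 of 73 on chromosome I from 5500001 to 5572983, against 257 of 4210 on all of chromosome I. A read end placed on another copy at the opposite end would also give such an interaction. The 0.25% is therefore not a baseline for these tables, and a higher share does not show contact between the ends. On chromosome I they were 5.65% of 1132 interactions in G1 phase, 5.06% of 1264 in G2 phase and 5.65% of 1133 in M phase, and they held 28.2%, 26.5% and 25.9% of the intrachromosomal counts. On chromosome II the shares of interactions were 6.71%, 6.13% and 6.77%, and on chromosome III 6.41%, 6.55% and 9.24%. Chromosome III had 53.0%, 48.3% and 53.2% of its intrachromosomal counts in such interactions. Without pairs that share repeated sequence the shares of interactions were 13.0%, 4% and 14% on chromosome I (9, 8 and 7 interactions), 5.88%, 2.72% and 5.88% on chromosome II (5, 5 and 4) and 5.03%, 5.28% and 10.2% on chromosome III (79, 68 and 68).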

Analysis of the distances between intrachromosomal interactions revealed that these ‘full length’ interactions were enriched, indicating that all chromosomes effectively circularize into a Rabl conformation (Supplementary Figure S8). 

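Centromere positions were taken as the middle of the annotated centromeric repeats, 3768497 on chromosome I, 1623971 on chromosome II and 1105354 on chromosome III. Between 50 kb windows centred there, significant interactions of chromosomes I and II held 51634 counts in G1 phase, 65236 in G2 phase and 65316 in M phase. Those of chromosomes I and III held 49994, 73284 and 55762 counts, and those of chromosomes II and III 68857, 100026 and 85905 counts. The 95th percentile of 1000 random pairs of windows was 29, 24.1 and 27.1 counts, and every pair of centromeres lay above all of them. Together these were 409, 433 and 389 interactions with 8.29%, 10.9% and 9.77% of the counts of the network. Pairs that share repeated sequence held 99.6%, 99.4% and 99.7% of all counts between centromere windows. Without them, 62, 70 and 56 significant interactions with 623, 1302 and 404 counts were left. A fragment of the dg repeats on chromosome I, from 3756526 to 3762363, was joined to the fragment of chromosome II from 1613296 to 1617406 by 9422, 10952 and 12546 counts.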

Centromeres also colocalize throughout the cell cycle (Supplementary Figure S7), consistent with previous observations that fission yeast chromosomes assume a Rabl conformation (8,22,39).

LTRs are the predominant family of repetitive elements found within the *S. pombe* genome, and are highly enriched on chromosome III. They are bound by the CENP-B protein Abp1 and colocalize into *Tf* bodies (40,41). However, it is unknown if the spatial environment in which LTR elements reside changes throughout the cell cycle. 

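Of the nuclear fragments matched to the reference genome, 267 are annotated with an LTR. Chromosome III has 91 of them, 5.16% of its fragments and 37.1 per Mb. Chromosome I has 104 (2.47% of its fragments, 18.7 per Mb) and chromosome II 72 (2.07%, 16.0 per Mb).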

Analyses of uniquely positioned interactions that overlapped LTR boundaries identified LTR colocalization within our dataset consistent with previous observations in *S. pombe* (8,40–42). 

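LTR colocalization was measured here between the 267 fragments annotated with an LTR, over all pairs in the tables, repeats included. There were 3521 significant LTR to LTR interactions in G1 phase, 3137 in G2 phase and 3583 in M phase. Of these, 64.8% (interval 63.2 to 66.4%) were interchromosomal in G1 phase, 64.0% (62.4 to 65.7%) in G2 phase and 64.5% (62.9 to 66.0%) in M phase. Among all other significant interactions the interchromosomal share was 70.9% in G1 phase (p = 1.45e-11, two-sided Fisher's exact test), 68.0% in G2 phase (p = 3.65e-05) and 61.5% in M phase (p = 0.00355). The LTR share was thus the lower of the pair in G1 and G2 phase and the higher in M phase. At a cut-off of at least 5 reads it was 64.5% against 63.8% in G1 phase (p = 0.546) and 62.7% against 60.5% in G2 phase (p = 0.0524, Fisher's exact test), so the direction in G1 and G2 phase depended on the cut-off. By reads, the alternative set before the data were examined that moved the share most, 53.9%, 52.7% and 54.5% of LTR to LTR counts were interchromosomal against 26.4%, 28.4% and 26.6% of the other counts, so the LTR share was then the higher in every phase. Pairs that share repeated sequence were 98.6%, 99.1% and 99.1% of the LTR to LTR interactions. Without them 50, 27 and 32 were left in G1, G2 and M phase, and the interchromosomal share of these was below that of the others in each phase: 52% against 79.5% in G1 phase (p = 2.32e-05, Fisher's exact test), 51.9% against 77.1% in G2 phase (p = 0.00441) and 50% against 74.0% in M phase (p = 0.00396).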

Colocalization between LTRs occurred predominantly between LTRs located on separate chromosomes (Figure 2A). Moreover, G1:97%, G2:100% and M:94.1% of the observed intrachromosomal LTR colocalization involved interactions that were between two LTRs >50 kb apart. This is consistent with ‘regulated’ LTR colocalization rather than accidental associations due to general chromosome compaction.

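With repeats included, 1153 of 1238 significant intrachromosomal LTR to LTR interactions in G1 phase spanned over 50 kb (93.1%). In G2 phase 1043 of 1128 did (92.5%), and in M phase 1184 of 1273 (93.0%). Among all significant intrachromosomal interactions of the same phases, 84.7%, 83.5% and 80.8% spanned over 50 kb. The order was reversed in each phase, on few LTR to LTR interactions, when pairs that share repeated sequence were left out: 20 of 24 (83.3%) in G1 phase, 9 of 13 (69.2%) in G2 phase and 11 of 16 (68.8%) in M phase spanned over 50 kb, against 92.0%, 90.1% and 83.0% of all.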

**Figure 2.**
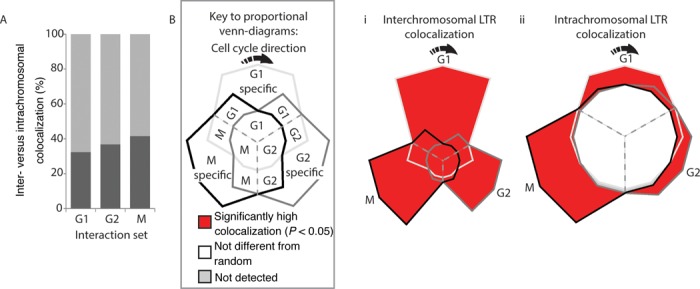
LTR colocalization predominantly occurs between chromosomes and varies thoughout the cell cycle. (**A**) The colocalization between LTRs captured in the interactions for each cell cycle phase was determined and the proportion of inter- (light gray) compared to intrachromosomal (dark gray) LTR colocalization was calculated. The majority of LTR colocalization occurs between chromosomes rather than within chromosomes. (**Bi**) The frequency with which LTR elements from different chromosomes colocalize in the different interchromosomal subsets (Figure 1Bi) was compared to randomly selected genomic regions (see ‘Materials and Methods’ section). LTRs from different chromosomes colocalize at a significantly high frequency in all three phases of the cell cycle. (**Bii**) Intrachromosomal LTR colocalization also occurred at a significantly high frequency in G1, G2 and M phases, but was not different from random among interactions that were shared by all three cell cycle phases (center) and was not detected in the G2–M phase shared interactions. Individual *P*-values are presented in Supplementary Table S7. The expected false detection rate (FDR) for B(i) and (ii) is 7%.

We determined the frequency with which LTR elements colocalized with each other in the interaction subsets and superimposed this onto the interaction Venn-diagrams from Figure 1. 

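The counts between LTR fragments were summed in each subset of interactions (specific to a phase, shared by a pair of phases, or shared by all) at the frequency of each member phase. Each sum was compared with 1000 random sets of 267 fragments that conserve the number per chromosome (CR) and 1000 drawn over the genome (R). All 12 interchromosomal sums lay above both kinds of random set (one-sided permutation p = 0.001 each, the smallest that 1000 sets can give). Among interactions specific to M phase, LTR fragments were joined by 792 counts, 326 times the mean of the CR sets. The sums for interactions specific to G1 phase (522 counts) and G2 phase (161 counts) were 33.7 and 15.2 times that mean. For interactions shared by all phases the sums were 164672 counts in G1 phase, 167347 in G2 phase and 189375 in M phase, 322, 283 and 335 times the mean. These random sets are not matched to the LTR fragments for repeated sequence, which 173 of the 267 contain while 92.2% of all fragments are repeat-free, and a set of mostly repeat-free fragments holds few counts in these tables. Against random sets with as many fragments that contain repeated sequence, 10 of the 12 sums were above both kinds, and the sum specific to M phase was 14.3 times the mean of the CR sets, that specific to G1 phase 4.14 times and that specific to G2 phase 2.1 times (p = 0.037 with CR and 0.0619 with R sets, permutation). These sets do not match the number of copies of a repeat. Among pairs that do not share repeated sequence, 4 of the 12 sums were above both random sets.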

Significantly high levels of LTR colocalization were detected for all interchromosomal interaction subsets (Figure 2B(i)). Similarly, significantly high levels of LTR colocalization were observed within the captured intrachromosomal interactions except for the G2-M and G1-G2-M shared interaction sets (Figure 2B(ii)). 

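In the analysis with repeats included, all 12 intrachromosomal sums lay above both kinds of random set. The LTR counts of the interactions shared by G2 and M phase were 193 at the G2 phase frequency and 210 at the M phase frequency, 124 and 152 times the mean of the CR sets (one-sided permutation p = 0.001, the smallest possible). For the interactions shared by all phases the LTR counts were 141680 in G1 phase, 150502 in G2 phase and 158865 in M phase. These were 47.6, 49.5 and 51.1 times the mean of the CR sets (p = 0.009 each, one-sided permutation test) and above the R sets (p = 0.005 each). Of the 24 tests over both kinds of interaction, 24 passed with each interaction counted 1 time and with a cut-off of at least 5 reads, and 9 passed without pairs that share repeated sequence, 5 of them intrachromosomal. In that last setting the intrachromosomal sums of the set shared by G2 and M phase were 5 and 3 counts and not above the CR sets (p = 0.0869 and 0.131, permutation). Against random sets matched for the number of fragments with repeated sequence 16 tests passed, 6 of them intrachromosomal. The set shared by G2 and M phase was then 5.77 and 8.37 times the mean of the CR sets (p = 0.001 each, permutation), and the set shared by all phases was not above them (p = 0.17, 0.17 and 0.169).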

The finding that LTR colocalization was enriched within the specific interaction sets is consistent with different subsets of LTR–LTR interactions forming throughout the cell cycle.

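The fragments lie on chromosome II from 2163365 to 2164372 (1008 bp) and from 2423880 to 2432128 (8249 bp). The annotation places an LTR of the Tf2 type and the coding sequence of a WD repeat protein in the shorter fragment. The longer fragment holds an LTR of the same type and several genes, among them coding sequences of a RING finger protein, a bromodomain protein and an aminotransferase. Of the 50 bp stretches of these fragments, 21.1% and 3.72% occur elsewhere in the genome, and the fragments share repeated sequence with 87 and 95 fragments. Reads from the LTRs themselves can therefore belong to other copies.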

A strong intrachromosomal interaction was detected between two restriction fragments on chromosome II (259 508 bp apart) that contain LTR elements (Supplementary Figure S8 and Table S8). This interaction occurred at a very high frequency in G1 phase, disappeared in G2 phase and then returned with the highest frequency in M phase (Supplementary Figure S8). 

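The pair was joined by 69 counts in G1 phase, 17 in G2 phase and 72 in M phase. As a percent of the counts of the network, repeats included, this was 0.00336% in G1 phase (interval 0.00265 to 0.00425%), 0.000774% in G2 phase (0.000483 to 0.00124%) and 0.0034% in M phase (0.0027 to 0.00428%). The G2 phase share was lower than that of G1 phase (p = 1.61e-09, two-sided Fisher's exact test on counts) and that of M phase (p = 7.99e-10), while G1 and M phase did not differ (p = 1). With the counts of significant non-adjacent interactions as the total, the percentages were 0.00349, 0.000798 and 0.00349. The pair stayed above the cut-off of 3 reads in G2 phase. Among the partners of the shorter fragment it ranked 3 in G1 phase, 27 in G2 phase and 4 in M phase, and among those of the longer fragment 10, 34 and 16. The total counts of the shorter fragment were 2057, 1335 and 2500, and those of the longer fragment 2422, 1785 and 3509. Among 444 pairs of LTR fragments with similar counts, the median share of counts in G2 phase was 24.2%, against 10.8% for this pair, and 6 pairs (1.35%) had a share as low.

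**Figure D2:**
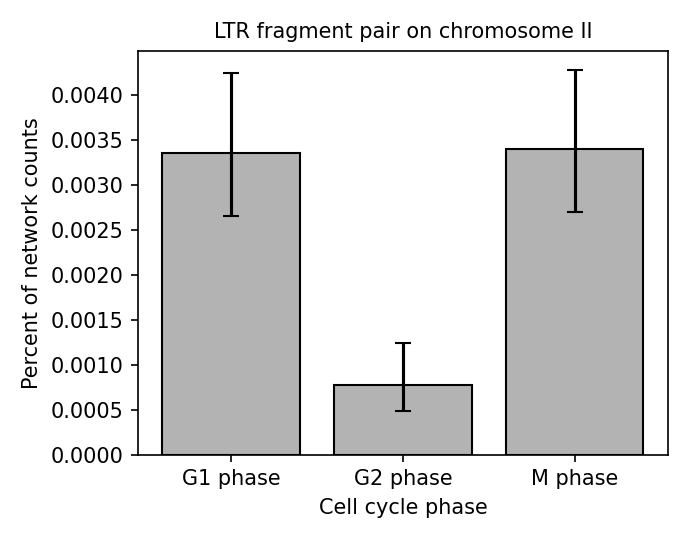
Counts between the 2 chromosome II fragments as a percent of the counts of the network (y axis) in G1, G2 and M phase (x axis), with error bars for 95% Wilson intervals. The G2 phase bar, 17 counts, lies below the bars for G1 phase, 69 counts, and M phase, 72 counts.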

Analyses of transcripts present at each cell cycle phase (‘Materials and Methods’ section) revealed that the disappearance of the LTR interaction in G2 phase correlated with the transcriptional upregulation of an ubiquitin-protein ligase gene (SPBC21D10.09c) that overlapped one of the interacting fragments (Supplementary Tables S8 and S9). This is consistent with earlier observations that the disruption of LTR colocalization results in the upregulation of nearby genes (40,41).

### LTR containing genomic regions have preferred positions within the *S. pombe* nuclear space

To further investigate the spatial organization of *S. pombe* chromosomes within the nucleus we developed coarse-grained polymer models of the genome (Supplementary Methods). Three different types of models were used for the G1 and G2 phases of the *S. pombe* genome: (i) confined; (ii) constrained; and (iii) interactions model (Supplementary Methods). The confined model is a control in which only the nuclear shape and volume, including exclusion of the chromosomes from the nucleolus, is imposed on the simulated chromosome polymers. In addition, the constrained and interactions models included biological restraints on the chromosomes. Specifically, in the constrained model the chromosomes are subject to tethering restraints (i.e*.* centromere and telomere positioning) but are randomly configured within the confinement volume. In the interactions model the chromosomes are subjected to the tethering restraints and randomly selected subsets of the experimentally defined inter- and intrachromosomal interactions (Supplementary Methods). Experimentally defined interactions were chosen randomly for incorporation into the interactions model because it is not technically possible to isolate the total set of interactions that co-exist within a single synchronized cell from the GCC datasets (33).

Since the GCC methodology and genome structures are probabilistic, we generated 500 individual structures for each type of model (see Figure 3A and B for representative structures). The relative density of the LTR elements throughout the *S. pombe* nucleus was calculated for the G1 and G2 phase interactions models and plotted as relative density maps (Figure 3C and D). These relative density maps show strong enrichment of LTRs within a region proximal to the nucleolus, consistent with preferred positioning of these elements within the nuclear space. There is also a low level of LTR enrichment around the centromeres in the G2 phase consistent with observations that LTRs are associated with centromeres (42).

**Figure 3.**
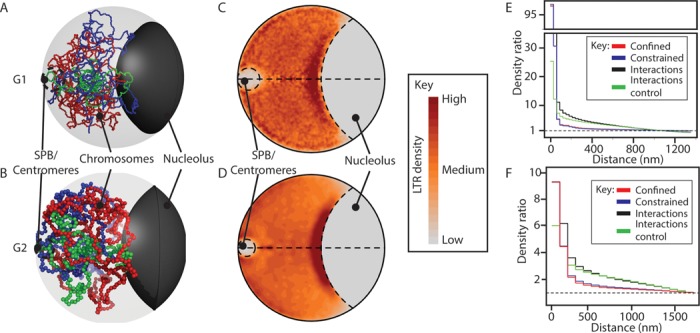
Polymer models indicate LTRs colocalize close to the nucleolus. (**A** and **B**) Cartoons illustrating *Schizosaccharomyces pombe* genome organization during the: (A) G1; and (B) G2 phases of the cell cycle. Ensembles of coarse-grained polymer models that incorporated biological constraints and captured interactions were generated (Supplementary Methods). Representative models are shown for each cell cycle phase. SPB refers to the spindle pole body. Chromosome I, red; Chromosome II, blue; Chromosome III, green. (**C** and **D**) Two-dimensional (2D) projections of LTR density across the ensembles of polymer models show enrichment of LTRs in a nucleolar proximal region during the: (C) G1; and (D) G2 phases of the cell cycle. (**E** and **F**) Analyses of the density distribution functions (DDFs) within the: (E) G1; and (F) G2 phases of the cell cycle. Comparisons of the DDFs determined from LTR interactions in ‘constrained’ (tethering restraints only, blue line) or ‘confined’ (spatial confinement only, red line) models indicate significant colocalization (*P* <0.001; two-tailed, unpaired *t*-test, see Supplementary Methods). This colocalization is not due to a general increase in polymer compaction as colocalization of the LTR elements in the model (‘interactions’, black line) is significantly different (*P* < 0.001) to that for an equivalent set of random loci (‘interactions control’, green line).

We used the density distribution function (DDF), which reports on the degree of spatial clustering without making any assumptions about the size, shape or numbers of clusters (33), to measure the relative contributions of the different physical and biological restraints to the LTR clustering we observed within our models. Uniformly arranged points have a DDF of 1, while clustering is identified by values >1. The DDFs for each of the 500 structures generated with a given type of model for the G1 or G2 cell cycle phase were calculated separately and then averaged for the entire ensemble (i.e*.* all 500 structures). The DDF plots for the interactions model ensembles confirm that LTR colocalization occurs within G1 and G2 phase nuclei (Figure 3E and F). The confined and constrained model DDFs were almost identical for the G1 phase models (Figure 3E) and overlapped to a large extent in the G2 models (Figure 3F). Therefore, the LTR clustering identified in the confined and constrained models is predominantly due to the linear order of the elements within the chromosomes (33). By contrast, the introduction of the captured interactions into the interactions model causes a significant shift in the DDF when compared to both the constrained and confined models. As such, the LTR colocalization that was observed in the interactions models was affected by the interactions and was not simply an effect of the linear ordering of the elements within the chromosomes. Furthermore, comparisons of the LTR colocalization with a randomly selected set of elements (the interactions control) demonstrated that the increased colocalization was not a result of general polymer compaction due to the introduction of the captured chromosomal interactions (compare interactions model and interactions control, Figure 3E and F).

### Genes with high transcript levels throughout the cell cycle are associated with a high proportion of interchromosomal colocalization

The formation of chromosomal contacts can be due to regulatory interactions associated with transcription (8). Therefore, we sequenced the RNA transcripts present within the same cells in which the chromosomal interactions were captured (‘Materials and Methods’ section). Genes that did not have detectable transcripts within the RNA-seq data were not included in this or subsequent analyses. We analyzed these RNA-seq data to identify the genes that had high (highest 5%), low (lowest 5%) and differential transcript levels throughout the cell cycle (Supplementary Tables S4 and S5, Supplementary File 6). Genes in the high transcript level gene set (top 5%) were largely conserved between the cell cycle phases (Supplementary Figure S9A). The genes that had the lowest (5%) associated transcript levels were largely specific to each phase of the cell cycle (Supplementary Figure S9B).

We determined the frequency with which the genes we identified colocalized in the interactions subsets. Over 70% of the colocalization of genes with high transcript levels was interchromosomal, (Figure 4A) while the intrachromosomal colocalization that occurred was predominantly between genes >50 kb apart (Figure 4A and Supplementary Table S10). Colocalization of the high transcript level genes occurred at significantly high levels in interchromosomal interactions that were shared with the G1 phase of the cell cycle (Figure 4B) and G1-specific intrachromosomal interactions (Figure 4C).

**Figure 4.**
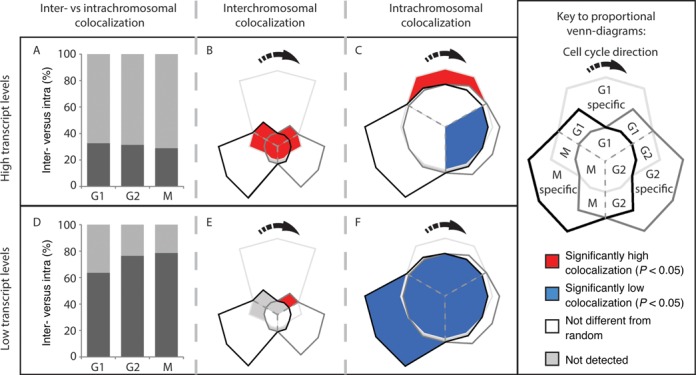
Genes with high transcript levels form cell cycle-specific interchromosomal clusters. (**A**) Inter- (light gray) and intrachromosomal (dark gray) colocalization between high transcript genes (Supplementary Table S4, Supplementary Files 4 and 6) within the captured interactions at each phase of the cell cycle was determined. Colocalization between high transcript level genes predominantly occurs between different chromosomes. (**B**) The frequency with which high transcript genes colocalize in the different interchromosomal subsets (Figure 1Bi) was compared to randomly selected genomic regions (see ‘Materials and Methods’ section). High transcript genes from different chromosomes colocalize at a significantly high frequency in the interactions shared by the M/G1, G1/G2 and G2/M transitions of the cell cycle. (**C**) Intrachromosomal high transcript gene colocalization also occurred at a significantly high frequency in the G1 phase. By contrast, highly expressed genes colocalized at a significantly low frequency not colocalized in the G1/G2 and G2/M transitions during the G2 phase in interactions that where captured at all cell cycle phases (central blue segment). The high transcript gene set is highly conserved between cell cycle phases (Supplementary Figure S9). (**D**) The proportion of intrachromosomal colocalization detected between low transcript level genes (Supplementary Table S4, Supplementary Files 4 and 6) was significantly higher than for high transcript genes (*P*-value = <0.05, R: prop.test) resulting in predominant intrachromosomal colocalization. Genes that had no detectable transcripts were excluded from this analysis. Colors as in (A). (**E**) Significant interchromosomal colocalization of low expressed genes was only observed in the G1 phase via interactions that were shared by G1 and G2. (**F**) Despite being responsible for >60% of the observed low transcript colocalization, intrachromosomal colocalization between low transcript genes occurred at or below levels expected at random. Individual *P*-values are presented in Supplementary Table S11. The expected FDR for (B, C, D and E) is 14%.

Genes within the low transcript level sets were significantly (G1, *P* < 0.05; G2, *P* < 0.01; M, *P* < 0.01) more likely to colocalize intrachromosomally than genes with high transcript levels (compare Figure 4A and D). Furthermore, in comparison to high transcript genes, there is a clear reduction in the intrachromosomal colocalization of low transcript genes separated by distances of >50 kb (Supplementary Table S10). The observed increase in the proportion of low transcript gene intrachromosomal colocalization, when compared to the high transcript genes, in the G2 and M phases of the cell cycle (Figure 4D) was not mirrored by increases in the colocalization frequency (Figure 4F). Significant interchromosomal colocalization of genes with low transcript levels only occurred in interactions that were shared by the G1 and G2 phases of the cell cycle (Figure 4E). The observed shift from a significantly high level of low transcript gene colocalization to a level not different from random within the G1 and G2 shared interchromosomal interactions (Figure 4E) is due to differences in the G1 and G2 low transcript level gene sets and changes in the interaction contact frequencies (Supplementary Figure S9B). There were several instances where interchromosomal colocalization was not detected for low transcript gene sets (Figure 4E). These results are consistent with the high and low transcript level genes existing in distinct spatial environments.

### Genes that are upregulated during the G1→G2 phase transition and downregulated during the G2→M phase transition colocalize in nuclear space

Alterations in gene transcription have been associated with changes in the 3D position of a gene(s) (43,44) and the formation or breakage of DNA contacts (8). As for the high and low transcript level genes (Figure 4), we determined the colocalization frequency between genes that showed a ≥2-fold change in transcript level during cell cycle transitions (Figure 5, Supplementary Table S5 and Supplementary File 5). There was no detectable colocalization for many of the differentially regulated gene sets (Figure 5). However, genes that were upregulated during the G1→G2 cell cycle transition had high levels of interchromosomal colocalization in interactions specific to the G1 phase and shared between the G1 and G2 cell cycle phases (Figure 5A). These genes were also highly colocalized in intrachromosomal interaction subsets shared between G1 and G2, and in the subset specific to G2 (Figure 5B). Comparisons of the proportions of inter- and intrachromosomal colocalization for the differentially expressed (Supplementary Figure S10), high and low transcript gene sets revealed a reduction in intrachromosomal colocalization of differentially expressed genes involving elements separated by >50 kb (Supplementary Table S10). This was especially noticeable for genes that were upregulated on entry into M phase or downregulated upon entry into the M or G1 phases (Supplementary Table S10). Thus the genes that are differentially regulated as they enter and exit the M phase are typically involved in short range intrachromosomal connections that are less likely to be affected by M phase chromosome condensation.

**Figure 5.**
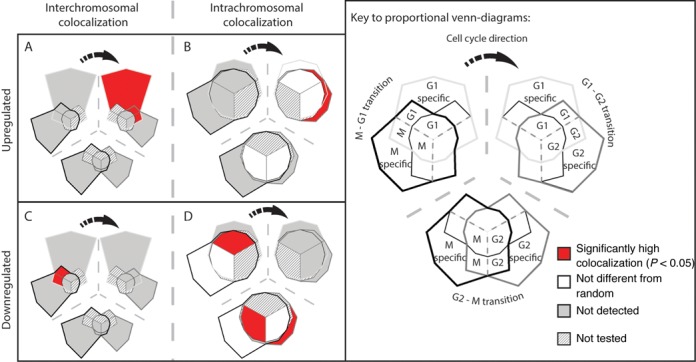
Differentially regulated genes colocalize in a cell cycle-specific manner. Genes that had a ≥2-fold change in transcript level during each cell cycle transition were identified (Supplementary File 5). We then determined whether genes with up- or downregulated transcript levels colocalized at a frequency significantly different from randomly selected genomic regions. A significantly high level of (**A**) inter- and (**B**) intrachromosomal colocalization was detected between genes that were upregulated during the G1→G2 transition. (**C**) Interchromosomal colocalization of downregulated genes occurred at a significantly high level in captured interactions that were shared by M and G1 phases of the cell cycle. (**D**) Intrachromosomal colocalization of downregulated genes occurred at a significantly high level in the M→G1 and G2→M phase transitions. Venn-diagrams were modified to remove the interaction subsets that were not tested during specific cell cycle phase transitions. Individual *P*-values are presented in Supplementary Table S12. The expected FDR for (A–D) is 10%.

Genes that were downregulated during the G2→M phase transition were significantly colocalized in the G2 phase-specific intrachromosomal interactions (Figure 5D), but were not detected to colocalize in the interchromosomal interactions (Figure 5C). There was significantly high intrachromosomal colocalization of downregulated genes in the M→G1 and G2→M phase transitions inferred from the shared interactions among all conditions (central segments, Figure 5D). This is consistent with clustering contributing to the downregulation of these genes. Collectively, these results indicate that colocalization is not required for the co-regulation of genes but may facilitate it during specific cell cycle phases.

### Genes have preferred positions in nuclear space

Our analyses of the captured interactions did not identify an obvious rule that explains how the differentially expressed genes colocalize with each other in space. This may result from the fact that proximity-based ligation methods, including GCC, require that two loci are physically cross-linkable in order to be captured. However, spatial clustering within the nuclear space does not require that loci are physically connected and thus they may remain undetectable by proximity ligation. Therefore, we tested our ensembles of coarse-grained polymer models of the *S. pombe* G1 and G2 phase chromosome organization to confirm our observations of gene colocalization within the nucleus. Genes with high, low or differential transcript levels were mapped onto the coarse-grained polymer models (Supplementary Methods). The relative density of the gene sets was averaged over each ensemble of models and plotted as a gene density map projected into two dimensions (Supplementary Methods).

In agreement with earlier studies (33–35), the inclusion of tethering restraints into the polymer models (Supplementary Methods, Model restraints) contributed to the organization of the chromosomes within the constrained models when compared to the confined models (compare Figure 6 and Supplementary Figure S11). However, when the randomly selected subsets of inter- and intrachromosomal interactions were included in the interactions models, the variability within the ensemble was further reduced and made a significant contribution (*P* < 0.001) to the observed colocalization of genes (Supplementary Figure S13 and S14), including genes that were not involved in the specific interactions that were added to the model.

**Figure 6.**
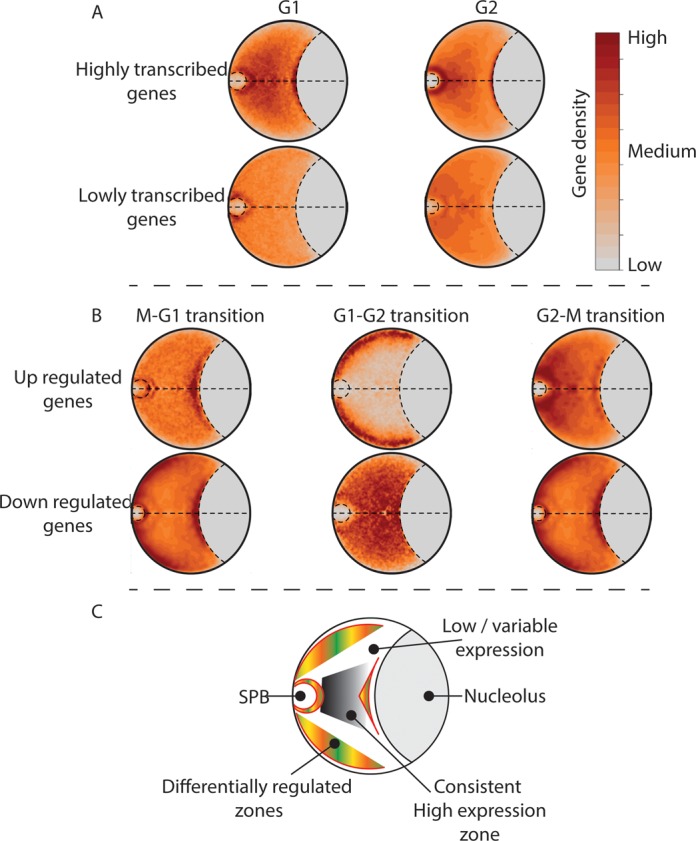
Highly transcribed and differentially regulated genes have preferred positions in *Schizosaccharomyces pombe* nuclei. Genes with high, low or differential transcript levels were mapped onto coarse-grained polymer models. The relative densities of the gene sets were averaged over all model ensembles and plotted as 2D gene density maps (Supplementary Methods). Here we present the gene density maps for the interactions models (see Supplementary Figure S11 for gene density maps of the confined and constrained models). The positions of genes that had differential transcript levels during the G1→G2 transition were mapped onto G1 phase polymer models (see Supplementary Figure S12 for the G1→G2 transition gene density mapped on the G2 polymer model). (**A**) Genes with high transcript levels occupy a central region within the *S. pombe* nuclei during G1 and G2. By contrast, genes with low transcript levels are dispersed throughout the nucleus. (**B**) Genes that are upregulated during the M→G1, G1→G2 and G2→M phase transitions occupy distinct nuclear sub-domains. (**C**) Cartoon highlighting the gross organization of the genes that are predominantly differentially regulated, highly and lowly expressed within the *S. pombe* nucleus during the G1 and G2 cell cycle phases. SPB: spindle pole body.

Genes that exhibit high transcript levels exhibit a propensity to be localized toward the center of the G1 and G2 phase nuclei (Figure 6A) while lowly transcribed genes are diffusely distributed across the nuclei with some enrichment around the SPB (Figure 6A). In contrast to both the highly and lowly transcribed genes, differentially regulated genes exhibit localized distributions that differ according to the cell-cycle phase transition (Figure 6B and Supplementary Figure S11). For example, genes that were upregulated during the G1→G2 transition are located within a zone at the nuclear periphery (Figure 6B) and are enriched for ontology groups related to cell growth (Supplementary File 7). By contrast, genes that are downregulated during this transition show a more diffuse internal distribution (Figure 6B) and are enriched for ontology groups related to rRNA and ncRNA processing and translation (Supplementary File 7). Interestingly, the linear distributions of the gene sets that were downregulated during G1→G2 transition and upregulated during the G2→M transition are not significantly different from random (Supplementary Figures S4). By contrast, the gene sets that showed significant non-random linear distributions (e.g*.* upregulated during the G1→G2 transition and downregulated during the G2→M transition Supplementary Figures S4) showed strong spatial clustering within the polymer models (Figure 6 and Supplementary Figures S13 and S14). Collectively, these results are consistent with genes in the *S. pombe* nucleus being organized within five sub-nuclear domains according to their transcriptional activity (Figure 6C). These domains are the: (i) SPB associated; (ii) nucleolus; (iii) nucleolar proximal; (iv) peripheral; and (v) central domains (Figure 6C).

## DISCUSSION

In this study, we performed the first high-resolution analyses of the structure of the *S. pombe* genome through the G1, G2 and M phases of the cell cycle. We clearly identified spatially defined nuclear sub-domains within which there is a preference for gene colocalization associated with gene regulation during cell cycle transitions. Known hallmarks of fission yeast genome organization, such as the colocalization of centromeres and telomeres (22,45) were present at each phase of the cell cycle. Moreover, mixtures of stable and dynamic interactions were detected within and between chromosomes including when the chromosomes were captured in the M phase. These results lead us to propose a refined concept of the spatial organization of the *S. pombe* nucleus in the G1 and G2 phases.

The structure of isolated metaphase chromosomes has been extensively investigated (46–48). Metaphase chromosomes are thought to contain a continuous chromatin network that is constrained by isolated chromatin-crosslinking elements spaced by ∼15 kb (48). The abundance of loops with a length ≤5 kb in M phase fission yeast chromosomes is *in vivo* evidence for the formation of a continuous chromatin network. However, the absence of a predominant loop length suggests that there is no regular coiling of the chromatin fibre. Instead our results are consistent with the chromosomes assuming dynamic ‘polymer melt’ like structures as observed for higher eukaryotes (12,49).

Early observations of connections between metaphase chromosomes (50,51) were thought to be an artefact of chromosome isolation (52). Later work demonstrated that these interactions occurred and were DNA based (53,54). Our results confirm these findings and provide the first evidence for DNA based connections between chromosomes during the mitotic anaphase within lower eukaryotes. Moreover, our finding that there is a high level of mitotic anaphase interchromosomal colocalization between LTR elements, which are bound by the CENP-B homologue Abp1 (40,41), implicates repeat regions as participating in these M-phase interchromosomal linkages. This is consistent with the finding that satellite DNA was involved in connections between mitotic chromosomes in mouse cell lines and that CENP-B was a component of the thread (54). It remains possible that the connections between the M phase chromosomes we observed resulted from contamination by unsynchronized cells. We contend that contamination was not a significant contributor to these interactions based on the fact that Naumova *et al.* also observed interchromosomal interactions between HeLaS3 M phase chromosomes (12). However, Naumova *et al.* concentrated their analysis on intrachromosomal M phase interactions because their analysis was complicated by the abnormal karyotype of these cells (12). Furthermore, our observation that genes with consistently high transcript levels exhibited significantly high colocalization in interactions that formed in the M phase and were maintained in the G1 phase is consistent with bookmarking facilitating post-mitotic reactivation (55–57). Thus, we propose that the interchromosomal interactions that occur during the eukaryotic M phase help position the chromosomes and contribute to transcriptional memory, upon entry into G1 phase.

Transcriptional silencing of LTR elements and associated genes is achieved by the recruitment of class I and II histone deacetylases to these elements and their association with *Tf* bodies (40,41). We interpret the high level of colocalization between LTR elements on different chromosomes, and at long distances within chromosomes (i.e*.* >50 kb), as further evidence for such bodies. The correlation between LTR interaction and transcript levels for the ubiquitin-protein ligase gene (SPBC21D10.09c) supports a role for LTRs in the regulation of transcription at a distance. While this is only one example, further support for LTRs having a global role in transcription regulation is inferred from: (i) the finding that LTRs exhibit cell cycle phase-specific colocalization with each other; and (ii) the preferential positioning of LTRs at the nucleolar periphery in a region that also exhibited variable gene regulation (compare Figures 3 and 6B).

Highly expressed genes have been shown to preferentially colocalize in fission yeast (8). These findings are often interpreted as indicating that transcription and/or transcription factories are involved in the spatial organization of genomes (58). The high level of genome connectivity between constitutively highly transcribed genes, in all stages of the cell cycle, suggests an extended association with transcription factories when compared to individual, cell cycle-specific genes. Moreover, the observation that interactions between genes that were highly transcribed in the G1 phase are maintained through S phase into G2: (i) indicates that interactions are either re-established or not broken during chromosome replication; and (ii) implicates these interactions in the maintenance of transcript levels. Of course, other consequences of high level transcription during S phase, such as replication stalling and DNA repair, might also contribute to colocalization (59).

Colocalization between genes is not a requirement for their co-regulation (60), but may contribute to it in specific situations (61). Our data clearly shows that genes that had high transcript levels throughout the cell cycle were highly connected and non-randomly distributed within the chromosome sequences and nuclear space. By contrast, genes with low transcript levels were lowly connected, predominantly cell cycle phase specific, and did not cluster within the chromosome sequences or within a defined spatial region of the *S. pombe* nucleus. Critically, two subtelomeric regions gene sets (Supplementary File 8) that have been previously shown to contain cell-cycle regulated genes (62) showed distinct spatial positioning within the *S. pombe* genome polymer models (Figure 6B). Collectively, our results and those published previously (33–35,63) clearly link the position of a gene within the linear sequence with its spatial position. This is consistent with the hypothesis that the observed linear clustering of specific gene sets is under evolutionary selection for increased spatial colocalization and thus more efficient co-regulation.

The re-location of genes toward or away from the nuclear periphery has been linked to variable transcription in yeast (64–66) and mammalian cells (44). Furthermore, transcriptional memories and the rapid re-initiation of transcription are associated with gene positioning at the *S. cerevisiae* nuclear periphery. The sub-nuclear gene organization that we observed within the *S. pombe* genome can potentially be explained in terms of the movement of transcription factors and signaling molecules into and throughout the nucleus. The clustering of co-regulated highly and differentially transcribed genes (Figure 6) limits the requirements for transcription factor diffusion through the nucleus effectively concentrating the factors and stabilizing gene regulation. Thus, rapid and reliable control of gene expression levels can be achieved by targeted changes to transcription factors.

The conservation of interactions between the right and left telomeres on chromosomes I and II, and the regions immediately adjacent to the ribosomal repeat regions on chromosome III, means that the chromosomes are effectively circular in all cell cycle phases. This circular organization may contribute to the stabilization of chromosome ends. Moreover, our findings are consistent with polymer models that demonstrate circular chromosome structures are requirements for de-condensation of chromosomes following mitosis and the formation of chromosome territories, within biologically relevant timeframes (67,68).

## CONCLUSION

Our results demonstrate the existence of cell cycle-specific chromosome interactions within the *S. pombe* genome. The dynamic nature of these interactions, and the observed correlation with transcript levels, indicates that the interactions are regulated. The observation that subsets of these interactions are maintained even when chromosomes are fully condensed implicates genome organization in epigenetic inheritance and bookmarking. Our results suggest that: (i) structural interactions shift in response to, or to allow, cell cycle progression; and (ii) there are separate populations of structural and regulatory interactions that participate in the formation and persistence of cell cycle-specific chromatin and gene regulation. How these interactions are inherited through mitosis remains to be determined.

## ACCESSION NUMBERS

All sequencing data and processed GCC and transcriptome files are available on Gene Expression Omnibus (GEO) accession number GSE52287.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Chromosome conformation maps in fission yeast reveal cell cycle dependent sub nuclear structure
**Source:** Nucleic Acids Res. 2014 Oct 23;42(20):12585–99. doi: 10.1093/nar/gku965
**Supplement:** SUPPLEMENTARY DATA

Chromosome conformation maps in fission yeast reveal cell cycle dependent sub nuclear structure — SUPPLEMENTARY DATA 

# Chromosome conformation maps in fission yeast reveal cell cycle dependent sub nuclear structure

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: Chromosome conformation maps in fission yeast reveal cell cycle dependent sub nuclear structure
**Source:** Nucleic Acids Res. 2014 Oct 23;42(20):12585–99. doi: 10.1093/nar/gku965
**Supplement:** SUPPLEMENTARY DATA

# Supplementary methods

**Contents**

Supplementary methods 1

General model description 4

Monomer size 4

Model restraints 5

1) Essential restraints 5

1a) Nuclear confinement 5

1b) Chromatin excluded volume 6

2) “Flexible” restraints 6

2a) Centromere localization 6

2b) Telomere localization 7

2c) Nucleolus localization 7

2d) Chromatin persistence length 8

2e) GCC-derived chromosome interactions 8

Scoring function 9

Monte-Carlo approach for structure optimization 9

Selection of harmonic potential strength constants 9

Chain displacement algorithm 10

Type I displacement. 11

Type II displacement. 11

Model generation procedure 11

Step 1: Structure initialization 11

Step 2: Compress chromosomes within the nuclear confinement 11

Step 3: Turn on restraints 11

Step 4: Turn on the granule excluded volume 12

Step 5: Final structure optimisation 12

Model types 12

Representation of sister chromosome cohesion in the G2 model 13

Supplementary figures 15

Figure S1. Representative images of synchronized cells. 15

Figure S2. The captured chromosomal interactions were not fully saturated. 16

Figure S3. Genes with high transcript levels were non-randomly distributed across one or more chromosomes at each stage of the cell cycle. 17

Figure S4. Genes that were upregulated during the G1 – G2 transition and downregulated during the G2 – M transition had a highly significant non-random chromosomal distribution on chromosomes I and II. 19

Figure S6. There was a marked increase in the number of intrachromosome interactions with a loop length of ≤5 Kb that were captured in M phase. 22

Figure S8. The terminal sequences on the opposite arms of each chromosome colocalized to circularize each chromosome throughout the cell cycle. 24

Figure S9. Genes with high transcript levels in each cell cycle phase are highly conserved thoughout the cell cycle while genes with low transcript levels are predomenantly cell cycle phase specific. 25

Figure S10. The proportion of inter- versus intrachromosomal colocalization varied between genes with differential transcript levels. 26

Figure S11. Relative gene density maps reveal that the inclusion of tethering constraints (*i.e.* centromere association with SPB and telomere positioning at the nuclear periphery) is sufficient to provide a degree of order to sub-nuclear domains in G1 and G2 *S. pombe* nuclei. 27

Figure S12. Relative density maps for genes that are differentially regulated during the G1→G2 transition mapped onto the ensemble of structures generated using the interactions model for the G2 phase of the cell cycle. 28

Figure S13. Genes that are highly transcribed in G1 or upregulated during the M-G1 phase transition exhibit significant inter-gene clustering that is not explained by linear chromosome structure or general genome compaction. 29

Figure S14. Genes that are upregulated during the G1-G2 transition exhibit significant inter-gene clustering within the G2 phase models that is not explained by linear chromosome structure or general genome compaction. 30

Supplementary tables 31

Table S1. *Schizosaccharomyces pombe* strains used in this study. 31

Table S2. The synchronization efficiency for each of the G1 and G2 cell cycle phase biological replicates was calculated by comparing the proportion of cells with a septum before and after synchronization. 31

Table S3. Ligation controls used in this study. Three short DNA sequences were amplified from the *E. coli* genome, pRS426 plasmid, and Lambda phage DNA. 31

Table S4. Table highlighting the number of chromosomal loci that had the highest (top 5%) and lowest (bottom 5%) transcript levels at each cell cycle phase and whether they were differentially regulated during cell cycle transitions. 32

Table S5. The number of genes that were significantly differentially regulated during each *S. pombe* cell cycle transition. 32

Table S6. The sampled network is significantly different from that expected for randomly selected interactions. 33

Table S7, p values for significant LTR colocalization sets for Figure 2. 33

Table S8. Chromosomal coordinates and lengths of the restriction fragments involved in a high frequency intrachromosomal interaction detected within chromosome II (Supplementary Figure S4). 33

Table S9. The absence of the interaction between two LTR elements in chromosome II during G2 phase was associated with the up regulation of the overlapping ubiquitin-protein ligase E3 gene. 34

Table S10. There was a reduction in intrachromosomal colocalization of differentially regulated genes that were >50 Kb apart. 35

Table S11, p values for significant colocalization of genes with high and low transcript levels for Figure 4. 35

Table S12, p values for significant colocalization sets for Figure 5. 36

# General model description

G1 and G2 phase chromosomes were modelled as coarse-grained flexible chromatin chains using a Monte Carlo optimization technique in which trial conformations are generated by a specially developed chain displacement algorithm, and accepted or rejected according to whether they fulfil the model restraints. In addition to the physical nature of the polymer (thickness, modelled by excluded volume, and persistence length), tethering restraints (Figure 1) were defined based on microscopic observations: nuclear size (1); telomere clustering (2), nucleolus positioning, and centromere co-localization with the spindle pole body (SPB) (2–4). Finally, subsets of the GCC-captured interactions were incorporated as attractive forces and imposed on the model. Sets of interactions for inclusion were randomly chosen, incorporating a bias reflecting the frequency of detection in the GCC data.

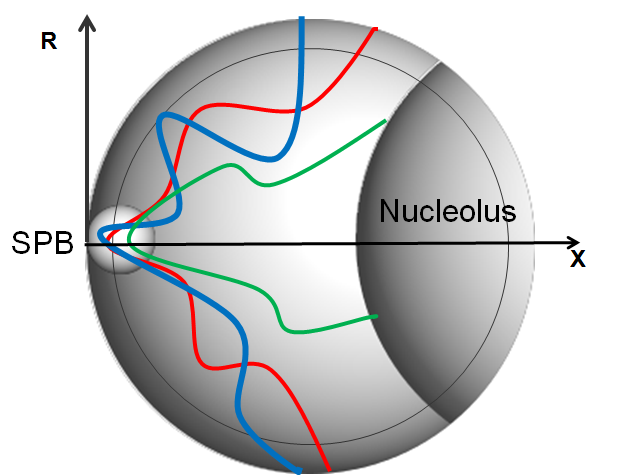

Figure 1. Schematic diagram of the generalized layout of the *S. pombe* nucleus within polymer models of the G1 and G2 phases of the cell cycle.

The coarse-grained genome models that were generated included restraints that: 1) limited the volume to the nuclear space (“confined” model); 2) positioned the nucleolus opposite the SPB; 3) promoted the colocalization of centromeres and the SPB; and 4) promoted the positioning of the telomeres within the peripheral 100nm layer of the nucleus (tethering restraints, “constrained” model). Chromosome I, red; chromosome II, blue; chromosome III, green.

# Monomer size

The chromosomes were modelled as chains of spherical chromatin granules, or monomers. The size of the monomers in G1 phase was estimated according to the chromosome compaction ratio of eukaryotic DNA. This has been measured as 7–10 nucleosomes per 11nm in *S. cerevisiae* (5); we assumed it to be similar for *S. pombe* chromosomes. We therefore represented each G1 phase *S. pombe* chromosome as a chain of connected spheres of 30nm diameter, each representing 3.5 Kb of DNA, so that the 14 Mb G1 phase genome was represented by 3583 granules.

The number of *S. pombe* chromosomes is doubled in the G2 phase of the cell cycle following DNA replication. However, the chromosome copies remain linked together by cohesin complexes (6–8). Thus, we reasoned that two copies of one chromosome may be replaced by one thicker chromosome. This hypothesis was tested using Chip-seq cohesin data from synchronized *S. pombe* cells (9) to hold chromosome copies together as described below in the section *Representation of sister chromosome cohesion in the G2 model*. As a result of these tests, the G2 phase chromosomes are described as a single thick chromosome, comprising a chain of connected spheres of 90 nm diameter. In total, the *S. pombe* G2 genome is modelled by 1195 granules, each containing 10.5 Kb DNA.

# Model restraints

Two types of restraints were incorporated into the coarse-grained genome models. Similar types of restraints were used in *S. cerevisiae* genome models(10–12). In *S. pombe* G1 and G2 models, these restraints were divided into two categories: 1) Essential; and 2) Flexible (Table 1).

**Table 1**.Restraints used in the coarse-grained polymer models. The restraints were divided into two categories: “essential” restraints must be achieved in every structure; “flexible” restraints need not be satisfied, but an energy penalty is incurred if they are not.

| **Restraint type** | **Restraints** |
| --- | --- |
| 1) Essential | a) Chromatin chain excluded volume  b) Nuclear confinement |
| 2) Flexible | a) Chromatin persistence length  b) Centromere localization  c) Telomere localization  d) Nucleolus excluded volume  e) GCC derived chromosome interactions |

# 1) Essential restraints

Essential restraints characterized nuclear properties that must be achieved in every structure. Any trial chromosome structure that violates these restraints is rejected and the simulation returns to the previous structure. There are two essential restraints present within the model: a) nuclear confinement; and b) chromatin excluded volume.

## 1a) Nuclear confinement

The nucleus was defined as an impenetrable sphere, centred at (*0,0,0*). The lengths and radii of the cells at different stages of the cell cycle (Table 2) were estimated from imaging experiments (1). From these cell dimensions, the cell volumes were calculated by approximating cell shape as a cylinder with joined half- spheres caps, such that:

$$V_{cell}\text{= 3/4 π}R^{3}\text{+π}\text{L}R^{2};$$

where $R$ is the radius of the cylinder and spherical caps and$L$is the length of the cylinder.

As the ratio of the nuclear to cell volume is 0.089 ± 0.017 (coefficient of correlation *r*=0.97, *n*=2136) and remains almost constant throughout the *S. pombe* cell cycle (1), the nuclear volumes in the G1 and G2 cell cycle phases can be estimated from the corresponding cell volumes according to:

${V_{nucleus}=0.089 V}_{cell}$;

The radius of the nucleus was calculated as 1.3 $\mu m$ and 1.7 $\mu m$ for the G1 and G2 phase synchronized cells, respectively (Table2), assuming that the nucleus is spherical.

**Table 2**. Cell and nuclear volumes, and nuclear radii for G1 and G2 phase models calculated from the mean experimentally determined cell length and diameter in each stage of the cell cycle.

| **Cell cycle stage** | **Mutant name** | **Mean cell length (μm)** | **Mean cell diameter (μm)** | **Cell volume (μm^3^)** | **Nuclear volume (μm^3^)** | **Nuclear radius (μm)** |
| --- | --- | --- | --- | --- | --- | --- |
| G1 | cdc10-129 | 8 | 5 | 124.35 | 9.95 | 1.33 |
| G2 | cdc25-22 | 15 | 5 | 261.79 | 20.94 | 1.71 |

## 1b) Chromatin excluded volume

To simulate the excluded volume of the chromatin, the solid spherical granules making up each chromosome are forbidden to overlap. Any trial conformation with overlapping granules is rejected. Granule overlaps were checked by calculating the granules pair-distance using the “Cell linked list algorithm” (13).

# 2) “Flexible” restraints

The restraints classified as “flexible” are those obtained from imaging (2–4) (*i.e.* the tethering restraints) and chromosome interaction experiments (this study). These restraints were incorporated into the model as harmonic potential energy functions. The sum of the restraint potential energy terms defines the scoring function, a measure of how consistent the structure is with the imposed restraints; the optimal structures have minimal scores.

## 2a) Centromere localization

Fluorescence *in situ* hybridization (FISH) demonstrates that fission yeast interphase centromeres colocalize with the spindle pole body (SPB) diametrically opposite the nucleolus in ≥45% of populations that have been observed microscopically (3). Therefore, centromeres were modelled as being colocalized with the SPB, which was represented as a spherical region with a 200 nm radius (2–4) centered at $\boldsymbol{R}_{\boldsymbol{c}}$(*-1130,0,0*) or $\boldsymbol{R}_{\boldsymbol{c}}$(*-1510,0,0*) for the G1 and G2 models, respectively. The restraint is represented as a harmonic potential that acts only on granules representing centromeres$(i\in centromeres)$:

$U_{centromeres}=\sum_{i\in centromeres} \left\{ \begin{aligned} k_{c}{(\left| \boldsymbol{r}_{\boldsymbol{i}} \right.-\left. \boldsymbol{R}_{\boldsymbol{c}} \right|\boldsymbol{-}d\boldsymbol{)}}^{2}\boldsymbol{,}if \left| \boldsymbol{r}_{\boldsymbol{i}} \right.-\left. \boldsymbol{R}_{\boldsymbol{c}} \right|\boldsymbol{>}d \\ 0, otherwise \end{aligned} \right.$;

Where $\boldsymbol{r}_{\boldsymbol{i}}$is the vector of granule coordinates, $k_{c}$ is a harmonic potential strength constant,$d$ is the radius of the centromere spherical region and ***R****_c_* is the centre of the spherical region representing the centromeres as defined above. The value of $k_{c}$ is discussed below in the *Selection of harmonic potential strength constants* section.

## 2b) Telomere localization

Interphase telomeres cluster at the nuclear periphery (2). The telomere granules were restricted to the volume within *l* = 100 nm of the nuclear periphery (Figure 1):

$$U_{telomeres}=\sum_{i\in telomeres} \left\{ \begin{aligned} k_{t}{(R_{nucleus}-\left| \left. \boldsymbol{r}_{\boldsymbol{i}} \right| \right.\boldsymbol{-}l\boldsymbol{)}}^{2}\boldsymbol{,}if R_{nucleus}-\left| \left. \boldsymbol{r}_{\boldsymbol{i}} \right| \right.\boldsymbol{>}l \\ 0, otherwise \end{aligned} \right.;$$

where $\boldsymbol{r}_{\boldsymbol{i}}$is the vector of granule coordinates, $k_{t}$ is a harmonic potential strength constant,$l$ is the maximum distance from the nuclear membrane defining the restricted spherical layer and $R_{nucleus}$is the radius of nucleus. The value of $k_{t}$ is discussed below in the *Selection of harmonic potential strength constants* section.

## 2c) Nucleolus localization

The nucleolus, the site of ribosomal DNA (rDNA) transcription, forms a compartment in the nucleus that is positioned opposite the SPB (3). The nucleolus contains the two rDNA regions located in the subtelomeric regions on both arms of chromosome III(3). The previously-determined ratio of the nucleolus to nuclear volume${(V}_{nucleolus}=0.24 V_{nucleus})$(1) was used to calculate the nucleolus volume for the G1 and G2 models (Table 3).

**Table 3.** Nucleolar volumes for G1 and G2 phase models calculated using a nucleolus:nuclear volume ratio of 0.24 (1).

| **Cell cycle stage** | **Mutant name** | **Nuclear volume (μm^3^)** | **Nucleolus volume (μm^3^)** |
| --- | --- | --- | --- |
| G1 | cdc10-129 | 9.95 | 2.38 |
| G2 | cdc25-22 | 20.94 | 5.02 |

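In the tables analysed here, 21 nuclear fragments of chromosome III belong to the rDNA. Pairs of rDNA fragments held 771986 counts in G1 phase (37.5% of the network), 750473 in G2 phase (34.2%) and 805032 in M phase (38.0%). The rDNA copies are near identical, so these counts cannot be assigned to a copy or an arm. With repeat-free fragments, rDNA fragments were joined by 66919, 51401 and 29958 counts.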

The organization of the rDNA repeats on chromosome III within the nucleolus is undetermined in the GCC data. Thus, we did not model the structure of the nucleolus in the polymer models.

The nucleolus compartment was modelled as an overlapping sphere of the same radius as the nucleus that was shifted to overlap the nuclear volume to create a nucleolus of the correct volume (Figure 1, Table 3).This gave the best approximation of the shape of the nucleolus as assessed by imaging (3).

All granules *except* those representing the rDNA $(i\neq rDNA)$ were excluded from the nucleolus using a repulsive harmonic potential:

$$U_{repulsive\_nucleolus}=\sum_{i\neq rDNA} \left\{ \begin{aligned} k_{rn}\left( \left| {\boldsymbol{r}_{\boldsymbol{i}}-\boldsymbol{R}}_{cn} \right|\boldsymbol{-}R_{nucleolus} \right)^{2}\boldsymbol{,}if \left| {\boldsymbol{r}_{\boldsymbol{i}}-\boldsymbol{R}}_{cn} \right|\boldsymbol{<}R_{nucleus} \\ 0, otherwise \end{aligned} \right.;$$

where$\boldsymbol{r}_{\boldsymbol{i}}$ is the vector of granule coordinates, $k_{rn}$ is a harmonic potential strength constant $\boldsymbol{R}_{\boldsymbol{cn}}$ is the coordinate vector for the centre of the shifted sphere and $R_{nucleus}$ and $R_{nucleolus}$are the radii of the nucleus and nucleolus, respectively. The value of $k_{rn}$ is discussed below in the *Selection of harmonic potential strength constants* section.

In addition, the terminal granules of chromosome III, which represent the rDNA array, were attracted to the nucleolus using an attractive harmonic potential:

$$U_{attractive\_nucleolus}=\sum_{i\in rDNA} k_{an}\left( \left| {\boldsymbol{r}_{\boldsymbol{i}}-\boldsymbol{R}}_{cn} \right|\boldsymbol{-}R_{nucleus} \right)^{2};$$

where$\boldsymbol{r}_{\boldsymbol{i}}$ is the vector of granule coordinates,$k_{an}$ is a harmonic potential strength constant, $\boldsymbol{R}_{\boldsymbol{cn}}$ is the coordinate vector of the center of the shifted sphere and $R_{nucleus}$ is the radius of the nucleus. For the G1 phase model$,$***R****_cn_* is (*1510,0,0*) and for the G2 model ***R****_cn_* is (*1941,0,0*). The terminal granules of chromosome III are the only granules that represent the rDNA in our models, as the genome sequence used (NC_003421) contained only three rDNA repeats on the left arm and two on the right arm of chromosome III.

## 2d) Chromatin persistence length

To reproduce the bending elasticity of chromosome fibres, we imposed an angular restraint between each set of three consecutive granules(14):

$$U_{bending}=\sum_{i\in N} T \frac{l_{p}}{s}(1-\cos\theta_{i});$$

where the sum runs over all possible sets of three consecutive granules, $T$is a temperature,$l_{p}$is the desired persistent length of 150nm (5), *θ* is the angle defined by the three granules and $s$is the size of granules in nm. $\cos\theta_{i}$was calculated as:

$$\cos\theta=\frac{(\boldsymbol{r}_{\boldsymbol{i+1}}-\boldsymbol{r}_{\boldsymbol{i}}\boldsymbol{)}(\boldsymbol{r}_{\boldsymbol{i+2}}-\boldsymbol{r}_{\boldsymbol{i+1}}\boldsymbol{)}}{\left| \boldsymbol{r}_{\boldsymbol{i+1}}-\boldsymbol{r}_{\boldsymbol{i}} \right|\left| \boldsymbol{r}_{\boldsymbol{i+2}}-\boldsymbol{r}_{\boldsymbol{i+1}} \right|};$$

where $\boldsymbol{r}_{\boldsymbol{i}}\boldsymbol{,}\boldsymbol{r}_{\boldsymbol{i+1}}\boldsymbol{,}\boldsymbol{r}_{\boldsymbol{i+2}}$are the vectors of coordinates for the three consecutive granules.

## 2e) GCC-derived chromosome interactions

The chromosome interaction data was obtained from the GCC data for cells synchronized in G1 and G2 phases of the cell cycle (this study). The GCC experimental data represents interactions between 9827 restriction fragments. To filter random ligation events, only significant non-adjacent interactions with frequencies ≥ 4 were used.

In order to be applied to the model as restraints, the GCC-derived data listing captured interactions between restriction fragments had to be converted to granule-granule interactions. Each AseI restriction fragment within the *S. pombe* genome was assigned to the granule that overlaps that region of the linear DNA sequence. In instances where the restriction fragment overlaps two or more granules, the granule containing the centre of the fragment was assigned as the interacting granule. In instances where multiple restriction fragments overlap a single granule, all interactions were assigned to that granule. As a result of this mapping procedure, it is possible that the granule-granule interaction list for any one granule may include repeats of interactions. In these cases, the strongest of the interaction repeats was retained.

GCC is a probabilistic method (15) that captures interactions within and between chromosomes in a population of cells at one moment in time. As such, the exact identities and numbers of interactions that occur within a single cell are unknown. Moreover, it remains possible that some captured interactions may not be simultaneously present in all cells and certain combinations could even be mutually exclusive, even in synchronized cells. To account for this, we incorporated subsets of the captured interactions into our models in a probabilistic manner. Specifically, to generate each structure, we used only 10% of the captured interactions randomly selected from the set of uniquely positioned GCC interactions. These interactions all occurred at frequencies above the experimental noise and were chosen with a probability proportional to their detection frequency. Thus, high frequency interactions have a higher probability of being included in individual structures. We calculated 500 structures based on different interaction subsets. Irrespective of the detection frequency, each uniquely positioned interaction was included in at least one of the 500 generated structures.

The GCC-derived chromosome interactions were incorporated into the model as a sum of attractive harmonic potentials:

$$U_{interactions}=\sum_{i\in interactions} k_{i}{(d_{i}-s)}^{2};$$

where$k_{i}$is a harmonic potential strength constant, $d_{i}$is the distance between interacting granules and$s$is the size of the granules in nm.

# Scoring function

The degree to which each structure fits the imposed restraints was defined by a scoring function or energy, *E*, with a smaller value of *E* indicating a better fit. The scoring function was defined as the sum of all of the two types of flexible restraint energies defined above:

$E=U_{tethering}+U_{bending}+U_{interactions}$;

${U_{tethering}=U}_{centromeres}+U_{telomeres}+U_{repulsive\_nucleolus}+U_{attractive\_nucleolus}$.

# Monte-Carlo approach for structure optimization

Scoring function (energy) minimization was performed using a Metropolis-Monte Carlo (MC) algorithm. The MC method is preceded by a sequence of random displacements of a part of the chromosome chain. Following each random displacement, the trial conformation is accepted or rejected according to the following criteria:

- If the energy (*E*) of the new conformation is lower than the energy of the previous conformation, $E_{new}<E_{old}$, the new conformation is accepted.
- If $E_{new}>E_{old},$the conformation is accepted according to the probability$p=exp(\frac{E_{old}-E_{new}}{T}).$ This prevents structures becoming stuck at a local rather than global minimum of *E* and determines the level of energy fluctuations in the system. If the new conformation is rejected, the system returns to the last accepted conformation.

# Selection of harmonic potential strength constants

Since the restraints are harmonic potentials ($U=k{\Delta x}^{2})$, the potential strength constant$k$ plays a crucial role with regard to the system energy variations. For a harmonic potential, the variation of system energy causes a variation of the distance from the centre of the potential $\Delta x=\sqrt{T/k}.$*T* was set to$37℃$, the temperature at which the experiments were carried out. For a desired distance variation range, the harmonic potential strength constant can therefore be calculated as $k=T/{(\Delta x)}^{2}$. For the strength constant calculation we selected the following distance variations:

- The restraint of granules representing centromeres, telomeres, and the start of the rDNA repeats to lie within particular regions of the nucleus was defined with $\Delta x=10 nm$resolution to ensure that these known biological constraints would be satisfied even after the introduction of GCC-derived interactions.
- The capture of interactions by GCC does not provide any information about what is mediating the interactions or the precise distances between the interacting fragments. It is possible that RNA polymerase II (50 nm diameter (16)) is a component of some interactions. Therefore, we assumed that the interaction distance may vary within the range 0-100 nm. Thus, $\Delta x$ was set to 100 nm (17) for the$U_{interactions}$potential energy function.

# Chain displacement algorithm

In each MC step one chromosome chain is randomly selected. A section of the selected chromosome is then chosen at random and subjected to displacement. The displacement is a random rotation about a randomly placed axis which is calculated using the Vologodskii and Rybenkov algorithm (14), which maintains the distances between the neighbouring granules.

Following the Vologodskii and Rybenkov algorithm (14) there are two types of chain segment displacements: *Type I* and *Type II*.

**A**

**B**

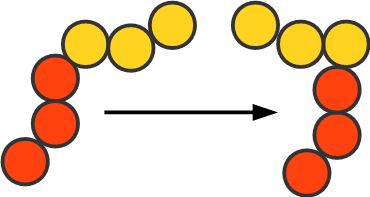

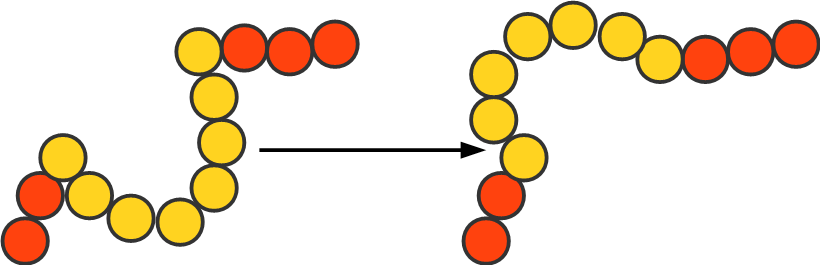

**Rotation axis**

**Direction of rotation**

**Figure 2** Cartoon diagram illustrating the difference between *Type I* and *Type II* displacements. A) *Type I* displacement: the section of chromosomes between two randomly selected granules rotates about an axis passing through the centers of the chosen granules. B) *Type II* displacement: one granule is selected and a randomly-oriented axis passing through this granule is generated. The shorter (terminal) part of the polymer chain is rotated about this axis.

## Type I displacement.

Two granules are chosen randomly on the same polymer chain and the axis of rotation is positioned to pass through the centre of these two granules. All the granules between the two chosen granules are rotated around this axis by a randomly determined angle (Figure 2).Thus, *Type I* displacement causes random deformation of the chain. However, *Type I* displacement does not move the terminal granules of the polymer chains.

## Type II displacement.

Type II displacement provides a mechanism for the movement of terminal granules on polymer chains. For a *Type II* deformation, a single granule is selected and the shorter (terminal) section of the polymer chain, starting from the selected granule, is randomly rotated about a randomly-oriented axis that is positioned to pass through the selected granule (Figure 2).

# Model generation procedure

## Step 1: Structure initialization

Initial chromosome positions were generated as follows. The coordinates of the first granule of each chromosome are randomly assigned to lie within the sphere representing the nucleus. The positions of the consecutive granules are calculated such that the distance between the centres of the granules equals the size of a granule, but the directions of the vectors $\boldsymbol{r}_{\boldsymbol{i+1}}-\boldsymbol{r}_{\boldsymbol{i}}$are uniformly distributed across the sphere. At this stage, the chain is a “phantom” and granules may overlap. At the end of the initial positioning of the chromosomes, some granules may lie outside the nuclear confinement.

## Step 2: Compress chromosomes within the nuclear confinement

Any granules lying outside the nucleus after initialization are moved to lie inside the nucleus by compressing the “phantom” chains. The chain displacement algorithm is applied, with the number of granules outside the confinement volume counted at each step. The structure is accepted if the number of granules outside confinement decreases or is unchanged, otherwise the structure is rejected. The compression procedure stops when all granules are enclosed in the nuclear confinement.

## Step 3: Turn on restraints

In this step the flexible restraints (Table 1) are introduced into the displacement of the “phantom” chains. Granule volume overlaps are still not included, because the calculation of new conformations that fit the restraints are the most time consuming part of the algorithm. Instead, the “phantom” chain conformations are determined and then the granule excluded volume is switched on. This approach improves the overall polymer mixing and saves calculation time. There are 5 × 10^6^ steps in this phase of chain displacement.

## Step 4: Turn on the granule excluded volume

At the beginning of this step, the “phantom” polymer chains that represent the chromosomes lie inside the nuclear confinement and fit the flexible restraints. However, the individual granules do not have any volume and can therefore overlap. To generate physically realistic, non-overlapping conformations, the excluded volume interactions are implemented. Because the immediate introduction of excluded volume could result in extremely high-energy conformations from which no acceptable displacements are possible, the excluded volume was turned on gradually.

Initially all granules were assigned spherical cores of 1 nm diameter. In addition to the scoring function values for “old” and “new” structures, the number of core overlaps was counted after each displacement move. If the number of overlapping cores reduced in the “new” structure then the “new” structure was accepted without taking into account the scoring function change. The “new” structure was rejected if the number of core overlaps increased. Finally, if the number of overlaps remained the same, then the models were accepted or rejected according to the usual MC acceptance rule based on the scoring function alone.

When the number of overlapping cores dropped to zero, the radius of each core was increased by 1 nm and the procedure repeated, until the granule radius reached 30 nm or 90 nm for the G1 and G2 models, respectively. Thus the final structures that were obtained maintained the architectural properties of the optimized conformation while incorporating granule excluded volume.

## Step 5: Final structure optimisation

The final stage of the modelling calculation is a second round of optimization of the scoring function. The previous step introduced excluded volume, while potentially increasing the model energy. Therefore, an additional 10^6^ simulation steps are performed to minimize the model energy.

# Model types

Three types of models, with different subsets of restraints, were developed. Note that all models incorporated excluded volume and the polymer chain persistence length.

- *Confined model.* A control in which chromosomes are randomly configured within the confinement of the nuclear environment, without any additional restraints.
- *Constrained model*. The chromosomes remain randomly configured within the confinement, but are additionally subjected to tethering restraints that constrain the positioning of the centromeres, telomeres and the rDNA (within the nucleolus).
- *Interactions model.* The chromosomes are confined and subjected to the tethering restraints and, additionally, the experimental GCC-derived inter- and intrachromosomal interactions.

# Representation of sister chromosome cohesion in the G2 model

Following replication in S phase, sister chromosomes are held together by a cohesin complex(6–8), until separation during the anaphase step (9, 18).This linkage of sister chromosomes by topological embrace imposes restraints on the independent movement of the chromosome copies. Therefore, sister chromosome binding restraints must be included in the G2 genome model in order to correctly model chromosome packing within the nucleus.

To investigate how far apart cohesin-linked chromosomes can move, models comprising pairs of chromosome II were generated. Each chromosome was modelled with 30 nm granules, each representing 3.5 Kb of DNA, giving 7166 granules in total. Sister chromosome linkages were incorporated at 228 cohesin complex binding sites along chromosome II (9). The midpoint coordinates of the 228 cohesin binding peaks were translated to the granule positions according to:

$granule=ceiling(\frac{Midpoint}{3.5Kbp})$.

The mean distance between cohesin binding sites along chromosome II is 13.1 Kb (median 16.5 Kb), thus 228 of the 1,289 granules of chromosome II were marked as cohesin binding sites. As a result, on average every fifth granule along chromosome II contained a cohesin binding site.

Sister chromosome II cohesin was incorporated into the model as a sum of attractive harmonic potentials that pulled each pair of cohesin binding granules together:

$$U_{cohesin}=\sum_{i\in cohesin binding sites} k_{cohesin}{(d_{i}-s)}^{2};$$

where$k_{cohesin}$is a harmonic potential strength constant, $d_{i}$is the distance between interacting granules, and $s$ is size of the granules in nm. Since the cohesin complex forms large rings (about 45-60nm in diameter), granules that contain cohesin binding sites contact each other, so the distance variation $\Delta x$ was set to 1nm.

We developed three types of models to quantify the separation of identical granules from different copies of chromosome II:

- ***Confined with cohesin.*** Two copies of chromosome II only are subjected to the excluded volume and persistent length restraint and cohesin binding restraints$U_{cohesion}$.
- ***Constrained with cohesin model.*** Two copies of all three chromosomes are confined to the nucleus and subjected to the excluded volume, persistence length and tethering restraints. Only the two copies of chromosome II are subjected to the cohesin restraints$U_{cohesion}$.
- ***Constrained without cohesin model*.** Two copies of all three chromosomes are confined to the nucleus and subjected to the excluded volume, persistence length and tethering restraints. There are no sister chromosome cohesin restraints imposed on chromosome II.

Twenty five structures were calculated using the procedure described above (Model generation procedure), for each of the three types of model (*Confined with cohesin, Constrained with cohesin, Constrained without cohesin*). The distances between identical granules from the different copies of chromosome II were calculated for each structure of each type of model. The cumulative distribution functions (CDF) for these inter-granule distances (Figure 3A) describe the probability that a particular distance is observed in each type of model.

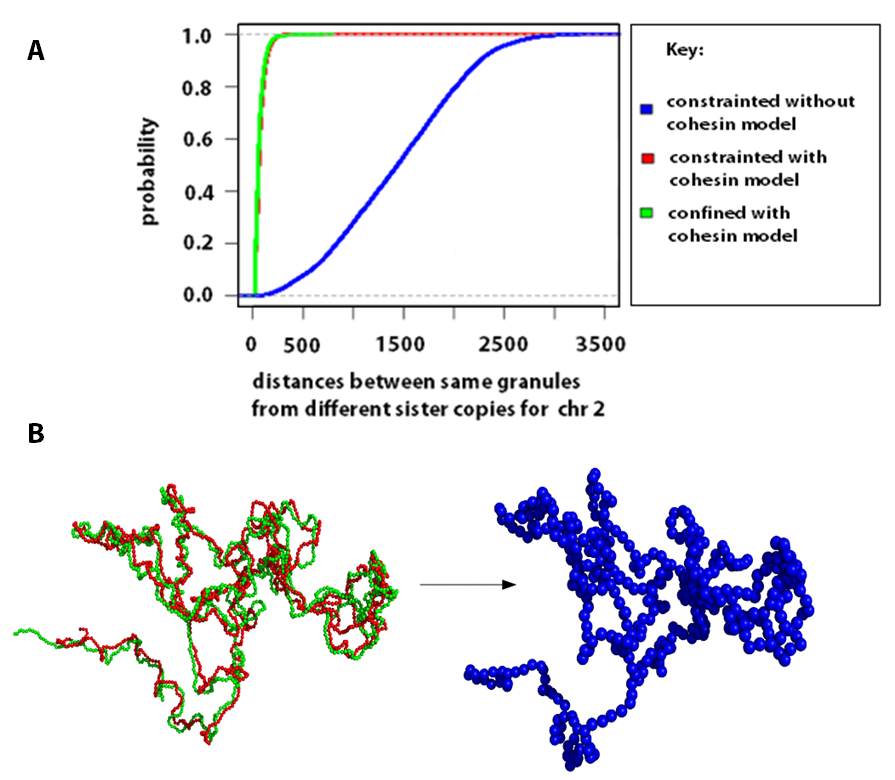

**Figure 3. Sister chromosomes in G2 phase are tightly linked together. (A)** The cumulative distribution functions (CDF) for distances between identical granules from the sister chromosomes showed that 50% of the granules in the *Constrained with cohesion* model were separated by less than 60nm. **(B)** Replacing two sister chromosomes, each 30nm in diameter and held together by cohesin, with one 90nm thick chromosome did not affect the polymer structure.

CDFs of the *Constrained with cohesin* and C*onstrained without cohesin* models indicate that the inclusion of the cohesin binding restraints significantly changes the distances between sister copies of chromosome II. For instance, 50% of the granules in the sister chromosomes were separated by less than 60nm in the *Constrained with cohesin model*. By contrast, 50% of the granules in the sister chromosomes were separated by 1400nm in the *Constrained without cohesin model*, indicating that the inclusion of cohesin restraints links the sister copies tightly together.

Based on this result, the two polymer chains representing the two copies of sister chromosomes in the *S. pombe* G2 cell cycle phase genome model were replaced by one thicker polymer. The size of the replacement chromosome granules was set to 90nm, calculated as the addition of the 50% separation value (60nm) to the diameter of the initial granule (30nm). Models of this 90nm thick polymer chain are very similar to those obtained for two linked 30 nm fibres (Figure 3B).

# Supplementary figures

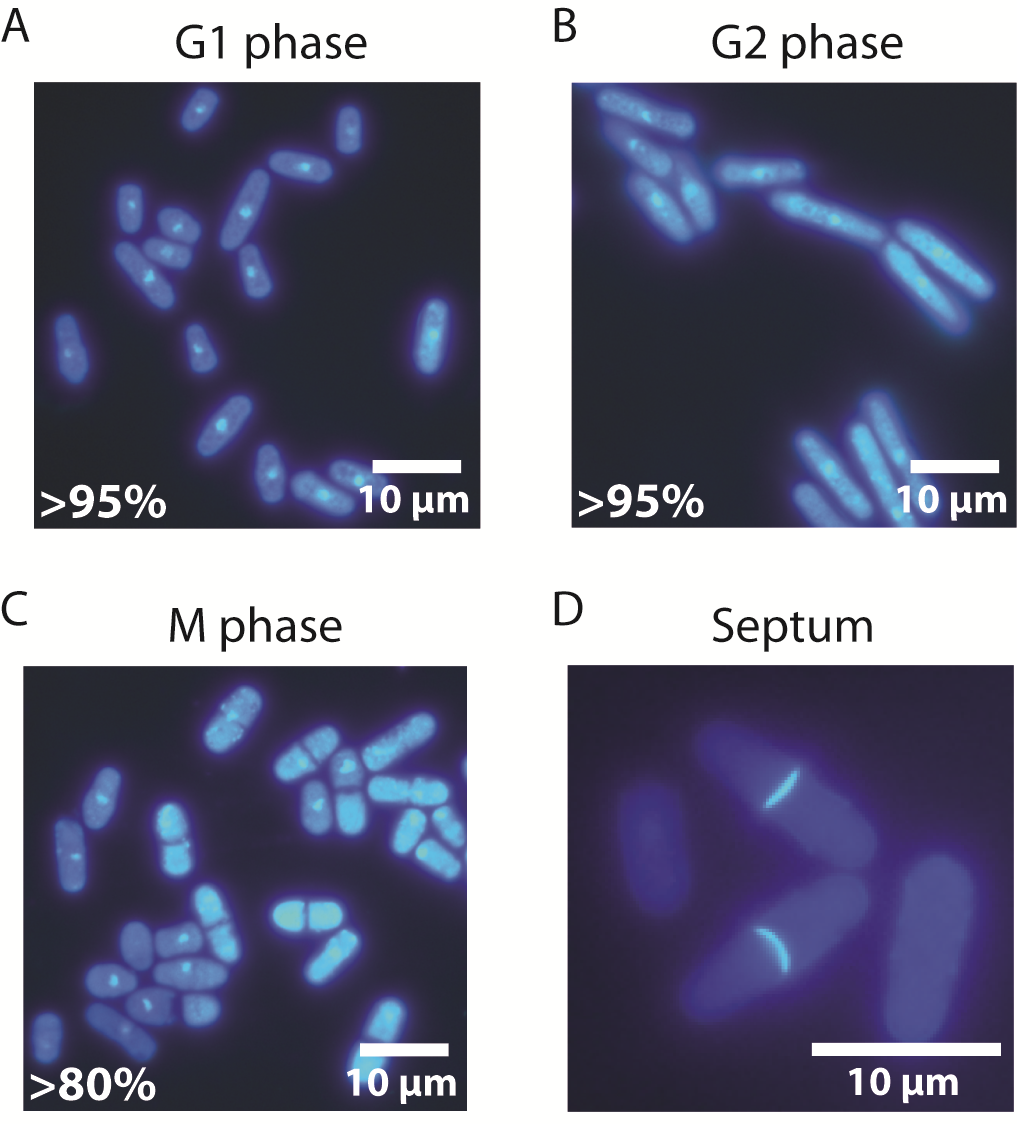

## Figure S1. Representative images of synchronized cells.

Photographs of *S. pombe* cells stained with calcofluor white were taken before and after synchronization using a fluorescence microscope. Representative images of synchronized cells are shown in: **(A)** G1 phase; **(B)** G2 phase; and **(C)** M phase. The numbers of cells with visible septa **(D)** were counted in at least 200 cells (total) from 10 fields of view. Cell cycle phase synchronization was calculated for the G1 and G2 phases by comparing the proportion of cells that had a visible septum in the pre-synchronized and synchronized cell populations.

## Figure S2. The captured chromosomal interactions were not fully saturated.

A collector’s curve was generated to determine whether the number of captured interactions between uniquely positioned loci (*i.e.* non-repetitive sequences) at each phase of the cell cycle reached a level of saturation with the depth of sequencing that was performed. 

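When 50% of the counts of the network, repeats included, were drawn 100 times, 59.7% ± 0.27 (SD over draws) of the significant interactions of G1 phase were found again, 59.8% ± 0.27 of those of G2 phase and 69.4% ± 0.27 of those of M phase. With 80% of the counts the shares were 84.7%, 84.4% and 88.0%. For pairs that do not share repeated sequence, 50% of the counts recovered 38.4% of the significant interactions of G1 phase, 36.6% of those of G2 phase and 32.5% of those of M phase.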

The collector’s curves indicated that, despite the high correlation between biological replicates, the interaction network was not sampled to saturation. However, the high degree of correlation between the interaction networks detected for the biological replicates and the reduced correlations observed between the different cell cycle phases indicate that the most frequently occurring interactions were sampled. Moreover, the sampled interaction networks were significantly different from expected random distributions (Supplementary Table S6).

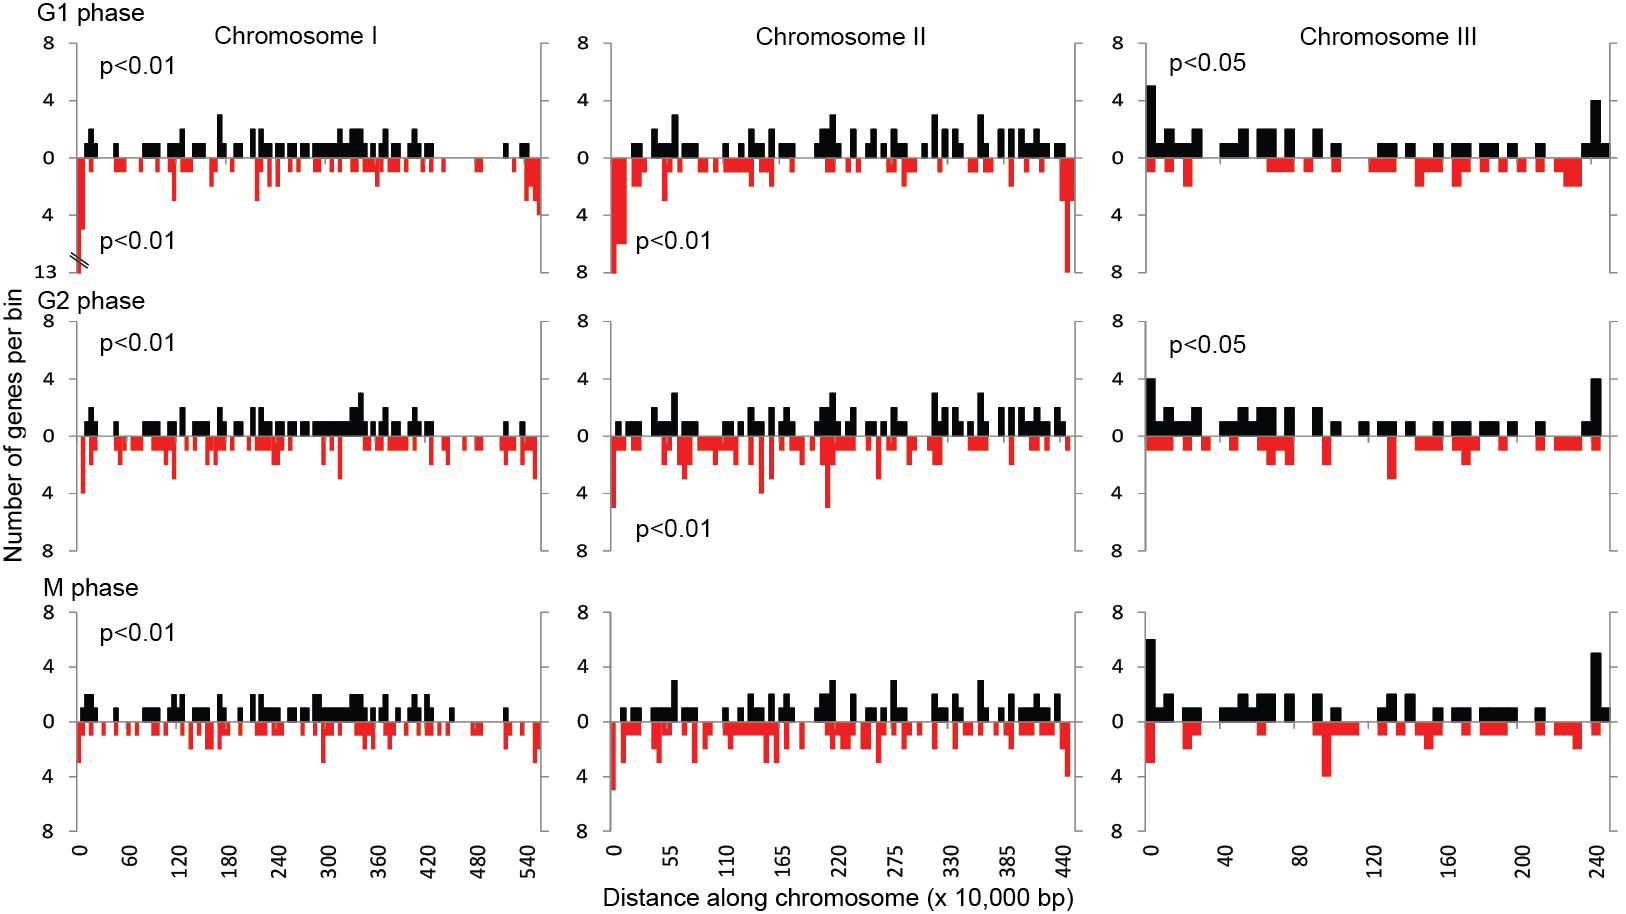

## Figure S3. Genes with high transcript levels were non-randomly distributed across one or more chromosomes at each stage of the cell cycle.

Genes with low transcript levels were predominantly non-randomly distributed along chromosomes only in the G1 phase. The chromosomal distribution of genes with high and low transcript levels was determined by calculating the central position (base pair) for each gene and using this to assign the genes along each chromosome into 50,000bp bins; **(Top)** G1 phase, **(Middle)** G2 phase, and **(Bottom)** M phase. One-sample Kolmogorov-Smirnov tests were performed using the non-binned chromosome distribution data to determine if highly and lowly transcribed genes were non-uniformly distributed across each chromosome (p-values are shown).

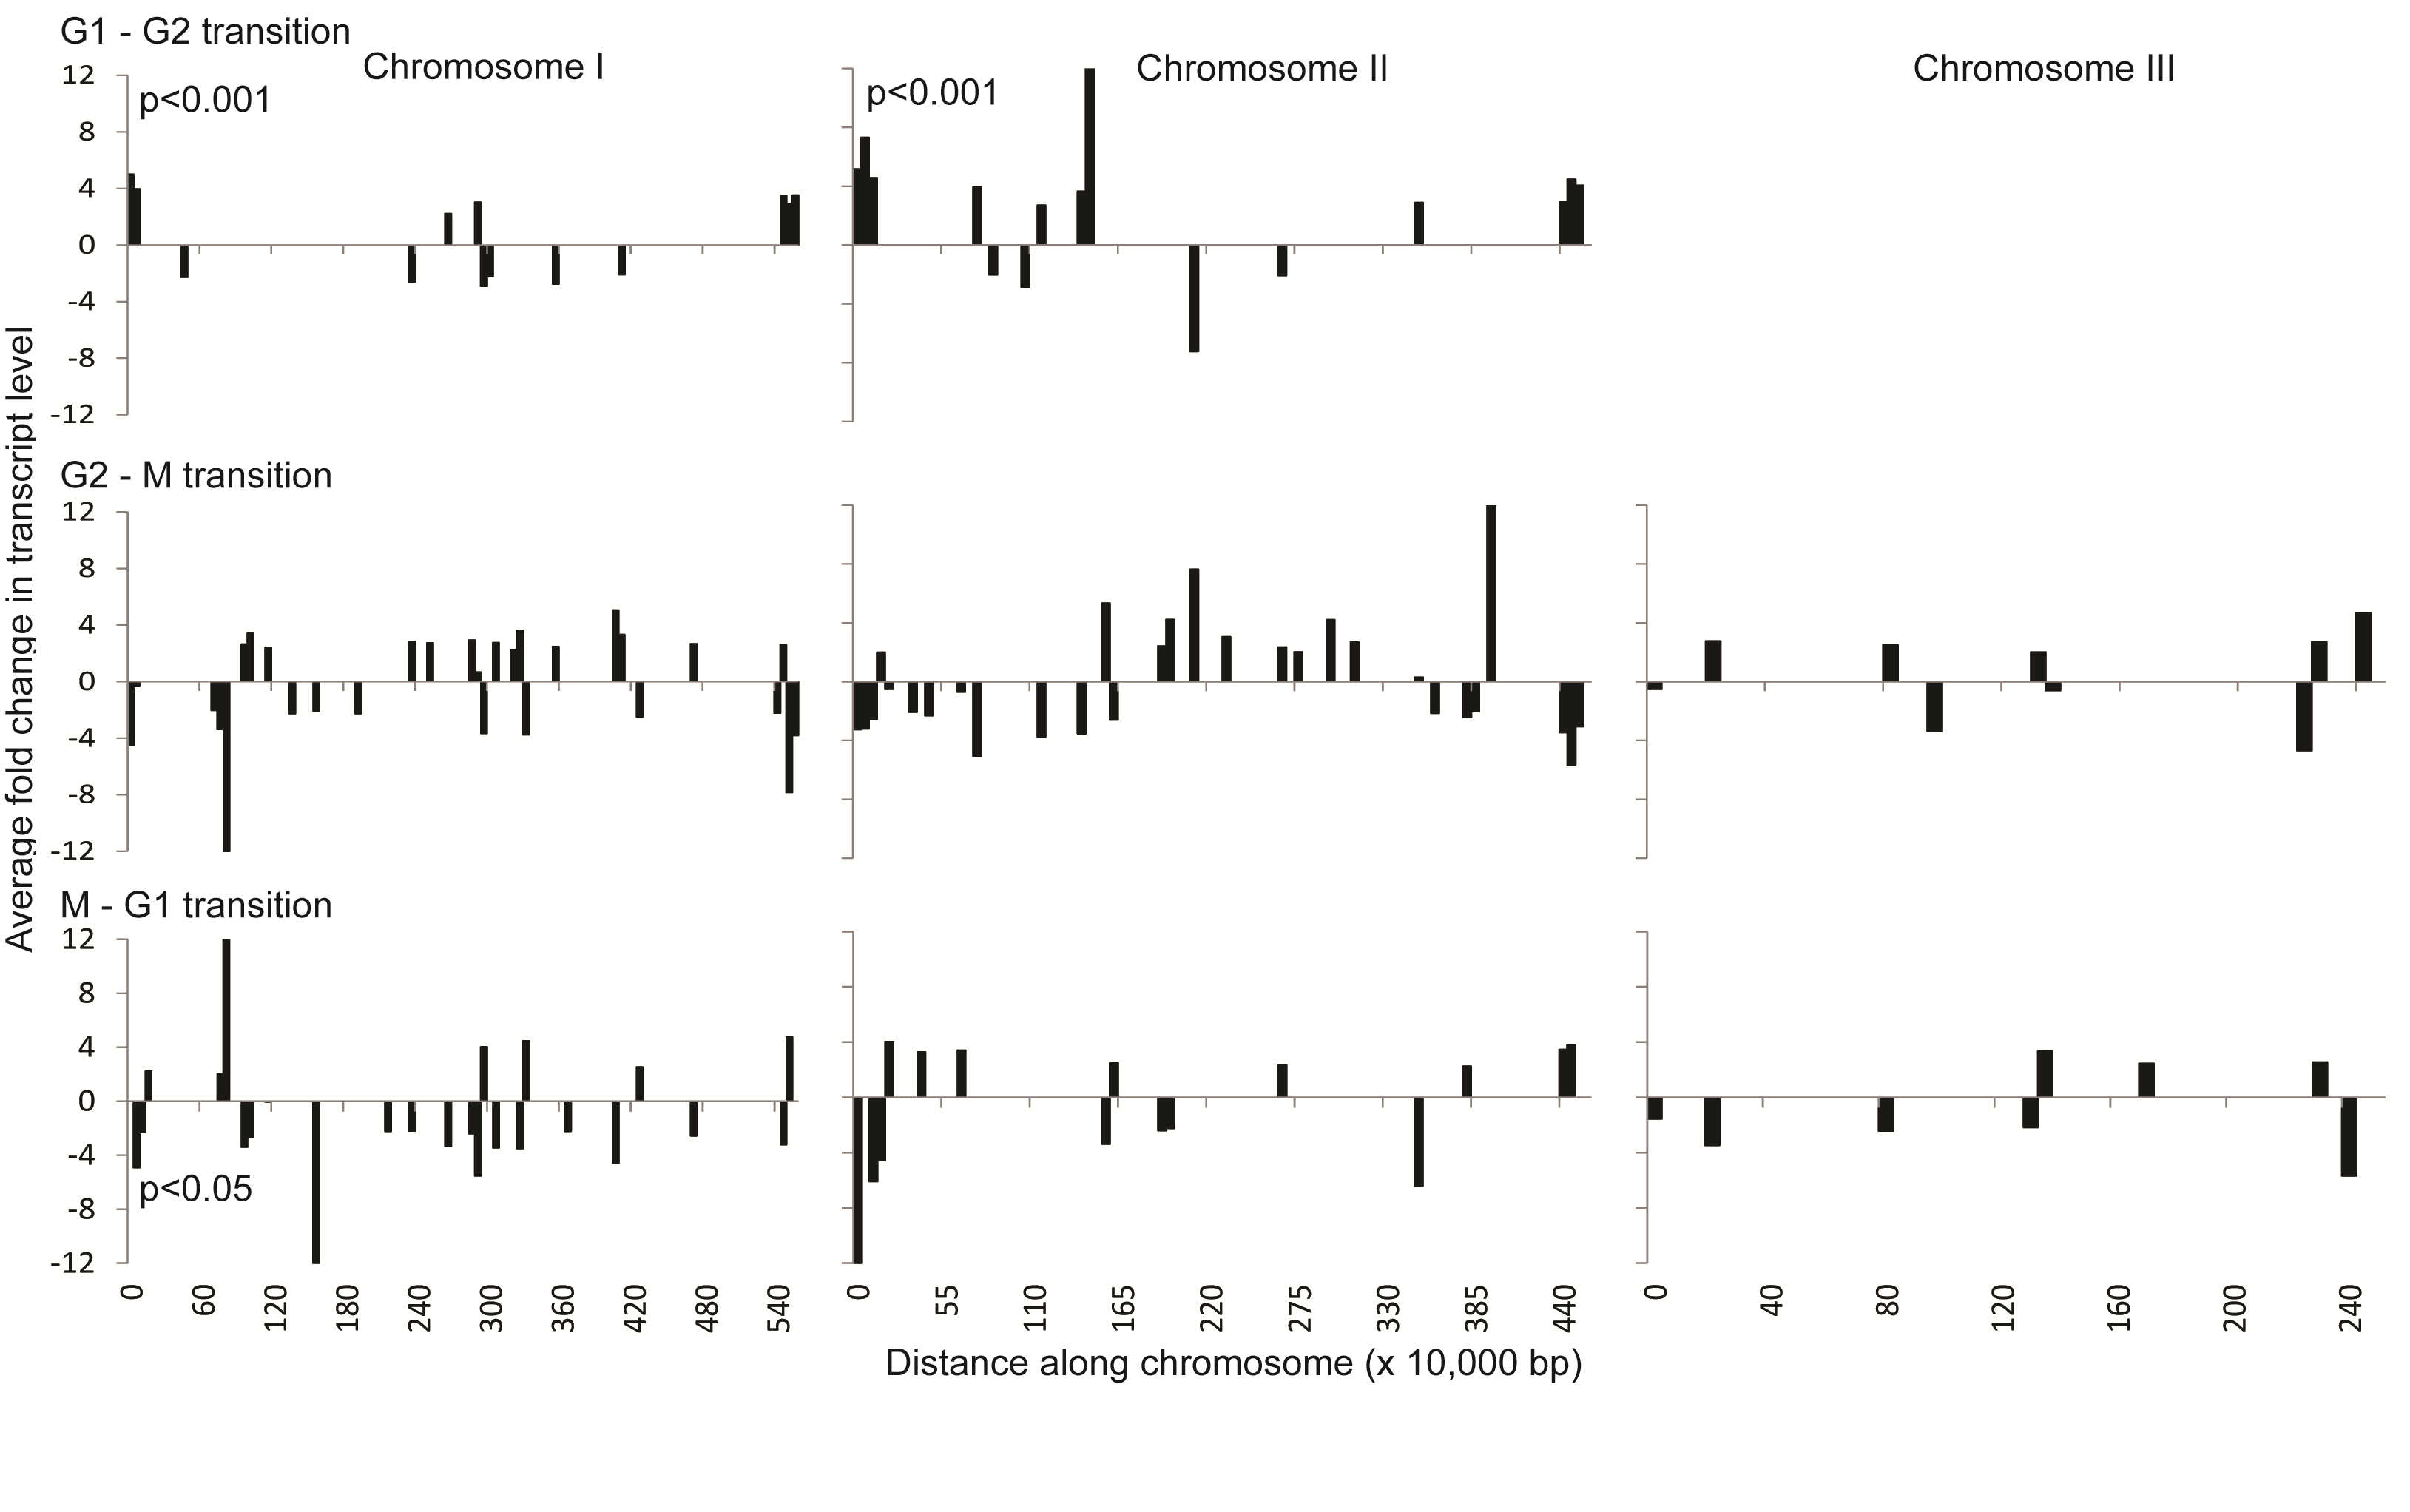

## Figure S4. Genes that were upregulated during the G1 – G2 transition and downregulated during the G2 – M transition had a highly significant non-random chromosomal distribution on chromosomes I and II.

The chromosomal positions of up- and downregulated genes (>2-fold change in transcript level) were used to calculate the average fold change in transcript level per bin (50 Kb) and depicted as histograms for the; **(Top)** G1→G2, **(Middle)** G2→M, and **(Bottom)** M→G1 cell cycle phase transitions. One-sample Kolmogorov-Smirnov tests were performed using the non-binned chromosome distribution data to determine if the differentially expressed genes were non-uniformly distributed across each chromosome.

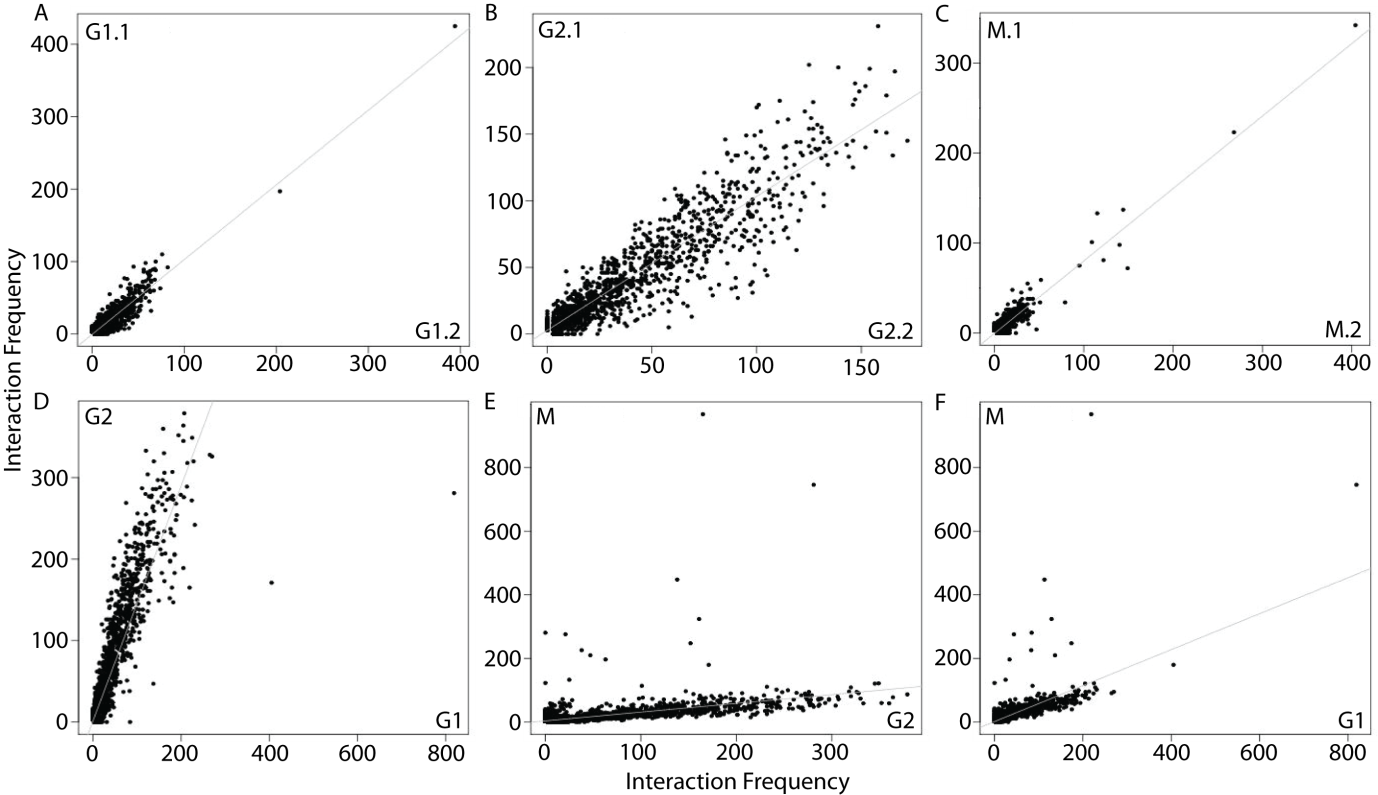
Figure S5. The chromosomal interactions that were captured for S. pombe were highly correlated between individual biological replicates and less correlated between the different cell cycle stages.

**(A-C)** The chromosomal interactions that were captured for the individual biological replicates were highly correlated at the AseI restriction fragment level. **(A)** G1 phase biological replicates (G1.1, replicate one verses G1.2, replicate two, R^2^=0.8643), **(B)** G2 phase biological replicates (G2.1, replicate one verses G2.2, replicate two, R^2^=0.8783), **(C)** M phase biological replicates (M.1, replicate one verses M.2, replicate two, R^2^=0.8692). **(D-F)** Interactions that were captured for the different stages of the cell cycle showed reduced correlation. **(D)** G1 verses G2 phase (R^2^=0.8058). The two outliers in the G1 phase involved LTR elements. **(E)** G2 verses M phase (R^2^=0.3239). **(F)** G1 verses M phase (R^2^=0.5335). Only uniquely positioned significant non-adjacent interactions were included in the correlation analysis.

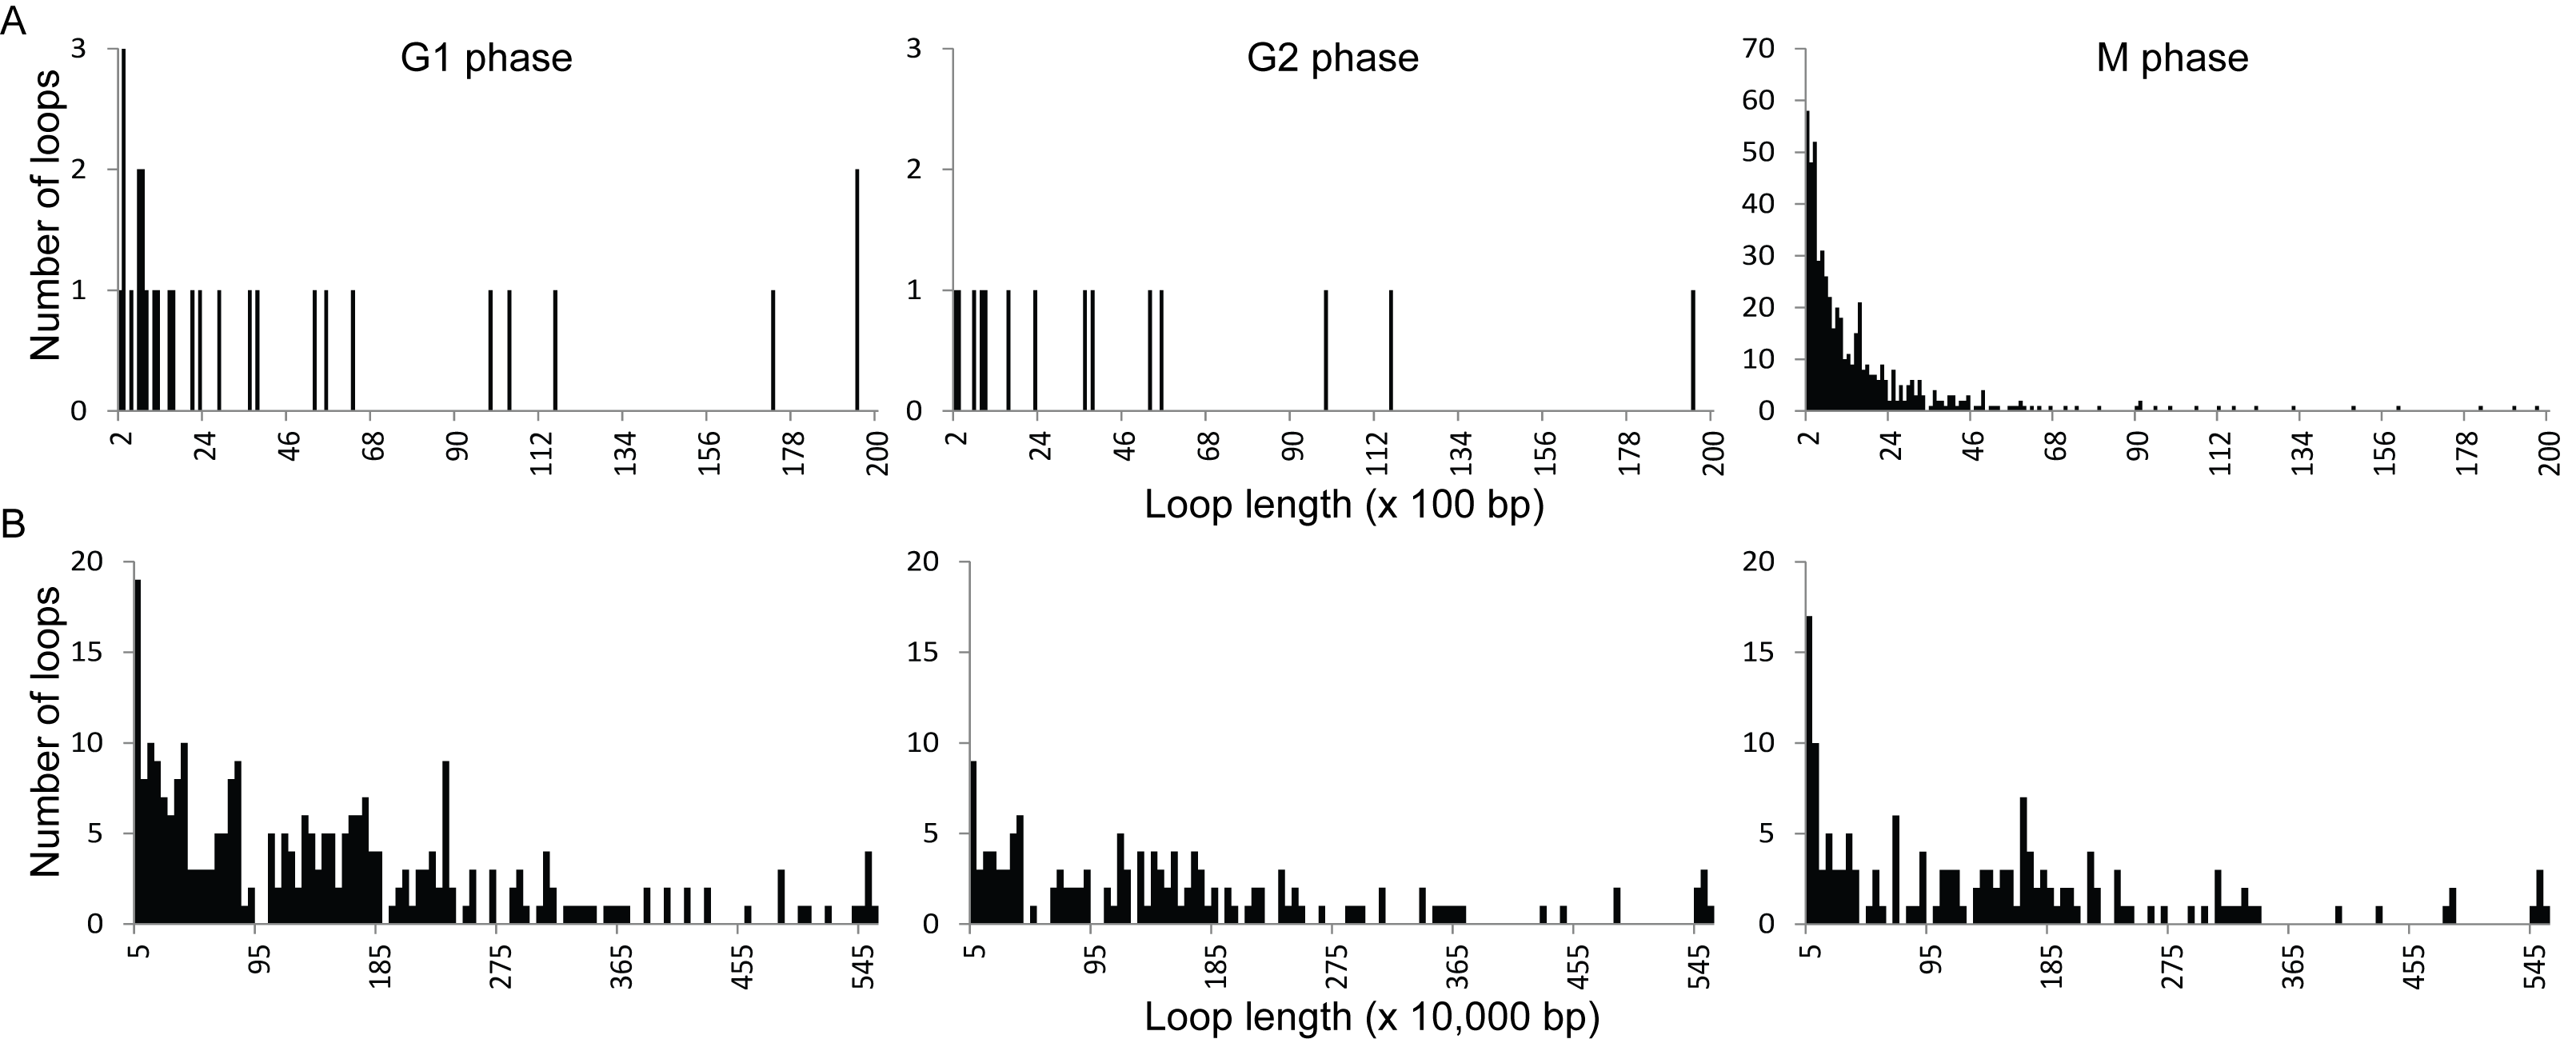

## Figure S6. There was a marked increase in the number of intrachromosome interactions with a loop length of ≤5 Kb that were captured in M phase.

The length of the loop (bp) between interacting genomic fragments was calculated and binned for all intrachromosomal interactions captured in each phase of the cell cycle. **(A)** Loop length frequencies plotted as a histogram with bin widths of 100 bp to highlight differences in the local structure. **(B)** Loop length frequencies plotted as a histogram with bin widths of 50 Kbp to highlight genome wide differences. 

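Over all significant non-adjacent interactions in the tables, repeats included, 50 of 4612 intrachromosomal interactions in G1 phase had a loop under 200 bp (1.08%), 69 of 4549 in G2 phase (1.52%) and 44 of 3616 in M phase (1.22%). Without pairs that share repeated sequence the shares were 2.61%, 3.83% and 4.99%. The median loop was 1089760 bp in G1 phase, 1071399 bp in G2 phase and 1058776 bp in M phase.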

The majority of loops were between fragments less than 200 bp apart in the linear sequence (G1 phase = 83.6%, G2 phase = 91.0%, and M phase = 68.1%). There was little difference in the proportion of distal (>50 Kb loop) intrachromosomal interactions between the different phases of the cell cycle (G1 phase = 85.4%, G2 phase = 92.0%, and M phase = 93.1%). 

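Loops over 50 kb numbered 3908 in G1 phase, 3800 in G2 phase and 2920 in M phase with repeats included. Among intrachromosomal interactions of at least 200 bp they made up 85.7%, 84.8% and 81.7%, and without pairs that share repeated sequence 94.5%, 93.7% and 87.3%.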

For clarity, only loops with a length of ≤20 Kb are shown in **(A)** and interactions <200 bp are not shown in either **(A)** or **(B)**. Only uniquely positioned significant non-adjacent interactions were used for these analyses.

**
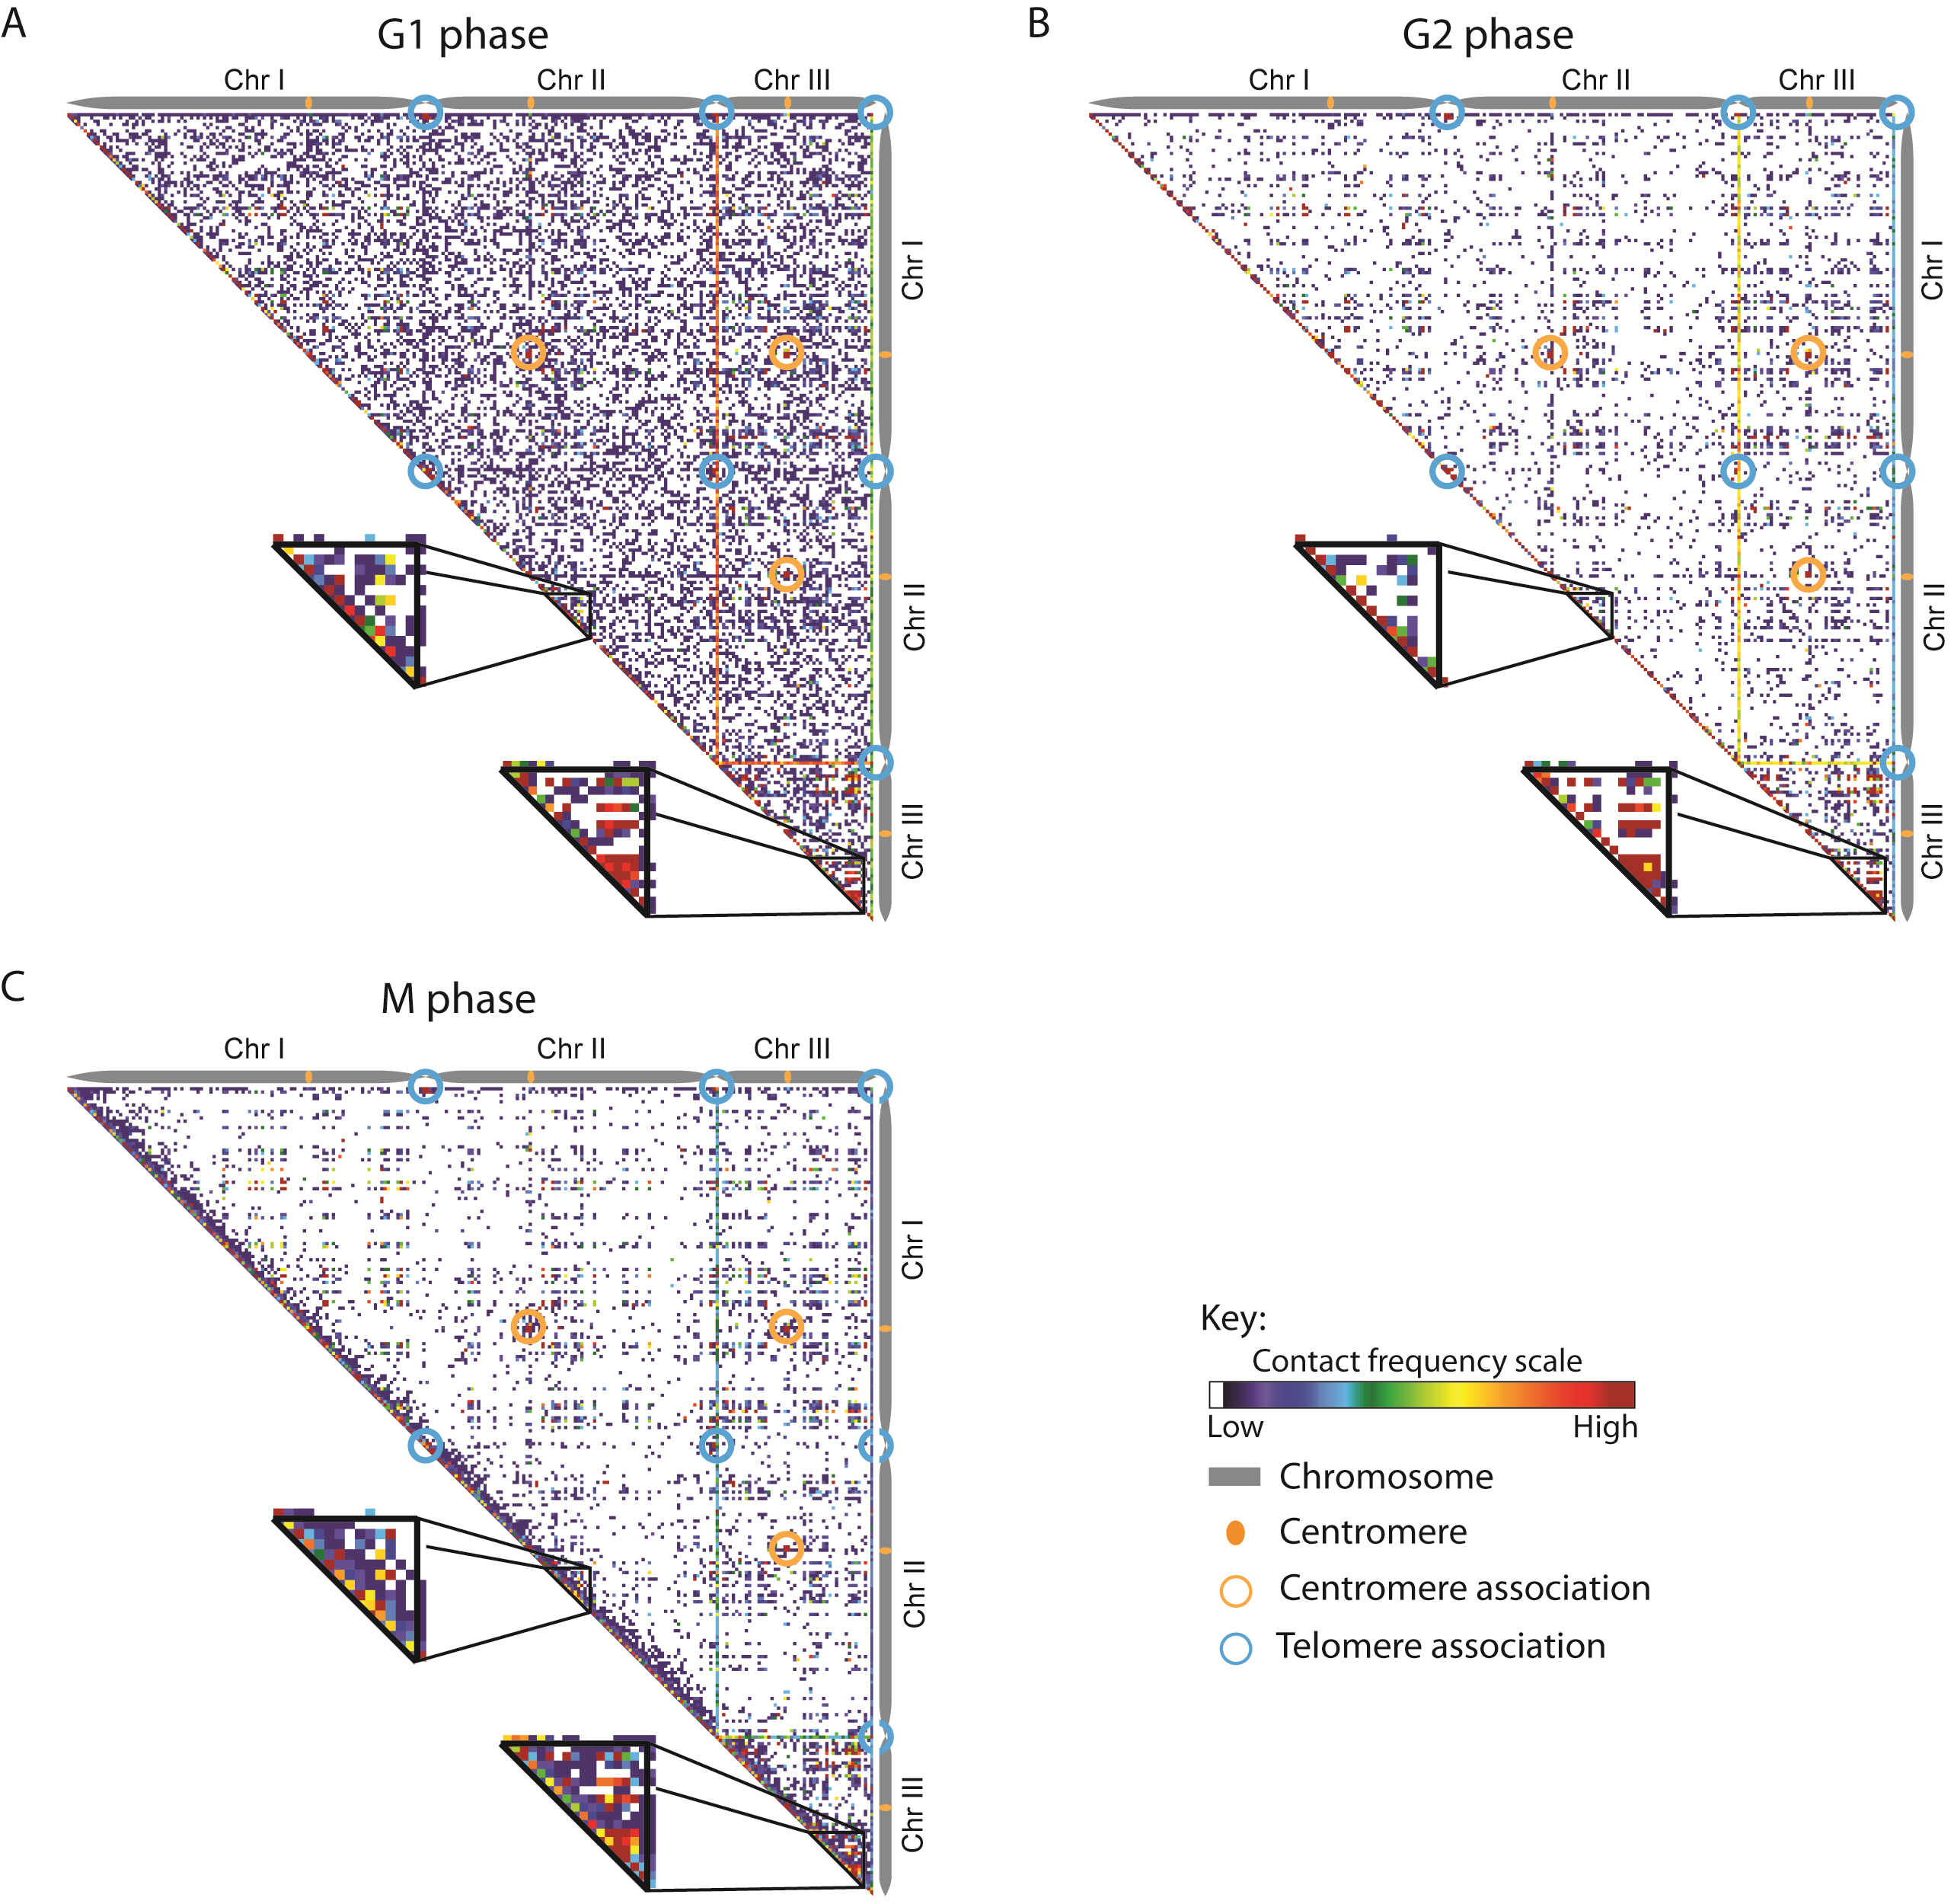
**Figure S7. Mapping of chromosome interactions throughout the fission yeast cell cycle.

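Divided into bins of 50 kb, the chromosomes give 253 bins and 32131 possible pairs of bins, of which 12558 (39.1%) had at least 1 count in G1 phase, 12583 (39.2%) in G2 phase and 11510 (35.8%) in M phase. The median over these pairs of bins was 3 counts in each phase.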

All captured interactions were plotted on a chromosome contact map with 50 Kb resolution. TAD-like domains are present (highlighted on chromosomes II and III). 

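The 500 kb windows at the start and the end of chromosome III held 264392 and 37652 counts in G1 phase, 273631 and 35825 in G2 phase, and 275518 and 35883 in M phase. The window of chromosome III from 1000001 to 1500000 held 110009 counts in G1 phase, 171854 in G2 phase and 124065 in M phase, of which 99.7% in each phase joined fragments that share repeated sequence.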

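At or above 0.005% of the counts of the network there were 735 pairs of 50 kb bins in G1 phase, 586 in G2 phase and 528 in M phase. These pairs of bins held 93.9%, 94.8% and 93.9% of all counts.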

The contact frequency is represented as the percentage of the total number of contacts that were captured (white = 0 red = ≥0.005%).

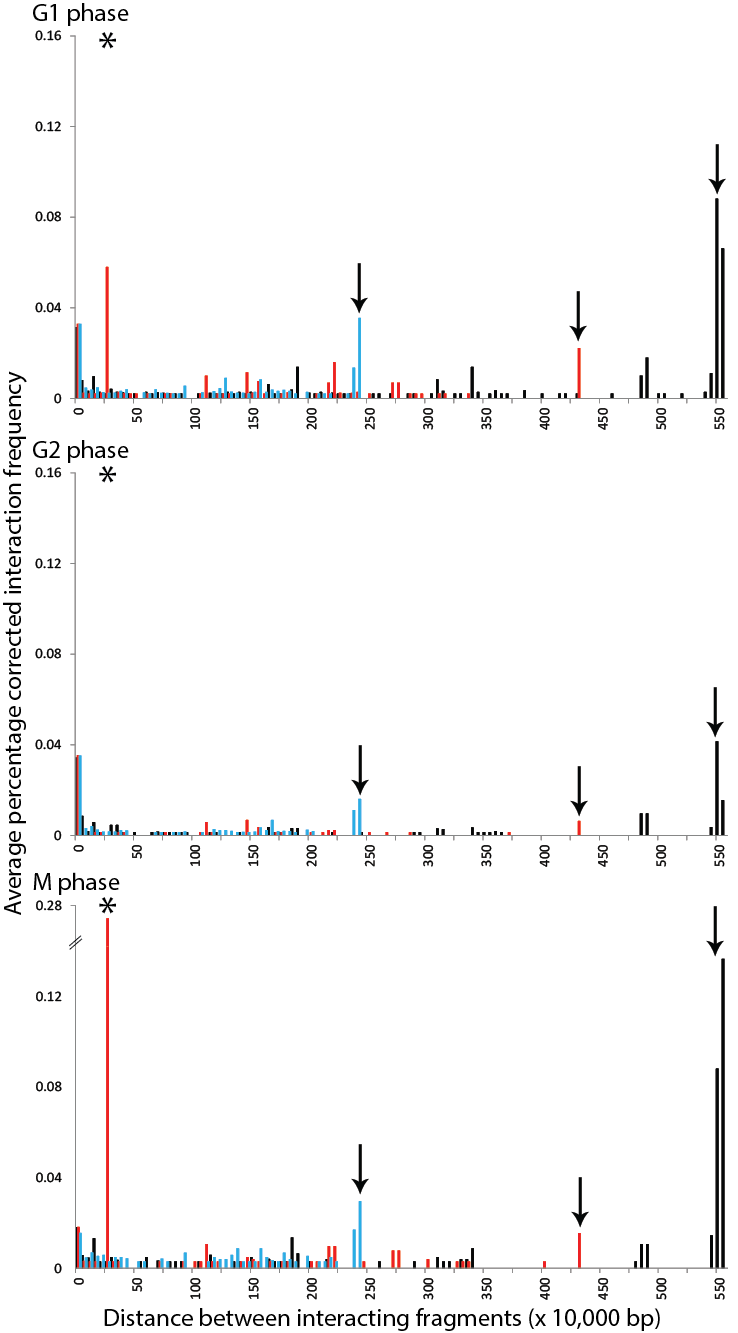

## Figure S8. The terminal sequences on the opposite arms of each chromosome colocalized to circularize each chromosome throughout the cell cycle.

Interaction frequency, expressed as a percentage of the total number of contacts, was plotted as a histogram for loop sizes grouped into 50 Kbp bins for each stage of the cell cycle: **(Top)** G1, **(Middle)** G2, and **(Bottom)** M phase. Results for the different chromosomes are coloured: chromosome I, black; II, red; III, blue. Arrows denote the loop lengths that indicate intrachromosomal telomere colocalization that results in the chromosomes assuming a circular conformation. An interaction between two fragments on chromosome II (Supplementary Table S8 and S9) fluctuated in frequency throughout the cell cycle (annotated by asterisks). Only uniquely positioned significant non-adjacent interactions were used for these analyses.

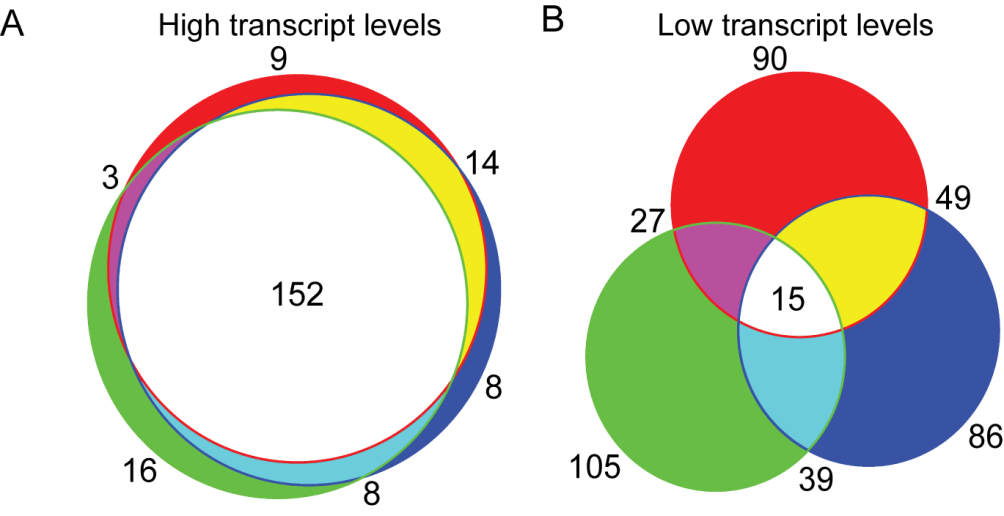

## Figure S9. Genes with high transcript levels in each cell cycle phase are highly conserved thoughout the cell cycle while genes with low transcript levels are predomenantly cell cycle phase specific.

**(A)** The majority of genes with high transcript levels were conserved at each cell cycle phase. **(B)** Genes with low transcript levels were largely specific to each cell cycle phase. The overlap between genes with the highest and lowest transcript levels at each phase of the cell cycle are displayed. Numbers represent the gene count in each subset. Here the RGB additive colour model (G1, red; G2, blue; and M, green) was used to highlight the intersections between the different gene sets.

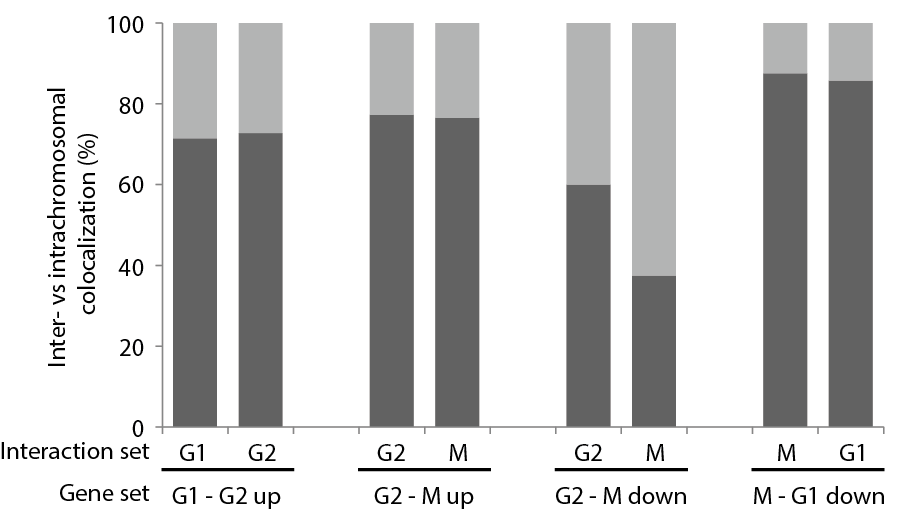

## Figure S10. The proportion of inter- versus intrachromosomal colocalization varied between genes with differential transcript levels.

Colocalization detected between differentially regulated genes (≥2-fold change in transcript level) was predominantly intrachromosomal, with the exception of G2→M downregulated genes. Furthermore, changes in intrachromosomal gene colocalization that correlated with differential gene expression were predominantly due to localized (>50 Kb) interactions (Supplementary Table S10). The percentage of inter- compared to intrachromosomal colocalization for genes with differential transcript levels was calculated and plotted for; G1→G2 and G2→M upregulated genes, and G2→M and M→G1 downregulated genes. The proportion of interchromosomal colocalization is depicted in light grey; the proportion of intrachromosomal colocalization is depicted in dark grey.

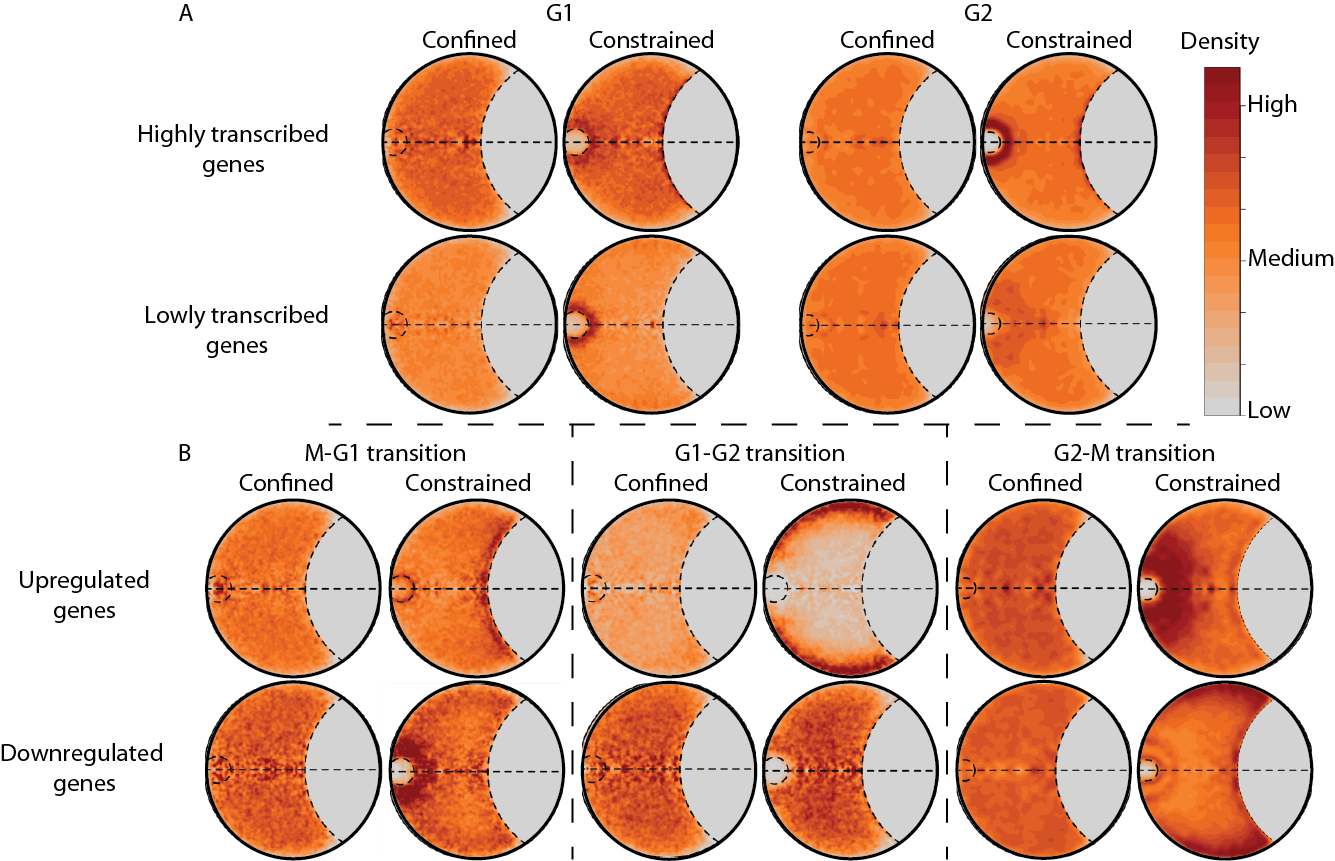

## Figure S11. Relative gene density maps reveal that the inclusion of tethering constraints (*i.e.* centromere association with SPB and telomere positioning at the nuclear periphery) is sufficient to provide a degree of order to sub-nuclear domains in G1 and G2 *S. pombe* nuclei.

**(A)** Relative density maps for genes with high and low transcript levels in the confined and constrained models for *S. pombe* nuclei during G1 and G2. **(B)** Relative density maps for genes that are upregulated during the M→G1, G1→G2, G2→M phase transitions in the confined and constrained models of the *S. pombe* G1 and G2 nucleus. The inclusion of interactions in the models made a significant difference to colocalization (see also Figure S13). Ensembles comprising 500 individual structures were generated using both the confined and the constrained models for each of the G1 and G2 cell cycle phase interaction sets. Genes with high, low, or differential transcript levels were mapped onto their respective granules, their relative density calculated for each structure and averaged across the ensemble. The positions of the genes that showed significant differences in transcript levels during the M→G1 and G1→G2 transition were mapped onto structures generated for the G1 phase. Genes that showed significant differences in transcript levels during the G2→M phase transition were mapped onto structures generated for the G2 phase of the cell cycle.

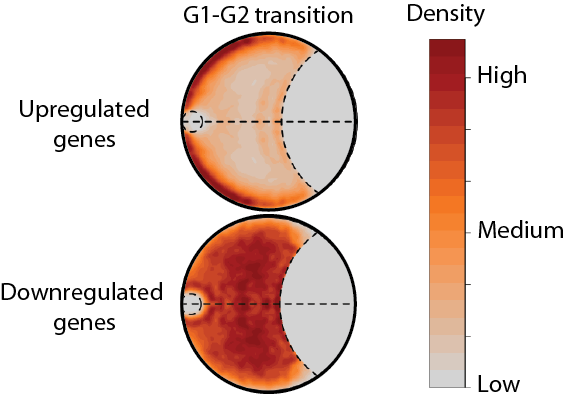

## Figure S12. Relative density maps for genes that are differentially regulated during the G1→G2 transition mapped onto the ensemble of structures generated using the interactions model for the G2 phase of the cell cycle.

An ensemble of 500 individual structures was generated using the interactions model and the G2 cell cycle phase interaction sets. Genes that showed significant differences in transcript levels during the G1→G2 phase transition were mapped onto their respective granules, the relative density of these granules in the nucleus averaged across the 500 models, and plotted as a gene density map.

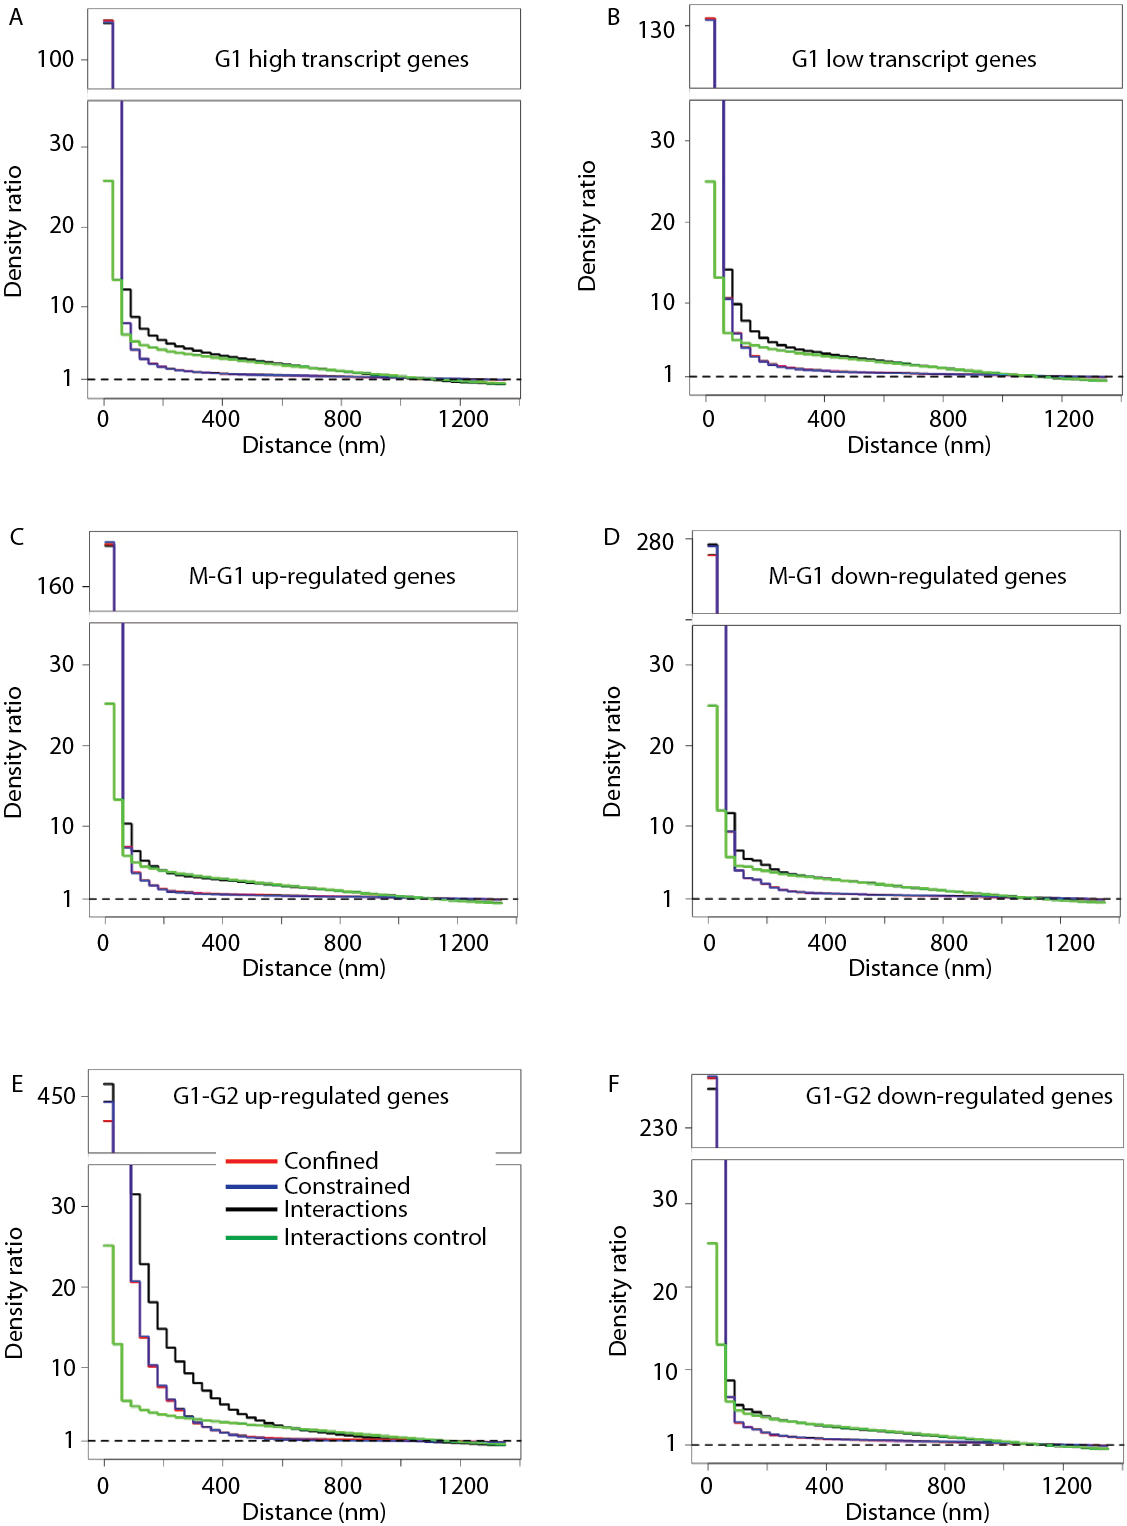

## Figure S13. Genes that are highly transcribed in G1 or upregulated during the M-G1 phase transition exhibit significant inter-gene clustering that is not explained by linear chromosome structure or general genome compaction.

Density distribution functions for genes **(A)** with high transcript levels in the G1 phase; **(B)** with low transcript levels in the G1 phase; **(C)** that are upregulated during the M→G1 phase shift; **(D)** that are downregulated during the M→G1 phase shift; **(E)** that are upregulated upon the G1→G2 phase shift; **(F)** that are downregulated upon the G1→G2 phase shift. DDFs were calculated for the ensemble of structures generated using the: (red) confined, (blue) constrained and (black) interactions models. DDFs were also determined for a set of randomly chosen loci (green line), rather than a specific set of genes, calculated from the interactions models, where the number of loci was equal to the number of genes under consideration. The broken black line depicts a density ratio of one. Note the DDFs for the confined (red) and constrained (blues) often overlap to a high degree.

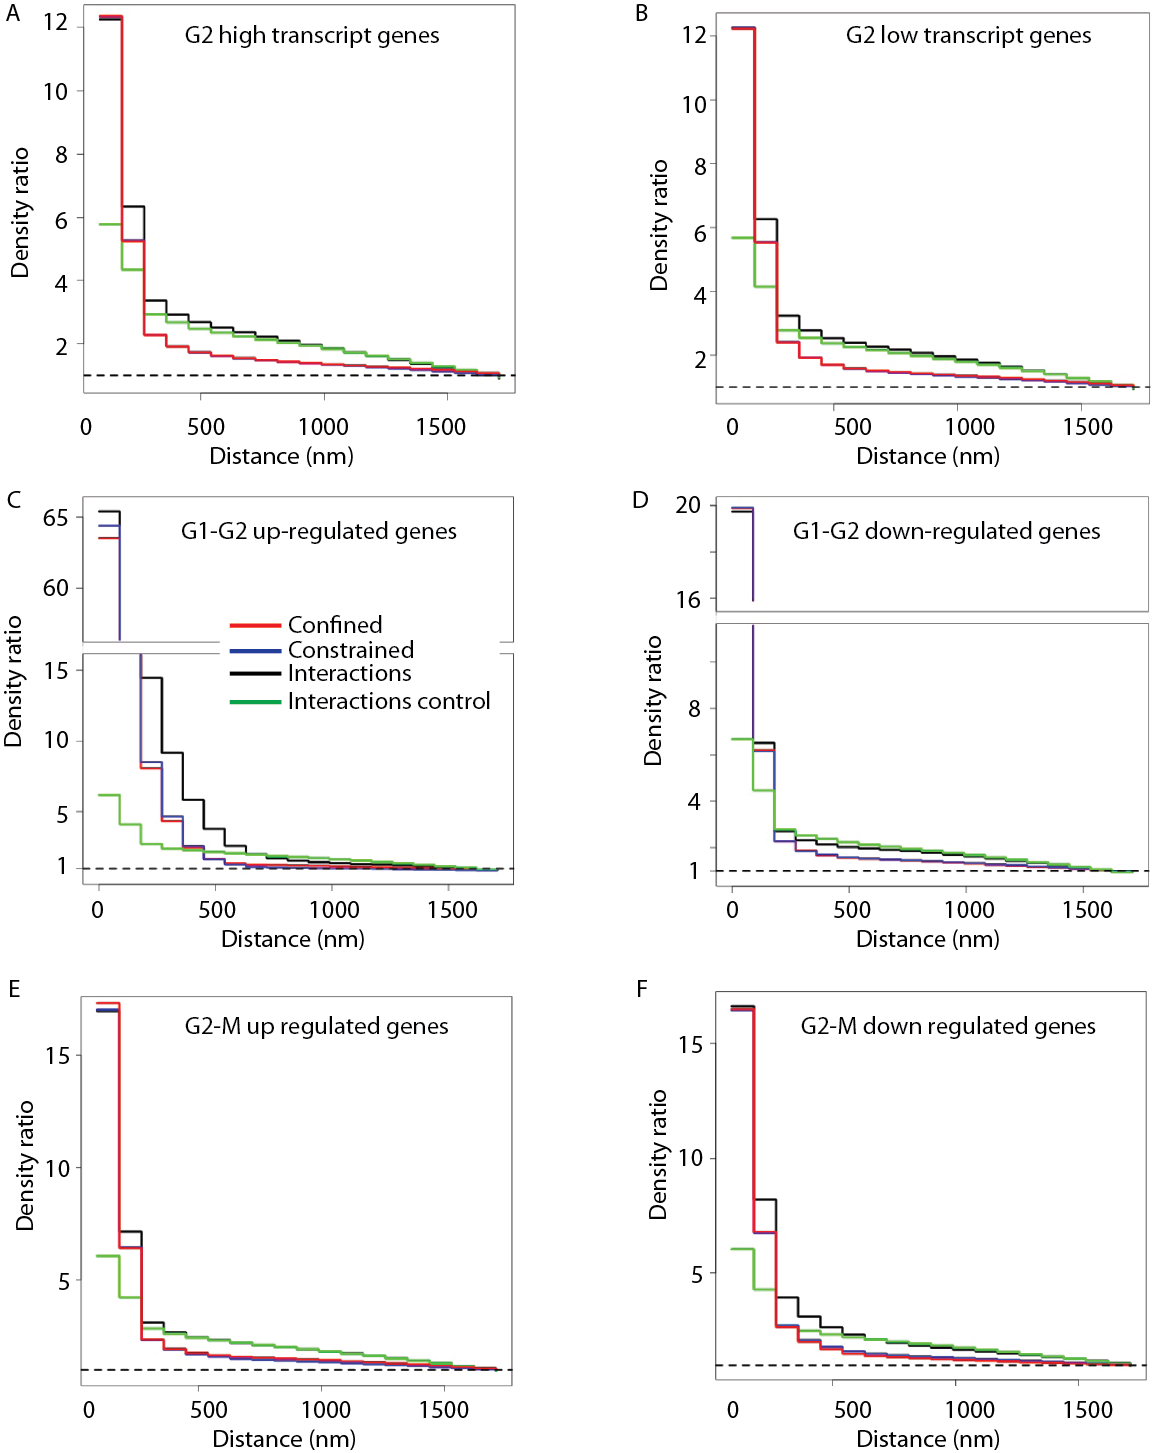

## Figure S14. Genes that are upregulated during the G1-G2 transition exhibit significant inter-gene clustering within the G2 phase models that is not explained by linear chromosome structure or general genome compaction.

Density distribution functions for genes **(A)** with high transcript levels in the G2 phase; **(B)** with low transcript levels in the G2 phase; **(C)** upregulated during the G1→G2 shift; **(D)** downregulated during the G1→G2 shift; **(E)** that are upregulated upon the G2→M phase shift; **(F)** that are downregulated upon the G2→M phase shift. DDFs were calculated for the ensemble of structures generated using the: (red) confined, (blue) constrained and (black) interactions models. DDFs were also determined for a set of randomly chosen loci (green line), rather than a specific set of genes, calculated from the interactions models, where the number of loci was equal to the number of genes under consideration. The broken black line depicts a density ratio of one.

# Supplementary tables

| Strain Name | Genotype | Reference |
| --- | --- | --- |
| MY291 | h- lue1 cdc10-129 | (19) |
| MY284 | h- lue1 cdc25-22 | (20) |
| MY286 | h- lue1 nuc2-663 | (21) |

## Table S1. *Schizosaccharomyces pombe* strains used in this study.

All strains were obtained from the National BioResource Project – Yeast (<http://yeast.lab.nig.ac.jp/nig/index_en.html>).

| G2 phase (cdc25-22) biological replicate #1 | | |
| --- | --- | --- |
|  | Before synchronization | After synchronization |
| Total cells counted | 225 | 204 |
| Number with a visible septum | 48 | 2 |
| Percentage | 21.33 | 0.98 |
| Synchronization efficiency | 100 – ((0.98 / 21.33) x 100) = **95.41%** | |

## Table S2. The synchronization efficiency for each of the G1 and G2 cell cycle phase biological replicates was calculated by comparing the proportion of cells with a septum before and after synchronization.

An example calculation of the cell culture synchronization efficiency for one of the G2 phase biological replicates is shown.

| Primer name | Sequence | Length of product (bp) |
| --- | --- | --- |
| E.coli191bp3’AseIF | TAGGCAGGATAAGGCGTTCA | 191 |
| E.coli191bp3’AseIR | GTGATTAATGCGGTCTGATGAGTCGTTTC |  |
| pRS426_185bp3’AseIF | TTGGTCTGACAGTTACCAATGC | 185 |
| pRS426_185bp3’AseIR | GTGATTAATGATAAATCTGGAGCCGGTGA |  |
| Lambda187bp3’AseIF | TTTACAGCGTGATGGAGCAG | 187 |
| Lambda187bp3’AseIR | GTGATTAATACCAATCCAGCCGGTCAG |  |

## Table S3. Ligation controls used in this study. Three short DNA sequences were amplified from the *E. coli* genome, pRS426 plasmid, and Lambda phage DNA.

An AseI site (red) was introduced into each amplicon within the reverse (AseIR) primer sequence. PCR amplicons were purified, digested with AseI and introduced into the GCC samples (at a 1:1 ratio with genome/cell number) before ligation to control for random inter-molecular ligation events.

| Cell cycle phases | G1 phase | G2 phase | M phase |
| --- | --- | --- | --- |
| Number of chromosome loci that contained genes with high transcript levels | 178 | 182 | 179 |
| Number of chromosome loci that contained genes with low transcript levels | 181 | 189 | 186 |

## Table S4. Table highlighting the number of chromosomal loci that had the highest (top 5%) and lowest (bottom 5%) transcript levels at each cell cycle phase and whether they were differentially regulated during cell cycle transitions.

Following analysis by Cufflinks, the genes that had the highest (top 5%) and lowest (bottom 5%, excluding genes that were not expressed) transcript levels were determined for each phase of the cell cycle.

| Cell cycle phase transitions | G1 → G2 phase | G2 → M phase | M → G1 phase |
| --- | --- | --- | --- |
| Total number of genes differentially expressed | 198 | 346 | 239 |
| Number of significantly upregulated genes  (percentage of total) | 102  (51.51%) | 138  (39.88%) | 150  (62.76%) |
| Number of significantly downregulated genes  (percentage of total) | 96  (48.49%) | 208  (60.12%) | 89  (37.24%) |
|  | | | |
| Genes with a fold change in transcript level ≥2 | 91 | 142 | 70 |
| Number of genes upregulated (cut-off ≥2)  (percentage of total) | 77  (84.62%) | 46  (32.39%) | 26  (37.14%) |
| Number of genes downregulated (cut-off ≥-2)  (percentage of total) | 14  (15.38%) | 96  (67.61%) | 44  (62.86%) |

## Table S5. The number of genes that were significantly differentially regulated during each *S. pombe* cell cycle transition.

RNA-seq data was analysed using Cufflinks (22, 23) to identify genes that were significantly up- and downregulated during each *S. pombe* cell cycle transition: G1 → G2 phase, G2 → M phase, and M → G1 phase. The total number of genes, and those that had a ≥2-fold change in transcript level, are displayed.

| **Non-reducing random sampling** | |
| --- | --- |
| All significant non-adjacent interactions | p = <0.001 |
| Significant interchromosomal interactions | p = <0.001 |
| Significant non-adjacent intrachromosomal interactions | p = <0.001 |
| **Reducing random sampling** | |
| All significant non-adjacent interactions | p = <0.001 |
| Significant interchromosomal interactions | p = <0.001 |
| Significant non-adjacent intrachromosomal interactions | p = <0.001 |

## Table S6. The sampled network is significantly different from that expected for randomly selected interactions.

Random networks were generated from a non-reducing and reducing pool of the total captured interactions. Chi-squared tests were performed to compare the average number of significant specific and shared interactions detected in the randomly selected sets with the actual experimentally determined interaction sets.

| **Interaction set** | **p value**  **CR** | **p value**  **R** |
| --- | --- | --- |
| G1 phase specific inter | <0.001 | <0.001 |
| G1 phase shared inter G1 G2 | 0.002 | 0.004 |
| G2 phase shared inter G1 G2 | 0.006 | 0.002 |
| G2 phase specific inter | <0.001 | <0.001 |
| G2 phase shared inter G2 M | <0.001 | <0.001 |
| M phase shared inter G2 M | 0.001 | 0.001 |
| M phase specific inter | <0.001 | <0.001 |
| M phase shared inter M G1 | <0.001 | <0.001 |
| G1 phase shared inter M G1 | <0.001 | <0.001 |
| G1 phase shared inter G1 G2 M | 0.028 | 0.027 |
| G2 phase shared inter G1 G2 M | 0.019 | 0.025 |
| M phase shared inter G1 G2 M | 0.021 | 0.022 |
| G1 phase specific intra | <0.001 | <0.001 |
| G1 phase shared intra G1 G2 | 0.001 | 0.005 |
| G2 phase shared intra G1 G2 | 0.005 | 0.010 |
| G2 phase specific intra | 0.008 | 0.014 |
| M phase specific intra | 0.001 | <0.001 |
| M phase shared intra M G1 | <0.001 | <0.001 |
| G1 phase shared intra M G1 | 0.001 | <0.001 |

## Table S7, p values for significant LTR colocalization sets for Figure 2.

Inter, interchromosomal; intra, intrachromosomal; CR, conserved random; R, random clustering (see methods).

| Chromosme (Fragment ID) | Coordinates (bp) | Fragment length (bp) |
| --- | --- | --- |
| Chr II (F1) | 2,163,364 – 2,164,371 | 1,007 |
| Chr II (F2) | 2,423,879 – 2,432,127 | 9,000 |

## Table S8. Chromosomal coordinates and lengths of the restriction fragments involved in a high frequency intrachromosomal interaction detected within chromosome II (Supplementary Figure S4).

Both fragments contain an LTR element.

|  | Fold change in transcript level | | |
| --- | --- | --- | --- |
| Fragment ID and overlapping genes | G1 → G2 phase (significant) | G2 → M phase (significant) | M → G1 phase (significant) |
| F2: Ubiquitin-protein ligase E3 (SPBC21D10.09c) | -0.3075 (no) | 0.9183 (yes) | -0.6108 (no) |

## Table S9. The absence of the interaction between two LTR elements in chromosome II during G2 phase was associated with the up regulation of the overlapping ubiquitin-protein ligase E3 gene.

The ubiquitin-protein ligase E3 gene was internal to and spanned ~70% of fragment F2 (Table S7).

| Gene set | % intrachromosomal  colocalization between elements >50 Kb apart | |
| --- | --- | --- |
| G1 → G2 upregulated | G1: 40 | G2: 62.5 |
| G2 → M upregulated | G2: 0 | M: 0 |
| G2 → M downregulated | G2: 41.7 | M: 14.3 |
| M → G1 downregulated | M: 0 | G1: 0 |
| G1 high transcript | 93.7 | |
| G1 low transcript | 57.1 | |
| G2 high transcript | 86.7 | |
| G2 low transcript | 76.9 | |
| M high transcript | 84.2 | |
| M low transcript | 81.8 | |

## Table S10. There was a reduction in intrachromosomal colocalization of differentially regulated genes that were >50 Kb apart.

This was particularly noticeable for genes that exhibited differential changes in transcript levels around the M phase.

| **Interaction set** | **Gene set** | **p value**  **CR** | **p value**  **R** |
| --- | --- | --- | --- |
| G1 phase shared inter G1 G2 | shared high transcript levels | 0.001 | <0.001 |
| G2 phase shared inter G1 G2 | shared high transcript levels | 0.001 | <0.001 |
| M phase shared inter M G1 | shared high transcript levels | 0.010 | 0.008 |
| G1 phase shared inter M G1 | shared high transcript levels | 0.001 | 0.001 |
| G1 phase shared inter G1 G2 M | shared high transcript levels | <0.001 | <0.001 |
| G2 phase shared inter G1 G2 M | shared high transcript levels | 0.003 | 0.002 |
| M phase shared inter G1 G2 M | shared high transcript levels | 0.008 | 0.006 |
| G1 phase specific intra | shared high transcript levels | 0.014 | 0.003 |
| G2 phase shared intra G1 G2 M | shared high transcript levels | 0.019 | 0.023 |
| G1 phase shared inter G1 G2 | G1 low transcript levels | 0.028 | 0.026 |
| M phase specific intra | M low transcript levels | 0.005 | 0.001 |
| G1 phase shared intra G1 G2 M | G1 low transcript levels | 0.033 | 0.034 |
| G2 phase shared intra G1 G2 M | G1 low transcript levels | 0.004 | 0.013 |
| M phase shared intra G1 G2 M | G1 low transcript levels | 0.016 | 0.006 |

## Table S11, p values for significant colocalization of genes with high and low transcript levels for Figure 4.

Inter, interchromosomal; intra, intrachromosomal; CR, conserved random; R, random clustering (see methods).

| **Interaction set** | **Gene set** | **p value**  **CR** | **p value**  **R** |
| --- | --- | --- | --- |
| G1 phase specific inter | G1 G2 up regulated | 0.011 | 0.028 |
| G1 phase shared inter G1 G2 | G1 G2 up regulated | 0.003 | 0.004 |
| G2 phase shared inter G1 G2 | G1 G2 up regulated | 0.002 | 0.002 |
| G1 phase shared intra G1 G2 | G1 G2 up regulated | 0.005 | 0.002 |
| G2 phase shared intra G1 G2 | G1 G2 up regulated | 0.006 | 0.009 |
| G2 phase specific intra | G1 G2 up regulated | 0.024 | 0.016 |
| M phase shared inter M G1 | M G1 down regulated | 0.008 | 0.009 |
| G1 phase shared inter M G1 | M G1 down regulated | 0.012 | 0.007 |
| G2 phase specific intra | G2 M down regulated | 0.031 | 0.031 |
| M phase shared intra G1 G2 M | G2 M down regulated | 0.004 | 0.001 |
| G1 phase shared intra G1 G2 M | M G1 down regulated | 0.049 | 0.046 |
|  |  |  |  |

## Table S12, p values for significant colocalization sets for Figure 5.

Inter, interchromosomal; intra, intrachromosomal; CR, conserved random; R, random clustering (see methods).

**References**

1. Neumann, F.R. and Nurse, P. (2007) Nuclear size control in fission yeast. *J. Cell Biol.*, **179**, 593−600.

2. Funabiki, H., Hagan, I., Uzawa, S. and Yanagida, M. (1993) Cell cycle-dependent specific positioning and clustering of centromeres and telomeres in fission yeast. *J. Cell Biol.*, **121**, 961–976.

3. Iwasaki, O., Tanaka, A., Tanizawa, H., Grewal, S.I.S. and Noma, K.I. (2010) Centromeric localization of dispersed Pol III genes in fission yeast. *Mol. Biol. Cell*, **21**, 254–265.

4. Kniola, B., O’Toole, E., McIntosh, J.R., Mellone, B., Allshire, R., Mengarelli, S., Hultenby, K. and Ekwall, K. (2001) The domain structure of centromeres is conserved from fission yeast to humans. *Mol. Biol. Cell*, **12**, 2767–75.

5. Bystricky, K., Heun, P., Gehlen, L., Langowski, J. and Gasser, S.M. (2004) Long-range compaction and flexibility of interphase chromatin in budding yeast analyzed by high-resolution imaging techniques. *Proc Natl Acad Sci U S A*, **101**, 16495–16500.

6. Haering, C.H., Farcas, A.-M., Arumugam, P., Metson, J. and Nasmyth, K. (2008) The cohesin ring concatenates sister DNA molecules. *Nature*, **454**, 297–301.

7. Haering, C.H., Löwe, J., Hochwagen, A. and Nasmyth, K. (2002) Molecular architecture of SMC proteins and the yeast cohesin complex. *Mol. Cell*, **9**, 773–88.

8. Hirano, T. (2006) At the heart of the chromosome: SMC proteins in action. *Nat. Rev. Mol. Cell Biol.*, **7**, 311–22.

9. Schmidt, C.K., Brookes, N., Uhlmann, F. and Christine K Schmidt, N.B. and F.U. (2009) Conserved features of cohesin binding along fission yeast chromosomes. *Genome Biol.*, **10**, R52.

10. Gehlen, L.R., Gruenert, G., Jones, M.B., Rodley, C.D., Langowski, J.. and O’Sullivan, J.M. (2012) Chromosome positioning and the clustering of functionally related loci in yeast is driven by chromosomal interactions. *Nucleus*, **3**, 1–15.

11. Wong, H., Marie-nelly, H., Herbert, S., Carrivain, P., Blanc, H., Koszul, R., Fabre, E. and Zimmer, C. (2012) A predictive computational model of the dynamic 3D interphase yeast nucleus. *Curr. Biol.*, **22**, 1881–90.

12. Tjong, H.A., Gong, K.A., Chen, L.A. and Alber, F.A. (2012) Physical tethering and volume exclusion determine higher-order genome organization in budding yeast. *Genome Res.*, **22**, 1295–1305.

13. Rapaport, D.C. (2007) The art of molecular dynamics simulation Cambridge University Press, New York.

14. Vologodskii, A. and Rybenkov, V. V (2009) Simulation of DNA catenanes. *Phys. Chem. Chem. Phys.*, **11**, 10543–52.

15. O’Sullivan, J., Hendy, M., Pichugina, T., Wake, G. and Langowski, J. (2013) The statistical-mechanics of chromosome conformation capture. *Nucl. (United States)*, **4**, 1–9.

16. Cramer, P., Bushnell, D. a and Kornberg, R.D. (2001) Structural basis of transcription: RNA polymerase II at 2.8 angstrom resolution. *Science*, **292**, 1863–76.

17. Rickman, C. and Bickmore, W. a (2013) Transcription. Flashing a light on the spatial organization of transcription. *Science*, **341**, 621–2.

18. Ocampo-Hafalla, M.T. and Uhlmann, F. (2011) Cohesin loading and sliding. *J. Cell Sci.*, **124**, 685–91.

19. Aves, S.J., Durkacz, B.W., Carr, A. and Nurse, P. (1985) Cloning, sequencing and transcriptional control of the Schizosaccharomyces pombe cdc10 “start” gene. *EMBO J.*, **4**, 457–463.

20. Nurse, P., Thuriaux, P. and Nasmyth, K. (1976) Genetic control of the cell division cycle in the fission yeast Schizosaccharomyces pombe. *Mol. Gen. Genet.*, **146**, 167–178.

21. Hirano, T., Hiraoka, Y. and Yanagida, M. (1988) A temperature-sensitive mutation of the Schizosaccharomyces pombe gene nuc2+ that encodes a nuclear scaffold-like protein blocks spindle elongation in mitotic anaphase. *J. Cell Biol.*, **106**, 1171–1183.

22. Trapnell, C., Hendrickson, D.G., Sauvageau, M., Goff, L., Rinn, J.L. and Pachter, L. (2012) Differential analysis of gene regulation at transcript resolution with RNA-seq. *Nat. Biotechnol.*, **31**, 46–53.

23. Trapnell, C., Roberts, A., Goff, L., Pertea, G., Kim, D., Kelley, D.R., Pimentel, H., Salzberg, S.L., Rinn, J.L. and Pachter, L. (2012) Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat. Protoc.*, **7**, 562–78.

How the deposited data were processed for this re-analysis (not part of the article)

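Chromosomal interactions were measured by GCC in *S. pombe* cultures arrested in G1, G2 or M phase by a temperature-sensitive mutation (cdc10, cdc25 or nuc2) at 36°C for 4 h. There were 6 libraries, 2 biological replicates for each of 3 phases. Phase and replicate were taken from the labels of the libraries and from the strains the paper names for each phase. Each phase comes from another strain, so phase, strain and library preparation are not separated by the design.

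The authors made the files as follows. AseI digested and ligated chromatin was sequenced as 50 bp paired ends. The Topography suite, which uses SOAP, positioned paired ends and single ends that contain an AseI site, without mismatches or unassigned bases, on the nuclear and mitochondrial sequences and on the control plasmids. The deposited counts are the raw number of read pairs for each pair of AseI fragments, without normalization and without the cut-off. For each phase the counts of both biological replicates are pooled in the table analysed here, and the number of columns of per-sample values left unused was 0. The labels list a further table for each phase, which was not used here. The table used includes ends placed on repeated sequence, and no column marks pairs in which both fragments were uniquely positioned. The paper applied that filter to most of its results. It was not applied here, because the table used does not mark such pairs and the further table was not used. All main values are therefore over all pairs in the table used. Pairs of 2 repeat-free fragments hold 0.125%, 0.370% and 0.138% of its counts in G1, G2 and M phase, so the main values describe mainly contacts of fragments with repeated sequence. The small number of significant repeat-free interactions, set against the paper's numbers, argues against the table being a network of all positioned pairs. Uniquely positioned fragments only, chosen as the main setting before the data were examined, was not run, and all positioned fragments with repeats included, listed then as well, is met only as far as this table holds them.

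From these counts, pairs listed in both directions were used 1 time, pairs with a mitochondrial or plasmid fragment were set aside, and adjacent fragments were left out. A pair with at least 3 counts was called significant, the cut-off of the paper. The network held 2056860 counts in G1 phase, 2196581 in G2 phase and 2119634 in M phase. Shares of counts or interactions are given with Wilson intervals at the 95% level. These cover counting error only, because amplified copies of a molecule are counted as separate reads and because the replicates are pooled. A count of 0 allows up to 3 counts. No SD between replicates, no fit with the replicates left out in turn and no test across replicates could be made, and each p-value compares pooled tables.

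Coordinates were kept as the tables give them. The tables end at base 5572983 on chromosome I and 4509021 on chromosome II, while the reference genome is 5579133 and 4539804 bp long there. The fragments match it without a shift on chromosomes II and III and on chromosome I up to base 3777308, and with a shift of 6149 or 6150 bp beyond. No coordinate was converted. Each fragment was matched to the reference by its AseI ends, so that its sequence could be read, and 3 nuclear fragments (2 on chromosome I, 1 on chromosome II) were not matched. The annotation of each fragment is the one deposited with the counts. A fragment was called repeat-free when none of its 50 bp stretches, on either strand, occurs elsewhere in the nuclear genome. A pair shares repeated sequence when the fragment at 1 end, or a neighbour of it, has a 50 bp stretch in common with the fragment at the other end, and 25 bp stretches were used as a stricter form. Where counts between windows were set against the totals of the fragments, the expected number was taken over the pairs of fragments left in that form. Loop length is the distance between the facing ends of the fragments.

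Intrachromosomal shares and shares of short loops were compared between phases with two-sided Fisher's exact tests on numbers of interactions. Sharing between phases was counted over the union of significant interactions. Phase-specific interactions were compared with 1000 networks in which the reads of the 3 phases were pooled and dealt out again at the depth of each phase. Frequencies of different phases were compared by the squared Pearson correlation over pairs significant in at least 1 of the phases. Counts between chromosome ends and between centromeres were compared with 1000 random pairs of 50 kb windows. Counts between 267 fragments annotated with an LTR were compared with 1000 random sets of fragments that conserve the number on each chromosome and 1000 drawn over the genome, with one-sided p-values. Saturation was measured with 100 draws of 50% of the counts. The interactions named in the text were fixed by rule before the data were examined: every pair the paper names, and in each phase the 3 interchromosomal and the 3 intrachromosomal interactions over 50 kb with the most reads.

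The alternatives were cut-offs of at least 2 and at least 5 reads, equal depth, adjacent pairs included, other limits on loop length, weighting by reads, other correlation measures, wider windows at chromosome ends and centromeres, and other random sets. Alternatives without pairs that share repeated sequence, or with repeat-free fragments only, the comparison of LTR fragments in place of LTR positions, and random sets matched for the number of fragments with repeated sequence, were added after the tables had been examined.

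The copy numbers of 50 bp stretches were tested on simulated sequence, with 0 differences in 9582 positions, and those of 25 bp stretches with 0 differences in 9632 positions. On simulated phases without a difference, 2 of 30 common pool tests had a p-value under 0.05, and 200 of 200 pairs added to a phase were called specific to it. Random sets of fragments gave a p-value under 0.05 in 10 of 160 tests, and sets with added contacts in 4 of 4. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9 were used.

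The colocalization of genes with high or low transcript levels and of upregulated genes was not analysed here. LTR positions were not used, as the copy of the supplementary genome file used here is incomplete. Fragments that the annotation deposited with the counts marks with an LTR took their place. The transcript levels and the polymer models were not analysed here.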

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

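All tests in this part were chosen after the result they bear on had been seen.

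Read pairs that join nuclear and mitochondrial fragments are listed in the tables, and the paper's text does not report on them. They held 8725 counts in G1 phase, 7421 in G2 phase and 9099 in M phase, against at most 5 counts that join nuclear fragments to the control plasmid pUC19 in any of these tables and 3 to the pRS426 control in G2 phase, where it was added. Of these pairs, 417, 375 and 462 reached the cut-off of 3 reads. Copies of mitochondrial sequence in the nuclear genome are a candidate source of the leading pairs: 3 nuclear fragments share a 50 bp stretch with the mitochondrial genome, and the 3 pairs with the most counts each involve a different fragment of these. These 3 fragments lie on chromosome I from 3803244 to 3804303 (420, 389 and 786 counts in G1, G2 and M phase), on chromosome II from 34939 to 36989 (321, 312 and 1127 counts) and on chromosome II from 37080 to 38258 (197, 224 and 267 counts). Each number is the total of the fragment with all mitochondrial fragments. The leading pairs held 418, 387 and 783 counts on the first fragment, 212, 206 and 729 on the next and 173, 197 and 236 on the last. Such copies do not account for most of the signal, since over all phases 16.0% of the nuclear to mitochondrial counts lie on these fragments. The rDNA held 5323, 4571 and 3457 of the counts. Random joining of abundant mitochondrial DNA during ligation stays open, because the controls were added in amounts that the tables do not tie to the amount of mitochondrial DNA. No biological explanation was tested.

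Fragments whose repeated sequence has all its copies within 100 kb give contacts that can be placed on a map to that precision. There are 141 such fragments outside the rDNA. Their counts with repeat-free fragments within 100 kb were 56 of 3501 in G1 phase, 63 of 2607 in G2 phase and 195 of 2872 in M phase. The share within 100 kb was higher in M phase than in G1 phase (p = 6.56e-27, two-sided Fisher's exact test on counts) and than in G2 phase (p = 6.33e-15), and higher in G2 phase than in G1 phase (p = 0.0246). These p-values compare reads of pooled tables and not replicated conditions.

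Joining of ends at random over all repeat-free fragments gave 51.2, 38 and 39.1 counts within 100 kb. The observed counts were 1.09 times that number in G1 phase (interval 0.807 to 1.38), 1.66 times in G2 phase (1.25 to 2.07) and 4.99 times in M phase (4.29 to 5.69). G1 phase contacts at this distance are therefore consistent with random joining, while those of G2 and M phase exceed it. In M phase the excess declined with distance, from 17.3 times within 10 kb to 6.33 times at 10 to 20 kb, 5.1 times at 20 to 50 kb, 2.56 times at 50 to 100 kb, 1.82 times at 100 to 200 kb and 1.24 times at 200 to 500 kb. In G2 phase there was no steady decline, with 4.9 times within 10 kb, 0.803 times at 10 to 20 kb, 1.23 times at 20 to 50 kb, 1.61 times at 50 to 100 kb and 1.02 times at 100 to 200 kb. In G1 phase the value within 10 kb was 2.31 times (interval 0.799 to 3.81). The M phase counts were spread over 81 fragments, the largest with 16 counts, and 179 counts were left without it.

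Incomplete digestion of neighbouring fragments would raise contacts over short distances only. The tables argue against it as the whole cause in M phase, since at 20 to 100 kb the counts were still 3.52 times those of random joining. In G2 phase they were 1.465 times (interval 1.04 to 1.89) at this distance, narrowly above random joining, so that the shortest distances are not the whole of the small excess there. More random joining in the other phases could hide the same contacts there, but in that case G1 phase, with a network of nearly equal size, would hold a similar number beyond random joining. It held 4.77 and G2 phase 25 counts beyond random joining, against 155.9 in M phase. A difference between the strains or library preparations cannot be told apart from a difference between phases, because each phase has 1 strain and 1 pooled table. A difference between the phases, such as a closer packing of M phase chromosomes, stays open as a hypothesis and was not tested separately.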

How the results depend on the processing

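The alternatives were set before the data were examined, except those called added, which were chosen after the tables had been seen. The tests of this part use the thresholds of the main values. Of 221 values under an alternative, over 42 results, 126 kept their direction and their side of the threshold, or stayed within counting error (within 1.5 times for counts, and within 0.05 for squared correlations), 76 moved further than that, 12 reversed and 7 no longer passed their test. Where no reason is given below, the cause was not tested.

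At a cut-off of at least 2 reads, the significant interactions numbered 23836 in G1 phase, 21790 in G2 phase and 14569 in M phase, more than with 3 reads by construction. Their intrachromosomal shares were 27.6%, 29.9% and 33.8%. Interactions shared by all phases were 38.2% of intrachromosomal and 25.6% of interchromosomal ones. Loops of 200 bp to 5 kb were 2.87% in G1 phase, 2.94% in G2 phase and 4.53% in M phase. The M phase share was higher than that of G1 phase (p = 2.87e-06, two-sided Fisher's exact test) and of G2 phase (p = 8.1e-06).

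At a cut-off of at least 5 reads there were 9155 significant interactions in G1 phase and 8332 in G2 phase. The intrachromosomal shares were 35.9%, 38.8% and 41.4% in G1, G2 and M phase, and the shares of interactions common to all phases 60.9% (intrachromosomal) and 42.8% (interchromosomal). Short loops were 5.01% in G1 phase and 5.2% in G2 phase. The difference in short loops (all p-values on shares are from two-sided Fisher's exact tests) changed to -0.409 percentage points between G2 and M phase (p = 0.492) and to -0.59 between G1 and M phase (p = 0.328), so neither passed the test. The interchromosomal share of LTR colocalization became 64.5% in G1 phase and 62.7% in G2 phase, above and no longer below that of the other interactions (p = 0.546 and 0.0524, Fisher's exact test).

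With all phases drawn down to the 2056860 reads of G1 phase, 25 of 26 values were the same by these measures. The exception was the difference in short loops between G2 and M phase, -0.867 percentage points (p = 0.0651, Fisher's exact test).

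Restricted to loops over 50 kb, the intrachromosomal shares were 27.1%, 29.1% and 32.5%, lower because loops were removed, and the differences between phases kept their direction and stayed past the threshold. Weighted by reads the shares were 69.3%, 68.0% and 68.7%. G1 phase minus G2 phase then reversed to 1.38 percentage points, and G1 phase minus M phase to 0.698, while G2 phase minus M phase kept its direction. With adjacent pairs included, the numbers of significant interactions stayed within 1.5 times, and their intrachromosomal shares were 32.7%, 36.7% and 40.3%, higher because every adjacent pair is intrachromosomal. Loops of at least 200 bp only left the intrachromosomal shares within counting error, and kept their differences and the phase-specific interactions on the same side of the threshold.

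When an interaction needed only 1 read in the other phases, 76.7% of intrachromosomal and 67.5% of interchromosomal interactions were shared by all phases, more by construction.

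The squared correlations of G1 with G2, G2 with M and G1 with M phase were 0.735, 0.709 and 0.784 on the scale of log2(reads + 1), and 0.39, 0.419 and 0.501 with Spearman's coefficient. Without the 10 pairs with the most reads, G1 with G2 phase fell to 0.938.

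Loops up to 5 kb with no lower limit were 4.92%, 5.52% and 6.17% in G1, G2 and M phase, and the difference between G2 and M phase was -0.649 percentage points (p = 0.216, Fisher's exact test). Loops of 200 bp to 10 kb were 6.44%, 6.59% and 8.1%. Both settings admit more loops by construction.

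With the terminal 100 kb in place of 50 kb, ends of different chromosomes were at a median percentile of 90.4 in M phase, under the threshold of 95. The other 5 values for chromosome ends were the same, as were all 3 values for centromeres in windows of 100 kb. By reads, the interchromosomal share of LTR colocalization was 53.9%, 52.7% and 54.5% in G1, G2 and M phase, against 26.4%, 28.4% and 26.6% for the other counts, so that the direction reversed in G1 and G2 phase. Drawing 80% of the reads recovered 84.7%, 84.4% and 88.0% of significant interactions, more by construction.

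Without pairs that share repeated sequence (added), 8322, 7279 and 2980 significant interactions were left in G1, G2 and M phase, with intrachromosomal shares of 20.7%, 23.0% and 26.2%. Interactions shared by all phases fell to 15.2% of intrachromosomal and 12.3% of interchromosomal ones, and the squared correlations to 0.382 (G1 with G2 phase), 0.234 (G2 with M phase) and 0.379 (G1 with M phase). Short loops were 1.39%, 1.49% and 3.33%. The interchromosomal share of LTR colocalization in M phase reversed, to 50% and below the other interactions (p = 0.00396, Fisher's exact test). Of the 24 LTR tests 9 passed, 4 interchromosomal and 5 intrachromosomal. Drawing 50% of the reads recovered 38.4%, 36.6% and 32.5% of the interactions. The differences in intrachromosomal share and the comparison with a common pool kept their direction and side of the threshold under this setting. The ratios to the common pool were 1.103, 1.295 and 0.683 in G1, G2 and M phase, against 1.93, 1.31 and 0.392 over all pairs. Chromosome ends and centromeres passed against random windows too, but this shows nothing, since the 95th percentile of the random windows is then 0 counts and any pair of windows with a significant interaction passes.

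With repeat-free fragments only (added), 115, 770 and 86 significant interactions were left in G1, G2 and M phase, and 2580, 8132 and 2917 counts in all, which limits every value below. Whether these counts differ from random joining of repeat-free fragments was not tested. The intrachromosomal shares were 37.4%, 34.9% and 30.2%, and their differences reversed to 2.46 percentage points for G1 minus G2 phase, 4.7 for G2 minus M phase and 7.16 for G1 minus M phase, none past Fisher's exact test (p = 0.603, 0.405 and 0.298). Interactions shared by all phases were 2.4% of intrachromosomal and 2.31% of interchromosomal ones. Against a common pool, the ratio for G1 phase was 1.12 (p = 0.528), and that for M phase reversed to 1.17 (p = 0.234, permutation). The squared correlations were 0.425, 0.209 and 0.377 for G1 with G2, G2 with M and G1 with M phase. Short loops were 0% in G1 phase (0 of 43), 0.744% in G2 phase (2 of 269) and 0% in M phase (0 of 26), with differences of 0.744 percentage points for G2 minus M phase, a reversal, and 0 for G1 minus M phase (p = 1 for both, Fisher's exact test).

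The LTR tests were made on fragments annotated with an LTR (added), in place of LTR positions. Counting each interaction 1 time, a cut-off of at least 5 reads, and random fragments only where seen in the network each left 24 of 24 tests passed, and random fragments matched for repeated sequence left 16.

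The planned main setting of uniquely positioned fragments was not run. All pairs in the tables took its place. Pairs of 2 repeat-free fragments hold under 1% of the counts, which argues against the tables fully meeting the setting with repeats included. The subsets of genes with high or low transcript levels and of upregulated genes, and the intrachromosomal share of high against low transcript genes, were not run in any setting. Leaving out replicate 1 or replicate 2 of a phase, and a fit with a replicate block, were not run. No paired analysis was possible because both replicates of a phase are pooled in the table analysed here, so that no column belongs to a replicate.

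Depth limits several results. Drawing 50% of the reads recovered 59.7%, 59.8% and 69.4% of the significant interactions of G1, G2 and M phase, so many interactions near the cut-off would change from draw to draw, and an interaction significant in only 1 phase is not shown to be absent from the others.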

Differences from the paper's values

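The paper filtered for uniquely positioned fragments, a step that was not applied here, and the values given here are over all pairs in the tables, which mainly involve fragments with repeated sequence, unless another setting is named. Alternatives called added were chosen after seeing the values.

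The paper states an intrachromosomal share of about 80% in G1 phase and about 90% in G2 phase and M phase. The values here were 30.5%, 32.9% and 37.4%. Weighted by reads, the shares were 69.3%, 68.0% and 68.7%, within 1.5 times the paper's values. None of the other alternatives set before the data were examined closed the gap (cut-offs of at least 2 or 5 reads, equal depth, loops of at least 200 bp, loops over 50 kb).

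The paper gives 767 interchromosomal and 4986 intrachromosomal interactions over the 3 phases. The numbers here were 25829 and 12777. None of the alternatives set before the data were examined closed the gap, the nearest being a cut-off of at least 5 reads with 14898 and 9309. With repeat-free fragments only, an added setting, the interchromosomal interactions of G1, G2 and M phase numbered 72, 501 and 60 and the intrachromosomal ones 43, 269 and 26.

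For the squared correlation of frequencies between phases, the paper's values are 0.8058 for G1 with G2 phase, 0.3239 for G2 with M phase and 0.5335 for G1 with M phase. The values here were 0.993, 0.993 and 0.999. As a squared Spearman correlation G1 with M phase gave 0.501, within 0.05 of the paper's value, while G1 with G2 phase gave 0.39 and G2 with M phase 0.419. None of the other alternatives set before the data were examined came within 0.05 for any comparison.

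Loops under 200 bp are 83.6%, 91.0% and 68.1% of loops in G1, G2 and M phase in the paper. Here they were 1.08%, 1.52% and 1.22% of significant intrachromosomal interactions, and no alternative set before the data were examined closed the gap, with values from 0.927% to 1.73%.

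The paper counts 14 ligation events of the genome with pUC19 in G1 phase and 2 in M phase. The tables used here hold 2 and 0. The paper counts 1 event with pRS426 in G2 phase, where 3 counts are found here. No alternative applies to these counts.

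The chromosome II LTR fragment pair is shown at about 0.058% of contacts in G1 phase and about 0.27% in M phase in Supplementary Figure S8, read by eye. The values here were 0.00336% and 0.0034%. With the counts of significant non-adjacent interactions as the total, set before the data were examined, they were 0.00349% and 0.00349%. The figure uses uniquely positioned significant interactions only and another total than these, so the percentages are not on one scale.

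In the paper most interactions are intrachromosomal, whereas by number most were interchromosomal here in every phase. The paper finds G1 and G2 phase the most alike, whereas G1 and M phase had the highest squared correlation here. That order held on the scale of log2(reads + 1), with 0.784 for G1 with M phase and 0.735 for G1 with G2 phase. Over repeat-free fragments, an added setting, G1 with G2 phase had the highest value (0.425), the order of the paper, and without pairs that share repeated sequence, also added, G1 with G2 phase (0.382) and G1 with M phase (0.379) were close together.

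In the paper M phase has the most phase-specific intrachromosomal interactions. Over all pairs in the tables it had the fewest, 4.83% of intrachromosomal interactions against 14.0% in G1 phase and 14.3% in G2 phase. With repeat-free fragments only, an added setting, G2 phase had by far the most, 230 interactions (78.8%), against 11 in G1 phase (3.77%) and 12 in M phase (4.11%). G2 phase also holds the most repeat-free counts, 8132 against 2580 in G1 phase and 2917 in M phase. Networks dealt from a common pool at these depths gave means of 581.1, 30.3 and 41.8 phase-specific interactions of both kinds in G2, G1 and M phase. Observed were 676, 34 and 49, so most of the G2 phase lead is what depth alone gives. The paper finds the G2 and M phase shared set and the set shared by all phases without high intrachromosomal LTR colocalization, whereas all 12 intrachromosomal tests were above both kinds of random set here. The G2 and M phase shared set held 193 counts at the G2 phase frequency. Under settings chosen after seeing the values, this set was not above random sets that conserve the number per chromosome when pairs that share repeated sequence were left out (5 counts, p = 0.0869, and 3 counts, p = 0.131, one-sided permutation), and the set shared by all phases was not above random sets matched for repeated sequence (p = 0.17, 0.17 and 0.169, permutation), each as in the paper. The G2 and M phase shared set stayed above the matched sets (p = 0.001, permutation), and the set shared by all phases stayed above without pairs that share repeated sequence (p = 0.002, 0.005 and 0.001). The paper describes the chromosome II pair as absent in G2 phase and highest in M phase. Here it kept 17 counts in G2 phase, and G1 and M phase did not differ (p = 1, two-sided Fisher's exact test). The paper used uniquely positioned fragments, while the counts here can include reads that belong to other LTR copies. They therefore do not show that the interaction stayed in G2 phase or was equal in G1 and M phase.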

Other observations

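All tests in this part were chosen after the result they bear on had been seen, and none of the hypotheses was tested on other data.

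The tables analysed here hold few counts between repeat-free fragments, even where these are neighbours. Adjacent fragments were joined by 1067 repeat-free counts of 23459 in G1 phase, 3308 of 38664 in G2 phase and 991 of 16251 in M phase, 6.85% over all phases. Of 9115 possible pairs of adjacent fragments, 8072 (88.6%) are of 2 repeat-free fragments. No explanation of this low share was tested, since a selection of read pairs with an end placed on repeated sequence was supposed because of the share itself.

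Where a read end fits several copies of a sequence, the counts of identical fragments show how it was placed. In 20 families of exactly identical fragments, the counts that 2 copies had with the same repeat-free partner were compared. The squared difference of the 2 counts over their sum averaged 0.987 (interval 0.971 to 1.003) over 18350 comparisons with at least 2 counts, where random placement on 1 copy gives 1 and placement on every copy gives 0. This value is consistent with each read pair having been placed on 1 copy drawn at random, so that a contact between repeated fragments may belong to any of their copies.

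Counts between chromosome ends and between centromeres were then set against the number given by the totals of the fragments, without pairs that share repeated sequence. For ends of different chromosomes, 4694 counts over the 3 phases were 0.605 times that number (interval 0.588 to 0.623). Most of these counts involve the ends of chromosome III, while the large counts lie between the ends of chromosomes I and II, where pairs that share repeated sequence held 422320 of 423287 counts. Taken alone, the ends of chromosomes I and II gave 0.999, 1.41 and 0.936 times the number in G1, G2 and M phase, and 1.095 times over all phases (interval 1.026 to 1.164), a slight excess. Over pairs that share no 25 bp stretch either, the ratios were 0.259, 0.292 and 0.573. For centromeres the ratio was 4.83 over all phases, and 4.03 (interval 3.86 to 4.21) when pairs sharing 25 bp stretches were left out as well. A contact within a centromere or a chromosome end gives such an excess too when its repeated end is placed on the copy of another chromosome, so these ratios decide nothing about shared sequence as the source. Fragments whose copies all lie within 100 kb cannot be misplaced in this way. Between centromeres they were joined to repeat-free fragments by 12 counts over the 3 phases, 2.11 times the number given by the totals (interval 1.09 to 3.68), with 0 counts in G1 phase, 4 in G2 phase and 8 in M phase. Between the ends of chromosomes I and II there were 4 such counts, 2.02 times the number (interval 0.549 to 5.16). All 4 were in M phase, where they were 1.29 times the number given by the M phase totals (interval 0.351 to 3.30). With so few counts, clustering of centromeres or of ends and placement on different copies of shared sequence cannot be told apart, and clustering stays open as a hypothesis.

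Contacts between rDNA fragments and repeat-free fragments were spread over the chromosomes by length in 2 of the phases. The part on chromosome III was 17.85% in G1 phase (interval 17.56 to 18.14%) and 17.73% in G2 phase (17.4 to 18.06%), where chromosome III has 17.87% of the repeat-free length. Set against length, these values leave random joining of ends open. The reading depends on the reference. Chromosome III has 17.42% of the repeat-free fragments, below the G1 phase interval and inside the G2 phase interval. Chromosome II has 37.25% of these fragments, above its part of the contacts in G1 phase (36.7%, interval 36.34 to 37.07%) and in G2 phase (36.71%, 36.3 to 37.13%). In M phase 20.8% (interval 20.4 to 21.3%) lay on chromosome III, above its share of repeat-free length and of repeat-free fragments. The M phase total was lower, 29958 counts against 66919 in G1 phase and 51401 in G2 phase. The strain and the library differ between phases too, so the design does not separate a difference between phases from these.

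The low count of the chromosome II LTR fragment pair in G2 phase was compared with all LTR fragments. If the pair followed the counts between LTR fragments in each phase, G2 phase would have 67.9 counts, against 17 observed, so fewer LTR counts in general do not account for it. The 2 fragments themselves had lower totals in G2 phase (1335 and 1785 counts) than in G1 phase (2057 and 2422) and M phase (2500 and 3509). How far these totals account for the low count was not tested. Among the partners of the shorter fragment the pair still ranked 27 in G2 phase, against 3 in G1 phase and 4 in M phase. Scatter among the many LTR fragment pairs cannot be told apart from a change of this pair, because the pair was picked from the same libraries: 1.35% of 444 pairs with similar counts had as low a share in G2 phase. A loss of this interaction in G2 phase stays open as a hypothesis.

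G2 phase had 770 significant interactions between repeat-free fragments, against 115 in G1 phase and 86 in M phase. It also had the most counts between such fragments, 8132 against 2580 in G1 phase and 2917 in M phase. The share of network counts in pairs that do not share repeated sequence was 5.67% in G1 phase, 4.56% in G2 phase and 3.13% in M phase, and 25.6%, 27.8% and 31.7% of those counts were intrachromosomal. Of the interactions named by rule, the pair of a fragment on chromosome I from 2907573 to 2910708 and a fragment on chromosome III from 534746 to 543979, both annotated with coding sequence, had 13478 counts in G1 phase, 8994 in G2 phase and 13653 in M phase and shares repeated sequence. The pair of chromosome I from 3756526 to 3762363 and chromosome II from 1631007 to 1634584, in the centromeric repeats, had 9060, 10764 and 11989 counts.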
